# Fluorescent tracking identifies key migratory dendritic cells in the lymph node after radiotherapy

**DOI:** 10.26508/lsa.202101337

**Published:** 2022-04-29

**Authors:** Tiffany C Blair, Shelly Bambina, Gwen F Kramer, Alexa K Dowdell, Alejandro F Alice, Jason R Baird, Amanda W Lund, Brian D Piening, Marka R Crittenden, Michael J Gough

## Abstract

Radiation therapy generates extensive cancer cell death capable of promoting tumor-specific immunity. Within the tumor, conventional dendritic cells (cDCs) are known to carry tumor-associated antigens to the draining lymph node (TdLN) where they initiate T-cell priming. How radiation influences cDC migration is poorly understood. Here, we show that immunological efficacy of radiation therapy is dependent on cDC migration in radioimmunogenic tumors. Using photoconvertible mice, we demonstrate that radiation impairs cDC migration to the TdLN in poorly radioimmunogenic tumors. Comparative transcriptional analysis revealed that cDCs in radioimmunogenic tumors express genes associated with activation of endogenous adjuvant signaling pathways when compared with poorly radioimmunogenic tumors. Moreover, an exogenous adjuvant combined with radiation increased the number of migrating cDCs in these poorly radioimmunogenic tumors. Taken together, our data demonstrate that cDC migration play a critical role in the response to radiation therapy.

## Abstract (precis)

Radiation therapy impacts all cells within the treatment field. Using novel technology, we track dendritic cells from the tumor to lymph nodes and demonstrate their importance in immune control of tumors.

## Introduction

Radiation therapy has been used for over a century to treat malignancies, but the mechanisms underlying its impact on the immune system are not fully understood. It is well established that treatment with radiation induces lethal DNA damage in cancer cells, resulting in widespread cancer cell death (1, 2, 3). Recent evidence has demonstrated that this cell death is capable of interacting with the immune system to promote cancer-specific immunity (4, 5). CD8^+^ T cells are known to play a critical role in controlling tumors after radiation therapy, and therefore, it is logical that the DCs that prime these tumor-reactive T cells are critical for the response to radiation (4). It has been proposed that the release of tumor-associated antigens and endogenous adjuvant signals from dying cancer cells after radiation therapy can function to activate DCs and thus serve as an in situ vaccine against tumors. However, recent data demonstrate that tumor control by radiation therapy and checkpoint inhibitor immunotherapy is dependent on preexisting T-cell responses (6), so the role of DCs in priming new T cells after radiation therapy is unclear.

Priming of tumor-specific CD8^+^ T cells requires specialized DC subsets with the capacity to cross-present tumor-associated antigens. Conventional type 1 DCs (cDC1s) have been shown to excel at cross-presenting antigens to CD8^+^ T cells (7, 8, 9). In murine models, cDC1s are defined by their expression of the transcription factors ID2, IRF8, ZBTB46, and BATF3 (10). cDC1s can be further divided into those with the capacity to migrate from the tissue to lymphoid organs (migratory CD103^+^ cDC1s) and those that remain resident to lymphoid organs (resident CD8α^+^ cDC1s) (9, 11). Migratory CD103^+^ cDC1s are one of the primary cell types capable of trafficking intact tumor-associated antigens from the tumor to the TdLN via a CCR7-dependent mechanism to initiate CD8^+^ T-cell priming (12). The effect of radiation therapy on the different DC subsets and their importance in tumor-specific T-cell priming remains to be determined.

Radiation therapy has been reported to drive the release of adjuvant-like compounds capable of inducing DC maturation (5, 13). In preclinical models, cDC1s have been shown to support antitumor immunity because Batf3^−/−^ mice that lack cross-presenting cDC1s fail to reject highly immunogenic tumors (7). The efficacy of radiation therapy is significantly diminished in Batf3^−/−^ mice (14, 15). However, in these studies, cDC1s were depleted in the animals throughout tumor development, making it difficult to determine whether cDC1s contribute to the initial priming of tumor-reactive T cell at tumor implantation or whether they function to prime new T cells after treatment with radiation. In radioimmunogenic tumors, which depend on the adaptive immune system for their enhanced response to radiation (16), we have demonstrated that radiation drives intratumoral cDC1 maturation (17). We also demonstrated that this process failed to occur in tumors that are poorly radioimmunogenic and do not generate antitumor immunity after radiation (17). Ectopic delivery of innate adjuvants can restore maturation of DCs and improve tumor control with radiation therapy in a DC-dependent manner (18). Maturation and migration are linked properties of DCs that permits cross-presentation of tumor-associated antigen in the TdLN, and cDC1 migration to the TdLN is likely required to initiate priming of new tumor-reactive T cells that cannot access peripheral tissues (19). However, given that radiation up-regulates direct antigen presentation by cancer cells in the tumor environment (20, 21) and that tumor control by radiation therapy and immunotherapy can function independently of T cell recirculation out of lymph nodes (6, 22, 23), it remains unproven whether cross-presentation by DCs occurs in the tumor or the TdLN after radiation.

In this study, we aimed to understand how DC migration contributes to the responsiveness of tumors to radiation therapy. We address this using site-specific fluorescence tagging of tumor DCs, mixed bone marrow chimeras with selective conventional dendritic cell (cDC) depletion to identify mechanisms of migration, and single-cell RNA sequencing to identify mechanisms regulating maturation after radiation therapy. Using radioimmunogenic tumors that are known to depend on the immune system for improved tumor control after radiation therapy, we demonstrate that cDC migration to the TdLN is required for tumor control and regression after treatment. We demonstrate in radioimmunogenic tumors that radiation does not change the number of cDC1s migrating from the tumor to the TdLN but instead increases the expression of activation markers on tumor-migratory cDC1s. By contrast, in poorly radioimmunogenic tumors, we have shown that radiation decreases the number of tumor-migratory cDC1s in the TdLN. Transcriptional analysis revealed that DCs from radioimmunogenic tumors express genes associated with activation by innate endogenous adjuvants, and co-administering radiation with exogenous adjuvants overcomes the failure for DCs to migrate in poorly radioimmunogenic tumors. Taken together, these data demonstrate that DC migration from the tumor to the TdLN is critical to generating a productive tumor-specific immune response after radiation therapy.

## Results

### DCs photoconverted in the tumor are found in the TdLN as migratory CD103^+^ cDC1 and CD11b^+^ cDC2 subsets

To first define the cDCs that migrate to the TdLN after radiation therapy, we set out to understand the kinetics and phenotype of cDCs migrating directly from the tumor to the TdLN. In our models, the inguinal LN drains the tumor along with other surrounding tissues and as a result, makes it difficult to assess changes in only tumor-migratory DC populations after treatment (24, 25). To overcome this issue, we used Kaede photoconvertible mice, which express the Kaede-green fluorescent protein that can be converted into the Kaede-red fluorescent protein upon exposure to violet light (26). Radioimmunogenic MC38 tumors were implanted into Kaede mice, and when tumors reached an average diameter of 5–6 mm, the animals were covered in aluminum foil. Only the tumor was left uncovered and exposed to a 405-nm LED light source for 5 min to photoconvert infiltrating cells in the tumor (17). The tumor was then treated with 12 Gy radiation (Fig 1A). The TdLN was harvested at 1, 2, and 3 d post-photoconversion for analysis by flow cytometry (Fig 1A). Our analysis revealed that the most of the converted (Kaede-red^+^) cells in the TdLN were T cells (data not shown) and DC populations, as has been previously published (Figs 1B and S1) (27, 28). Strikingly, we noted that within the TdLN, most of the converted Kaede-red^+^ DCs were migratory CD103^+^ cDC1 and CD11b^+^ cDC2 subsets, validating that these were indeed migratory populations (Fig 1B). Further confirming the specificity of this model, we did not find any converted DCs in the contralateral inguinal LN (Fig 1B). Given that the overlaying skin is included in the radiation field and the field of UV conversion, it is possible that alternative DC populations such as Langerhans cells are among the converted cells in the TDLN. However, Langerhans cells in the lymph node are defined as F4/80^+^CD11b^+^CD103^−^ (29, 30); therefore, these are not among the CD103^+^ DC population that differentially matures after radiation therapy. To compare the effect of photoconversion of skin in the absence of a tumor, we analyzed the lymph node draining unconverted skin versus photoconverted skin. One day after conversion, we find that as with the tumor draining lymph node, we only see significant proportions of converted cells in the migratory CD103^+^ cDC1 and CD11b^+^ cDC2 subsets (Fig S2). To address the extent of photoconversion in the tumor, we analyzed the photoconversion of myeloid populations in the tumor immediately after photoconversion and over time, in the presence and absence of radiation therapy. We demonstrate that up to 80% of myeloid cells in the tumor are photoconverted immediately after UV exposure (Fig S3). When we follow photoconversion over time, we find that more stable populations such as F4/80^+^ Ly6C^−^ MHC-II^+^ TAM retain a significant converted population 3 d after conversion (Fig S3). Neutrophils, which are very short-lived, show a steady loss of converted cells in the tumor. Interestingly, monocytes, which are likely to differentiate into different cell types have an extremely short period of conversion (Fig S3) and are likely replaced rapidly by newly recruited monocytes that are not converted. The DC populations show a decline in converted cells over time, more similar to neutrophils than macrophages or monocytes. In each cell type, we cannot detect a consistent effect of radiation therapy on the proportion of converted cells in the tumor (Fig S3), suggesting that radiation is not directly impacting turnover of the Kaede protein in the tumor myeloid populations. Taken together, these data suggest that the Kaede mice are a useful tool to study DC populations in the TdLN that have directly migrated from the conversion field after treatment with radiation therapy.

**Figure 1.**
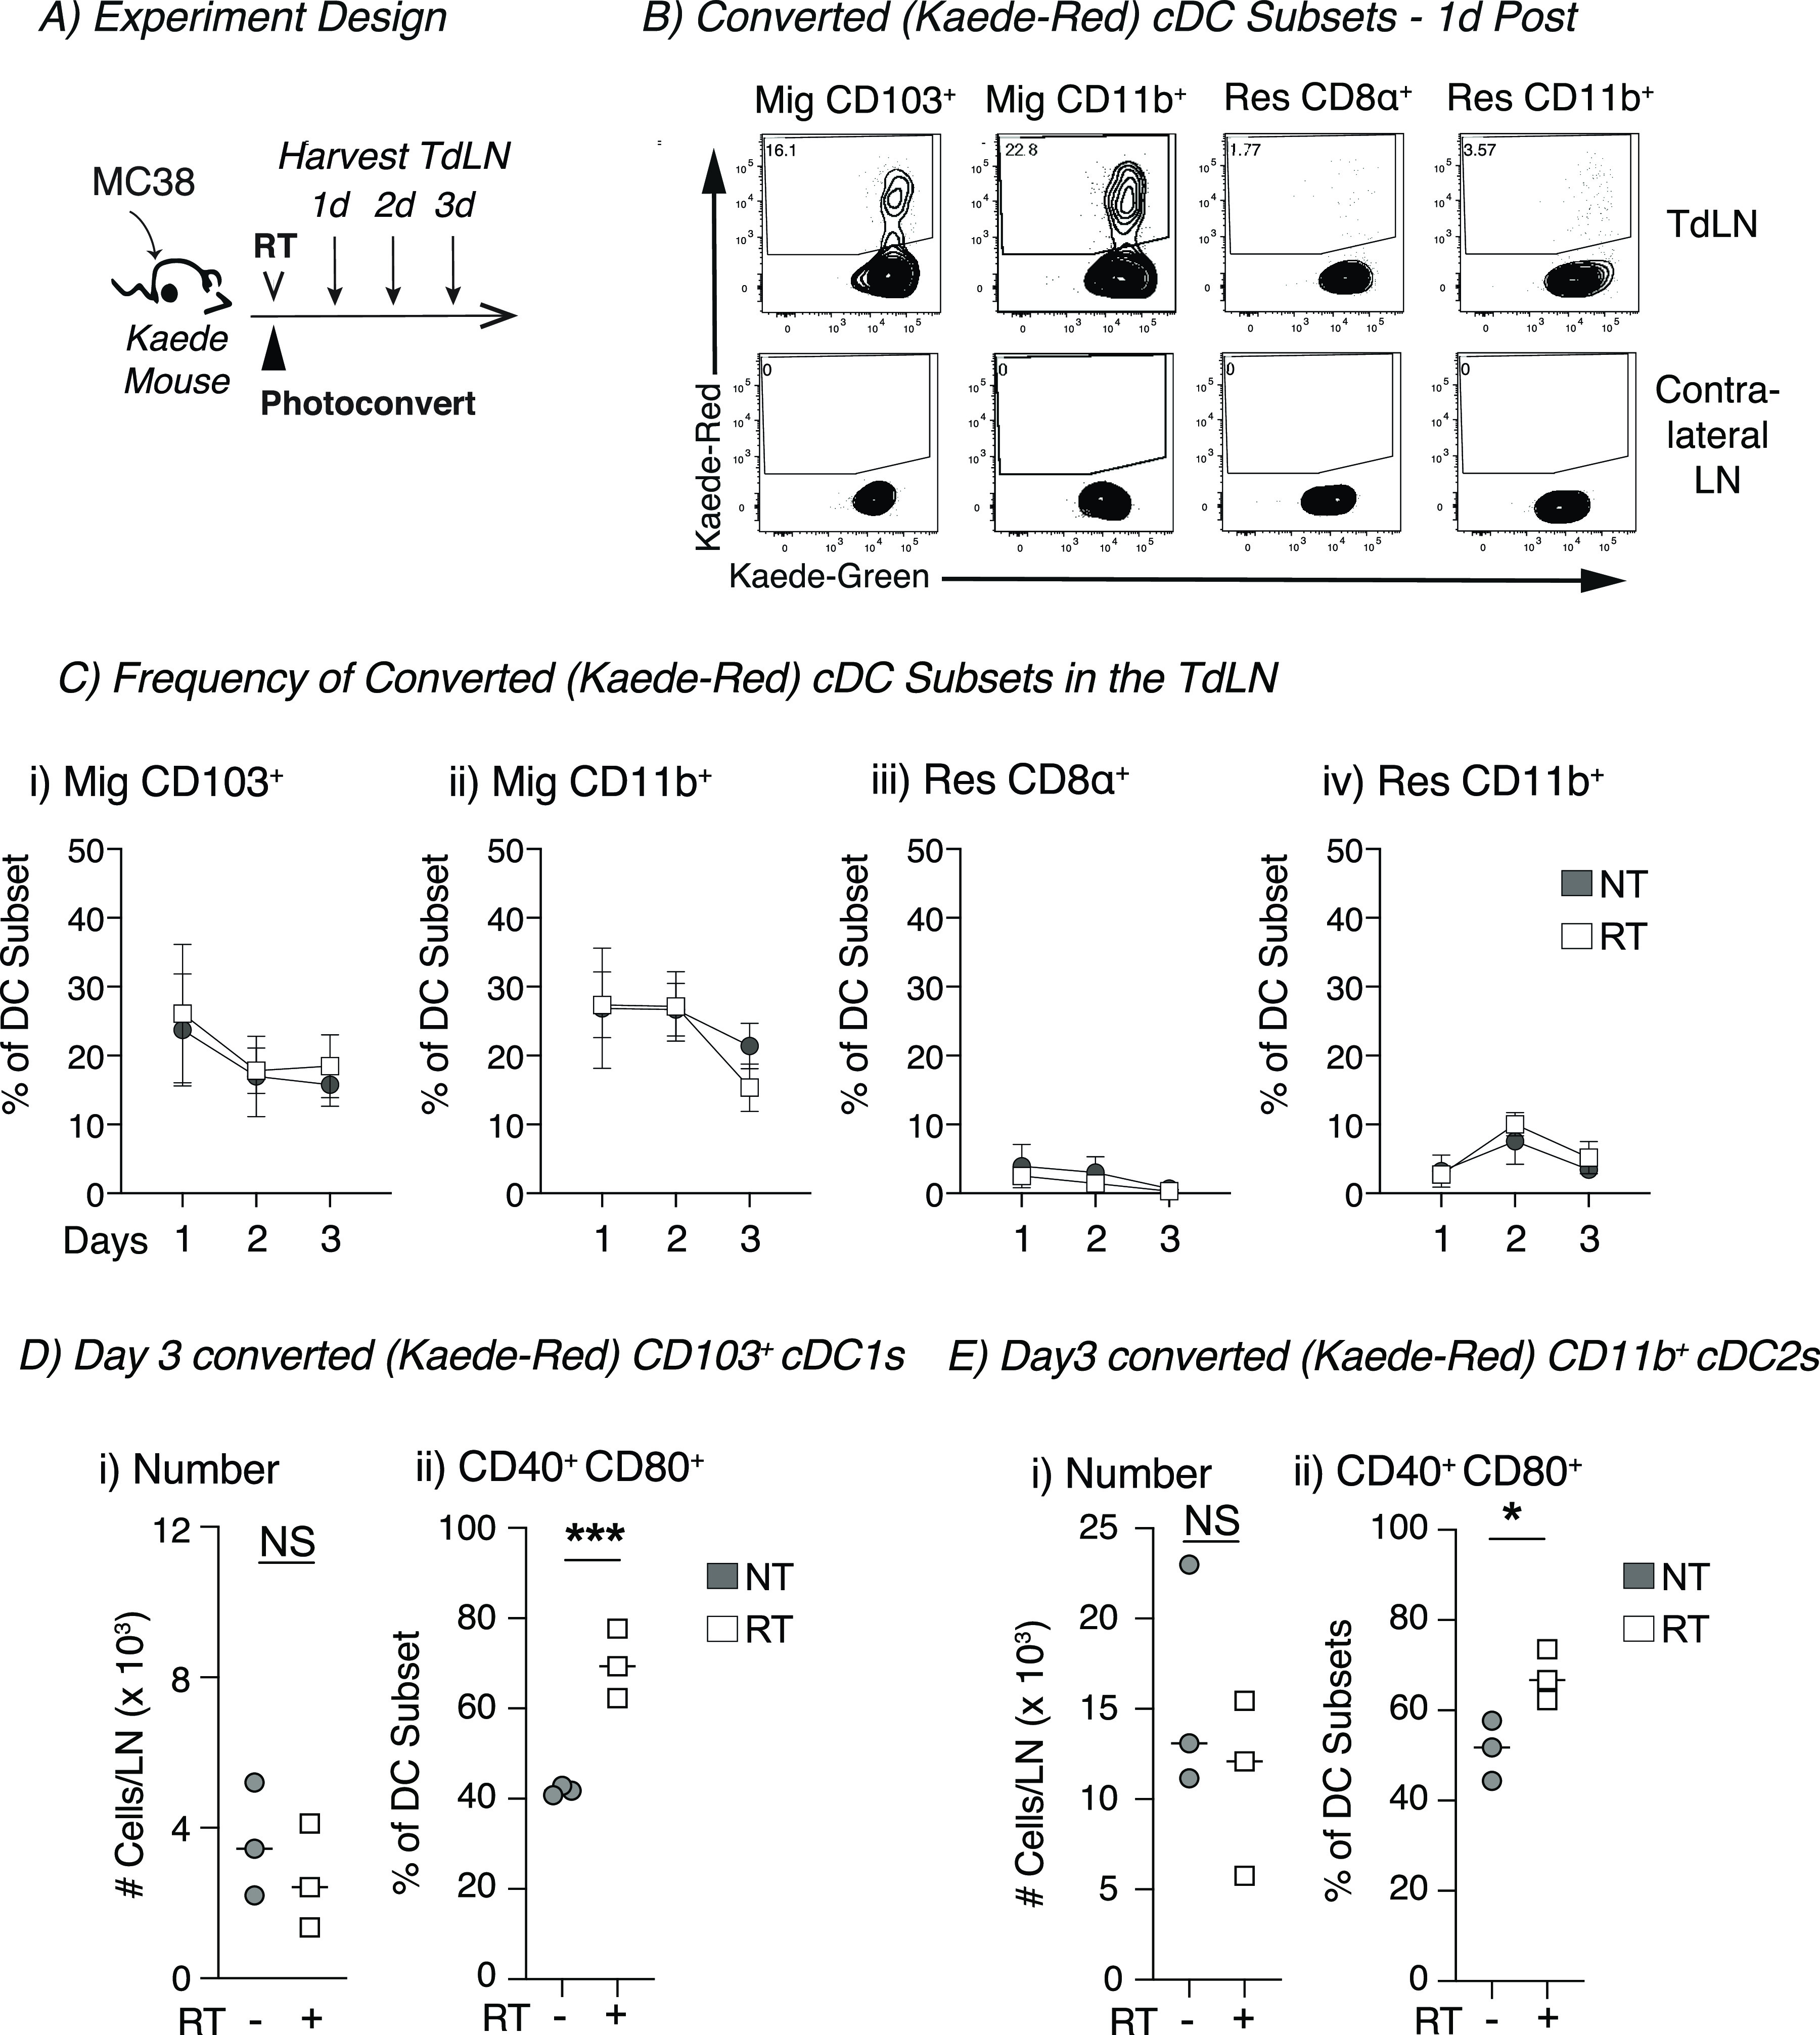
Increased proportion of tumor-migratory DCs co-expressing CD40 and CD80 in the TdLN of radioimmunogenic tumor bearing mice after radiation therapy. **(A)** Experiment design: MC38 tumors were established in Kaede mice. When tumors reached an average of 5–6 mm average diameter, they were photoconverted and then treated ±12 Gy CT-guided radiation therapy, and the TdLN was harvested for analysis by flow cytometry at indicated timepoints. **(B)** Representative flow plot from 1 d post-photoconversion for migratory (mig) and resident (res) DC populations in the TdLN or contralateral inguinal LN showing converted (Kaede-red^+^) DCs. **(C)** For untreated (NT, gray) or radiation (RT, white) treatment, the proportion converted Kaede-red^+^ DCs within each DC subset in the TdLN: (i) Mig CD103^+^, (ii) Mig CD11b^+^, (iii) Res CD8α^+^, and (iv) Res CD11b^+^. **(D)** (i) The absolute number of Kaede-red^+^ CD103^+^ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103^+^ DCs for NT (gray) or RT (white) groups at d3 after conversion. **(E)** (i) The absolute number of Kaede-red^+^ CD11b^+^ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103^+^ DCs for NT (gray) or RT (white) groups at d3 after conversion. Data represent the mean ± SEM of each group. Results shown are representative of two independent experiments with n = 3–6 animals/group. NS = not significant, *P < 0.05, and ***P < 0.001.

**Figure S1.**
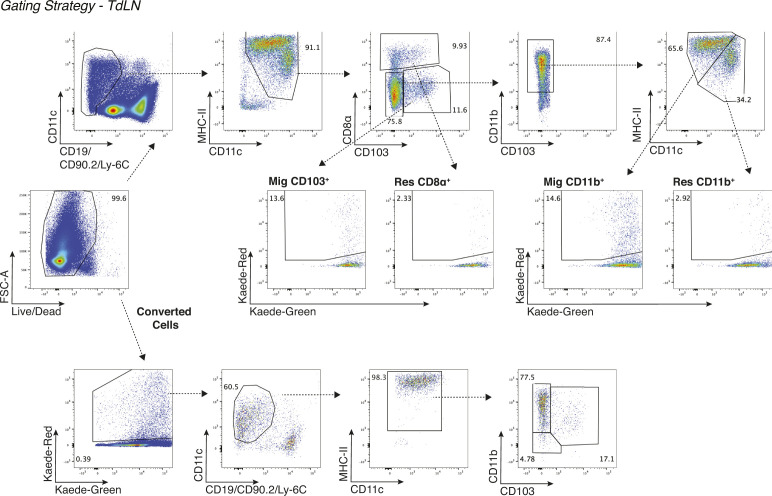
Gating strategy for analysis of DCs by flow cytometry in the TdLN. Representative gating strategy from TdLN single-cell suspension that begins after leukocytes were gated, and doublets were removed in FlowJo.

**Figure S2.**
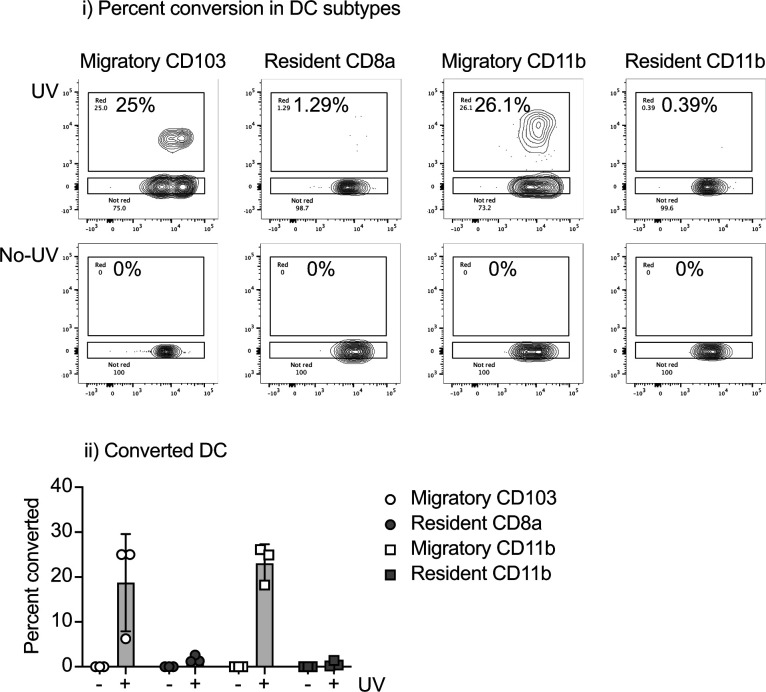
Conversion of DC draining normal skin. Naive Kaede mice were photoconverted via UV treatment of the skin, or left untreated, and the skin draining lymph node was harvested 24 h later. (i) Representative graphs showing photoconversion of the major DC subpopulations. (ii) Combined data showing photoconversion of DC populations in the DLN.

**Figure S3.**
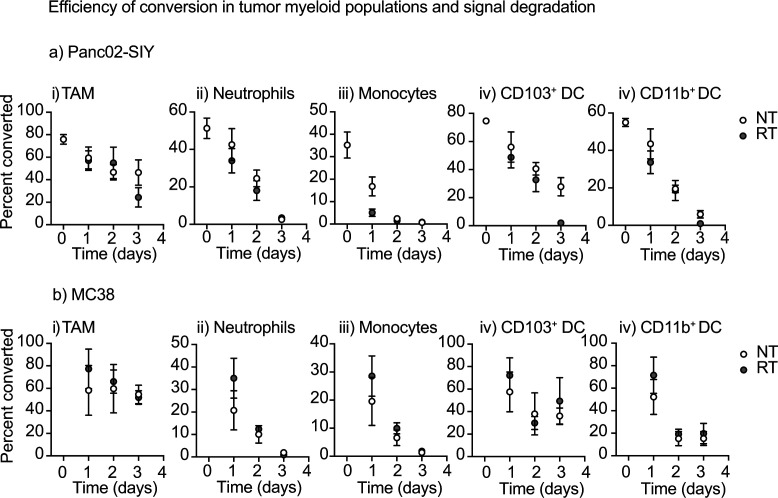
Efficiency of conversion in tumors and signal degradation among myeloid populations. **(A, B)** Kaede mice bearing (A) Panc02-SIY tumors or (B) MC38 tumors were photoconverted via UV treatment of the tumor and harvested over time. Select samples were irradiated immediately after photoconversion. Harvested tumors were processed for flow cytometry of different myeloid populations. Graphs show the proportion of photoconverted cells in (i) TAM, (ii) Monocytes, (iii) Neutrophils, (iv) CD103+ DC, and (v) CD11b+ DC.

### Radiation increases the proportion of activated tumor-migratory cDCs in the TdLN of radioimmunogenic tumors

We investigated two major mechanisms by which radiation could influence cDC migration: (1) increasing the number of migratory cDCs after treatment or (2) changing the phenotype of these cells after therapy. Using the Kaede mice, we monitored the proportion of converted Kaede-red within each DC subset in the TdLN over time and noted that radiation did not alter to proportion of converted DCs in the TdLN when compared with untreated controls (Fig 1C i–iv). However, we did observe that in each group, the proportion of converted DCs declined over time for both CD103^+^ DCs and CD11b^+^ DCs (Fig 1C i and ii). To further assess trafficking DCs, we specifically gated on these tumor-migratory populations to evaluate changes in their absolute numbers and phenotype after radiation. Radiation did not change the total number of converted (Kaede-red) CD103^+^ cDC1s or CD11b^+^ DCs when compared with untreated controls (Fig 1D i and E i). However, the number of converted CD103^+^ cDC1s and CD11b^+^ DCs slowly declined in both groups (Fig S4). Thus, radiation does not appear to change the kinetics of DC migration from the tumor to the TdLN. The next question was whether treatment impacted the phenotype of DC populations migrating from the tumor. The co-stimulatory molecules CD40 and CD80 are up-regulated during DC maturation and are important for T-cell priming (31). Starting 2 d after treatment, there was a significant increase in the proportion of converted tumor-migratory CD103^+^ cDC1s co-expressing CD40 and CD80 in the radiation-treated group compared with untreated controls (Figs S4 and 1D ii). The strong fluorescence of the Kaede transgene limited the number of maturations markers we could study on the DC in the TdLN; however, CD80 and CD40 are relevant and robust measures of DC maturation in lymph nodes (32). Thus, broadly, the DCs from radiation-treated animals were more mature than the tumor-migratory DC populations in the TdLN from untreated controls. Although there was some evidence that converted migratory CD11b^+^ DCs from the radiation-treated group had an increased proportion of DCs co-expressing CD40 and CD80, this effect was significantly reduced in these CD11b^+^ DCs compared with CD103^+^ DCs (Figs S4 and 1E ii). These data suggest that although radiation therapy fails to increase the number of CD103^+^ DCs migrating from the tumor, treatment does increase the proportion of tumor-migratory CD103^+^ DCs co-expressing CD40 and CD80 in the TdLN relative to untreated controls. Importantly, these changes could not be identified in unconverted DC and were not detectable when assessing the total DC population of the TdLN (data not shown), emphasizing the importance of the Kaede model in studying these site-specific effects. In addition, although a range of inefficiencies mean that not all of the cells in the tumor are converted, by focusing only on converted cells, we ensure that we can be confident that these cells originated in the UV and radiation treatment fields.

**Figure S4.**
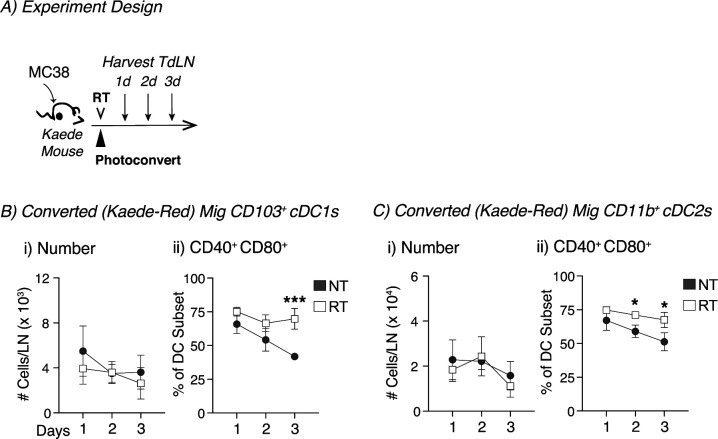
Timeline of tumor-migratory DCs co-expressing CD40 and CD80 in the TdLN of radioimmunogenic tumor bearing mice after radiation therapy. **(A)** Experiment design: MC38 tumors were established in Kaede mice. When tumors reached an average of 5–6 mm average diameter, they were photoconverted and then treated with ±12-Gy CT-guided radiation therapy, and the TdLN was harvested for analysis by flow cytometry at indicated timepoints. **(B)** (i) The absolute number of Kaede-red+ CD103+ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103+ DCs for NT (gray) or RT (white) groups. **(C)** (i) The absolute number of Kaede-red+ CD11b+ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103+ DCs for NT (gray) or RT (white) groups. Data represent the mean ± SEM of each group. Results shown are representative of two independent experiments with n = 3–6 animals/group. *P < 0.05 and ***P < 0.001.

### CCR7-mediated cDC migration is required for the immunological efficacy of radiation therapy in radioimmunogenic tumors

Next, we set out to determine whether cDC migration was required for the efficacy of radiation therapy. The chemokine receptor CCR7 is up-regulated upon DC maturation, and this receptor has been shown to play an important role in guiding cDC1 migration from the tissue through the lymphatics to the dLN (33, 34). Animals that completely lack CCR7 have impaired T cell and DC migration, resulting in disrupted architecture within the LN (34). To overcome this issue and formally examine the role of CCR7-mediated migration, we developed a mixed bone marrow chimera approach (12). Animals were given a mixture of 50% CCR7^−/−^ bone marrow and 50% bone marrow from mice where the human diphtheria toxin receptor (dtr) expression is driven by the cDC-specific transcription factor Zbtb46 (*Zbtb46*^*dtr*^*::CCR7*^*−/−*^, Fig 2A). Thus, the presence of the Zbtb46^dtr^ bone marrow ensured that cDCs that can express CCR7 are present during animal and tumor development to ensure normal immune biology. However, we can deplete these CCR7^+/+^ cDCs by administering diphtheria toxin, leaving behind only the CCR7^−/−^ deficient cDCs at the time of radiation administration. This design ensured normal tumor and LN biology before and during experiments. As controls, we gave a second group of mice 50% WT (C57BL/6) bone marrow and 50% CCR7^−/−^ bone marrow (*WT::CCR7*^*−/−*^ Fig 2A). Bone marrow chimeras were allowed to reconstitute for 8–10 wk, and then tumors were implanted (Fig 2A). When tumors reached ∼5 mm average diameter, animals were given diphtheria toxin to deplete cDCs expressing CCR7, leaving behind only CCR7^−/−^ cDCs. Tumors were subsequently treated with 12 Gy of CT-guided radiation (Fig 2A). We harvested the TdLN 1 d after treatment for analysis by flow cytometry to confirm that DC migration was impaired. As expected, the number of migratory CD103^+^ cDC1s in the TdLN were significantly reduced in the animals where cDC migration was impaired (Fig 2B i). We also saw a reduction in the number of migratory CD11b^+^ cDC2s in the TdLN after treatment, although not to same degree as migratory CD103^+^ cDC1s (Fig 2B ii). These data confirm that our mixed bone marrow chimera approach impairs migratory cDC migration to the TdLN. Next, we monitored tumor growth and animal survival when cDC migration was impaired during treatment with radiation (Fig 2C). When control animals (WT::CCR7^−/−^) were treated with radiation, there was a significant survival advantage in these animals, and half of the tumors were cured as compared with untreated control animals (Fig 2C and D i). However, in animals where cDC migration was impaired (Zbtb46^dtr^::CCR7^−/−^), this survival advantage disappeared after radiation therapy, and tumor cures were no longer observed (Fig 2C and D ii). These data demonstrate that the efficacy of radiation therapy relies on CCR7-mediated cDC migration either at the time of or after radiation in radioimmunogenic MC38 tumors.

**Figure 2.**
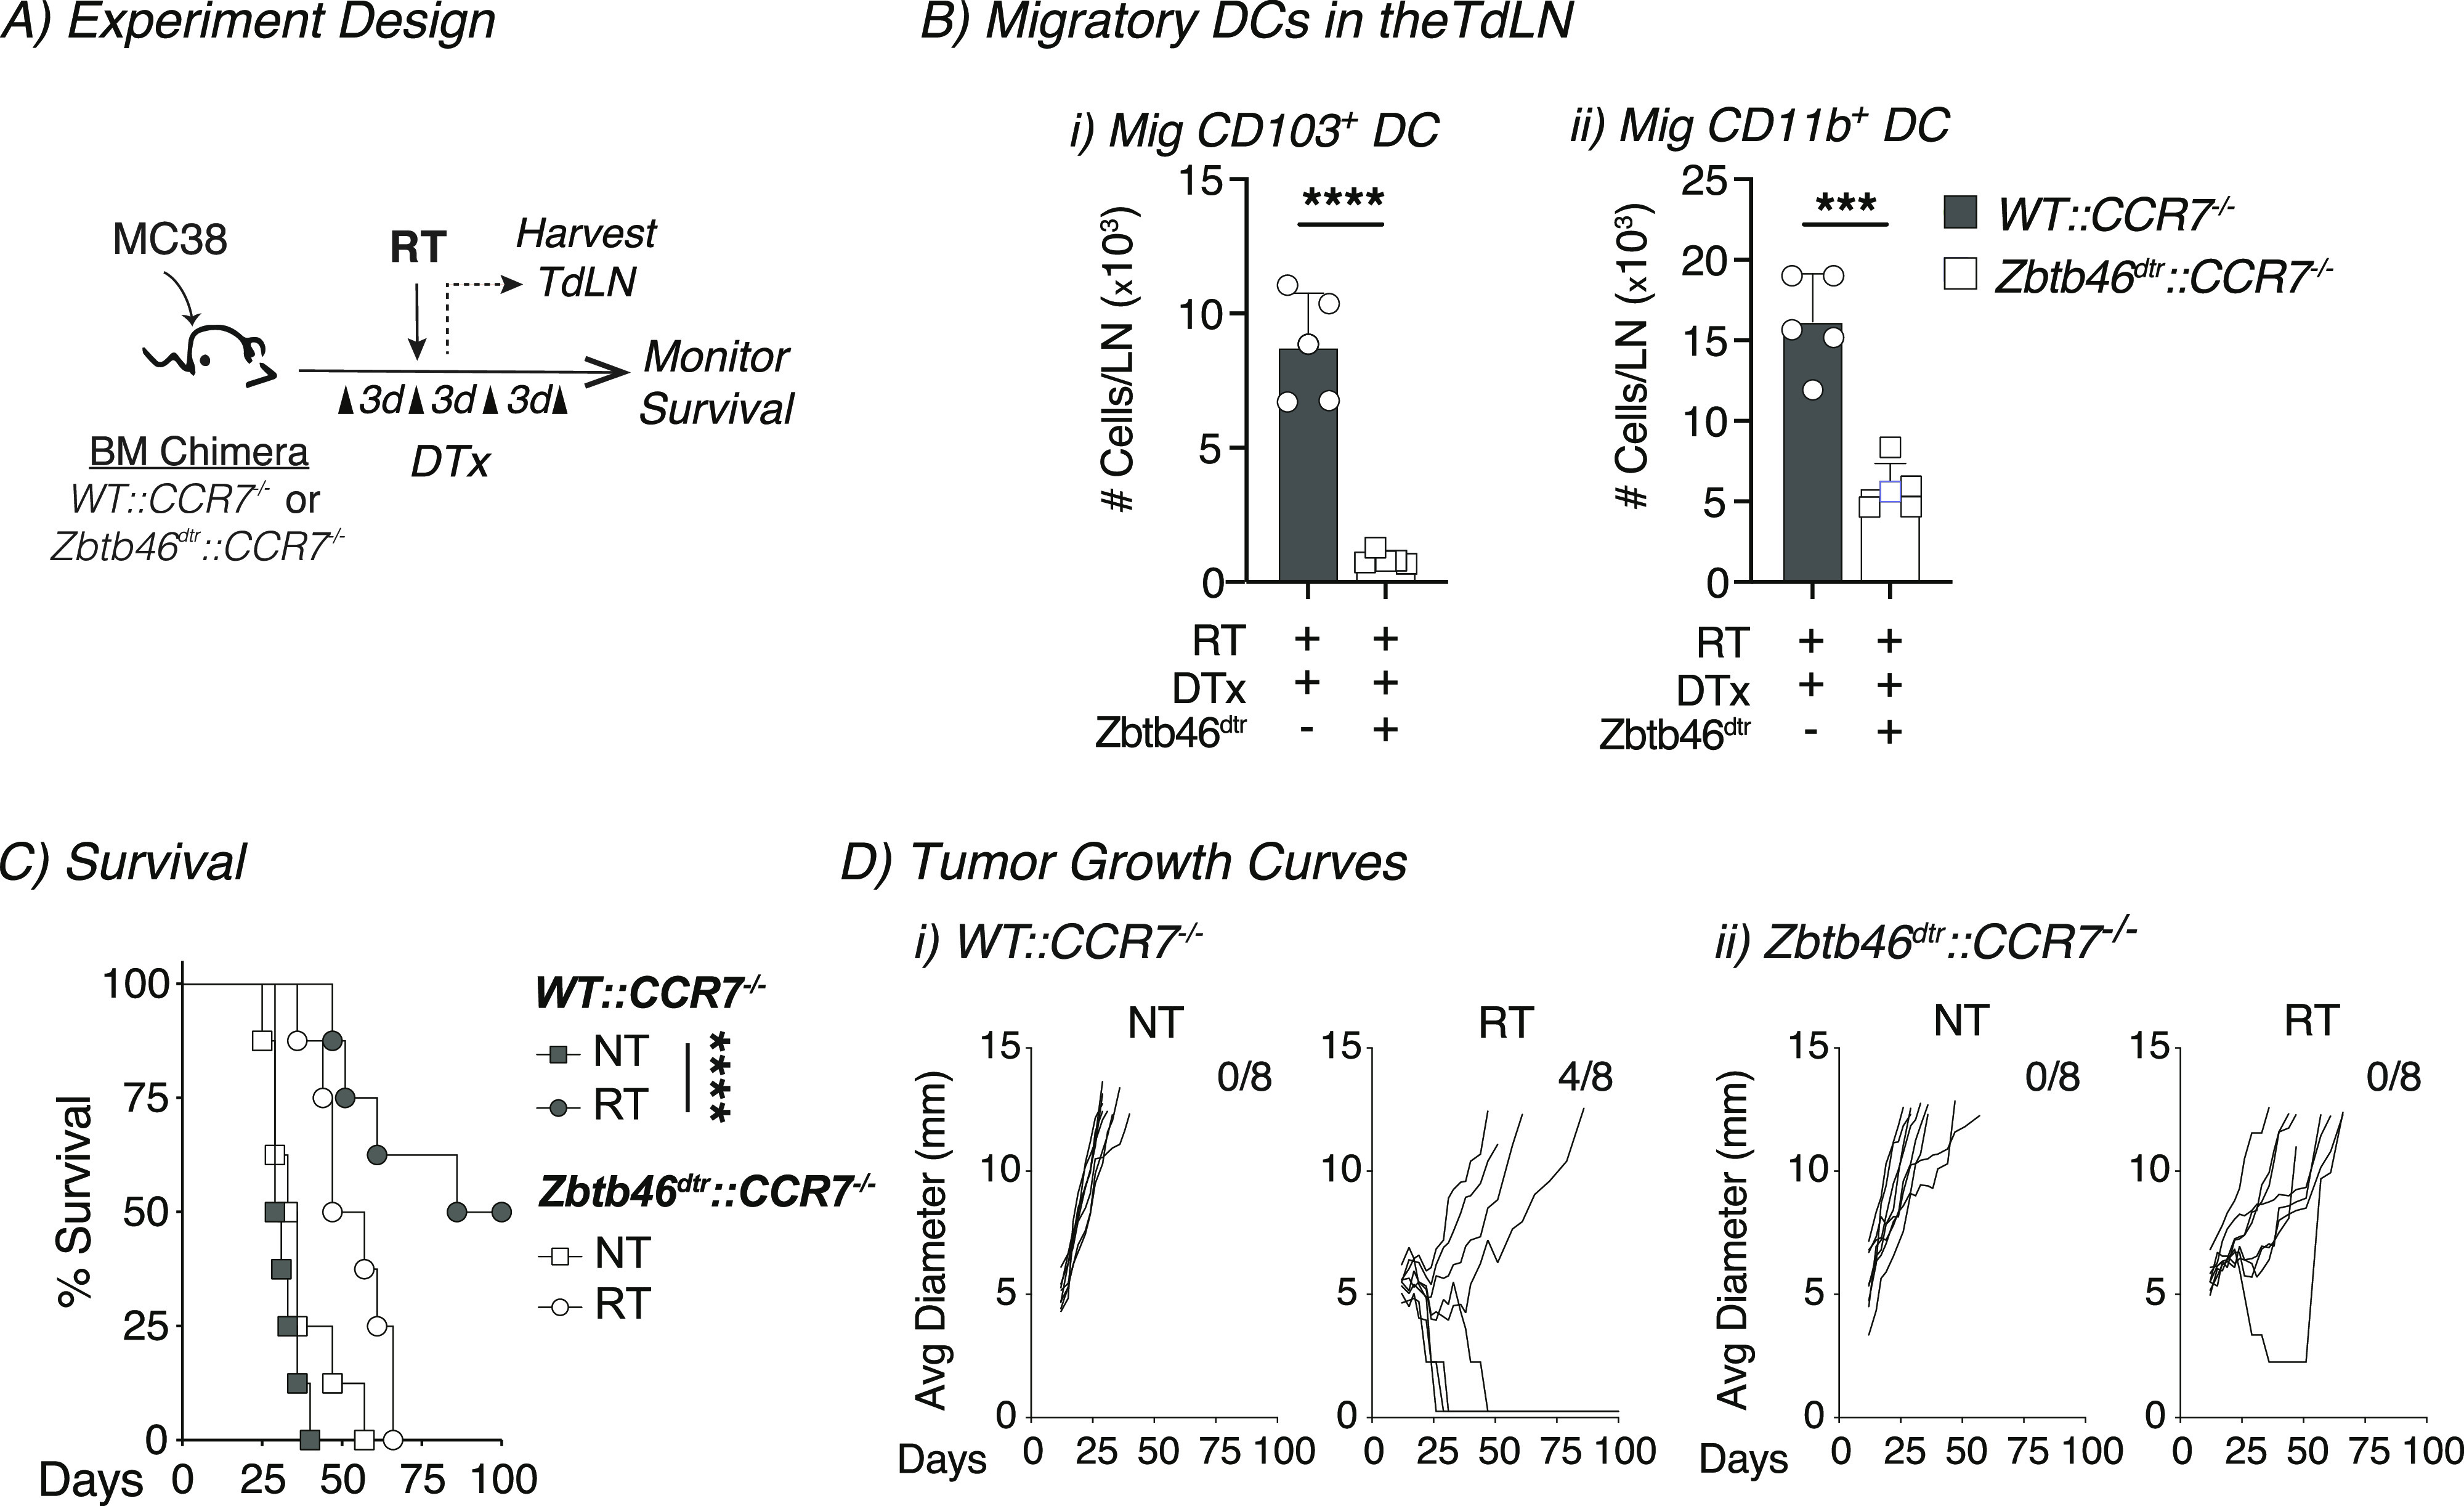
Radioimmunogenic tumors require conventional dendritic-cell migration for immunological responsiveness to radiation therapy. **(A)** Experiment design: mixed bone marrow (BM) chimeras were established for 8–10 wk, and then MC38 tumors were implanted into mice. Diphtheria toxin (DTx) was administered 3 d before radiation therapy (RT) and every 3 d after for a total of four doses to deplete conventional dendritic cells. **(B)** The TdLN was harvested 1 d after radiation and analyzed by flow cytometry. The number of (i) mig CD103^+^ DC and (ii) mig CD11b^+^ DC in the TdLN were quantified in WT::CCR7^−/−^ (gray) or Zbtb46^dtr^::CCR7^−/−^ (white) BM chimeras treated with DTx. **(C)** Animal survival was monitored after treatment outlined in 2A for WT::CCR7^−/−^ (gray) or Zbtb46^dtr^::CCR7^−/−^ (white) BM chimeras for NT (squares) or RT (circles) groups. **(D)** Individual tumor growth curves for animals from (C). Data represent the mean ± SEM of each group. Results shown are representative of two independent experiments with n = 5–8 animals/group. ***P < 0.001 and ****P < 0.0001.

### Radiation impairs cDCs migration to the TdLN in poorly radioimmunogenic tumors

Our previous work had demonstrated that radiation failed to induce cDC maturation in poorly radioimmunogenic Panc02-SIY tumors (17). To follow DC migration in this tumor model, Panc02-SIY cells were implanted into Kaede mice, and when they reached 5–6 mm average diameter, tumors were photoconverted then treated with 12-Gy radiation (Fig 3A). In the Panc02-SIY tumor model, we again observed that the migratory CD103^+^ and CD11b^+^ DC populations contained the highest frequency of converted tumor-migratory DCs (Fig 3B). Interestingly, when we compared untreated and radiation-treated animals, we observed that radiation decreased the proportion of converted cells within migratory CD103^+^ and CD11b^+^ DC populations (Fig 3B). Next, we evaluated the number of converted migratory CD103^+^ and CD11b^+^ DCs in the TdLN and found significantly fewer converted CD103^+^ and CD11b^+^ DCs in the TdLN after treatment with radiation (Fig 3C i and D i). These data suggested that unlike the radioimmunogenic MC38 model, radiation impairs the migration of cDCs from the tumor to the TdLN in the poorly radioimmunogenic Panc02-SIY tumor model. Finally, we analyzed the expression of the co-stimulatory molecules CD40 and CD80 which are up-regulated upon DC maturation. In the radiation-treated group, we did not detect any differences in the expression of these markers in converted tumor-migratory CD103^+^ DCs between untreated and radiation-treated groups (Fig 3C ii). We did note a slight increase in proportion of cells co-expressing CD40 and CD80 in the converted tumor-migratory CD11b^+^ DCs, although the overall number of these cells migrating was still significantly reduced in radiation-treated animals compared with untreated controls (Fig 3D). Notably, we did observe that in the radioimmunogenic MC38 tumor model that the converted (tumor derived) DCs are more mature at baseline (Fig 1D ii and C ii) than the converted DCs at baseline in the poorly radioimmunogenic Panc02-SIY model (Fig 3C ii and D ii). To ensure that these were not model-specific events, we assessed DC migration after radiation therapy in two additional head and neck tumor models, radioimmunogenic Moc1 and poorly radioimmunogenic Moc2 tumors (Fig S5A). Although the number of converted tumor-migratory CD103^+^ DCs and CD11b^+^ did not change in either group, there was an increased proportion of both DC subsets co-expressing CD40 and CD80 in the radiation-treated Moc1 group (Fig S5B i and ii and C i and ii). Although Moc2 is a poorly radioimmunogenic tumor (16, 17), Moc2 tumors exhibited an increase in CD103^+^ DC but not CD11b^+^ DC co-expressing CD40 and CD80 in the TdLN after radiation therapy (Fig S5B i and ii and C i and ii). Given that this tumor has an extremely poor infiltrate of T cells in the tumor (35), it is possible that the mechanisms driving poor radioimmunogenicity may not be related to DC maturation in this tumor model (16, 36). Thus, in the well-infiltrated Panc02-SIY model, treatment with radiation reduces the number of tumor-migratory cDCs that are found in the TdLN, and this may explain why the Panc02-SIY tumor model is poorly responsive to radiation therapy.

**Figure 3.**
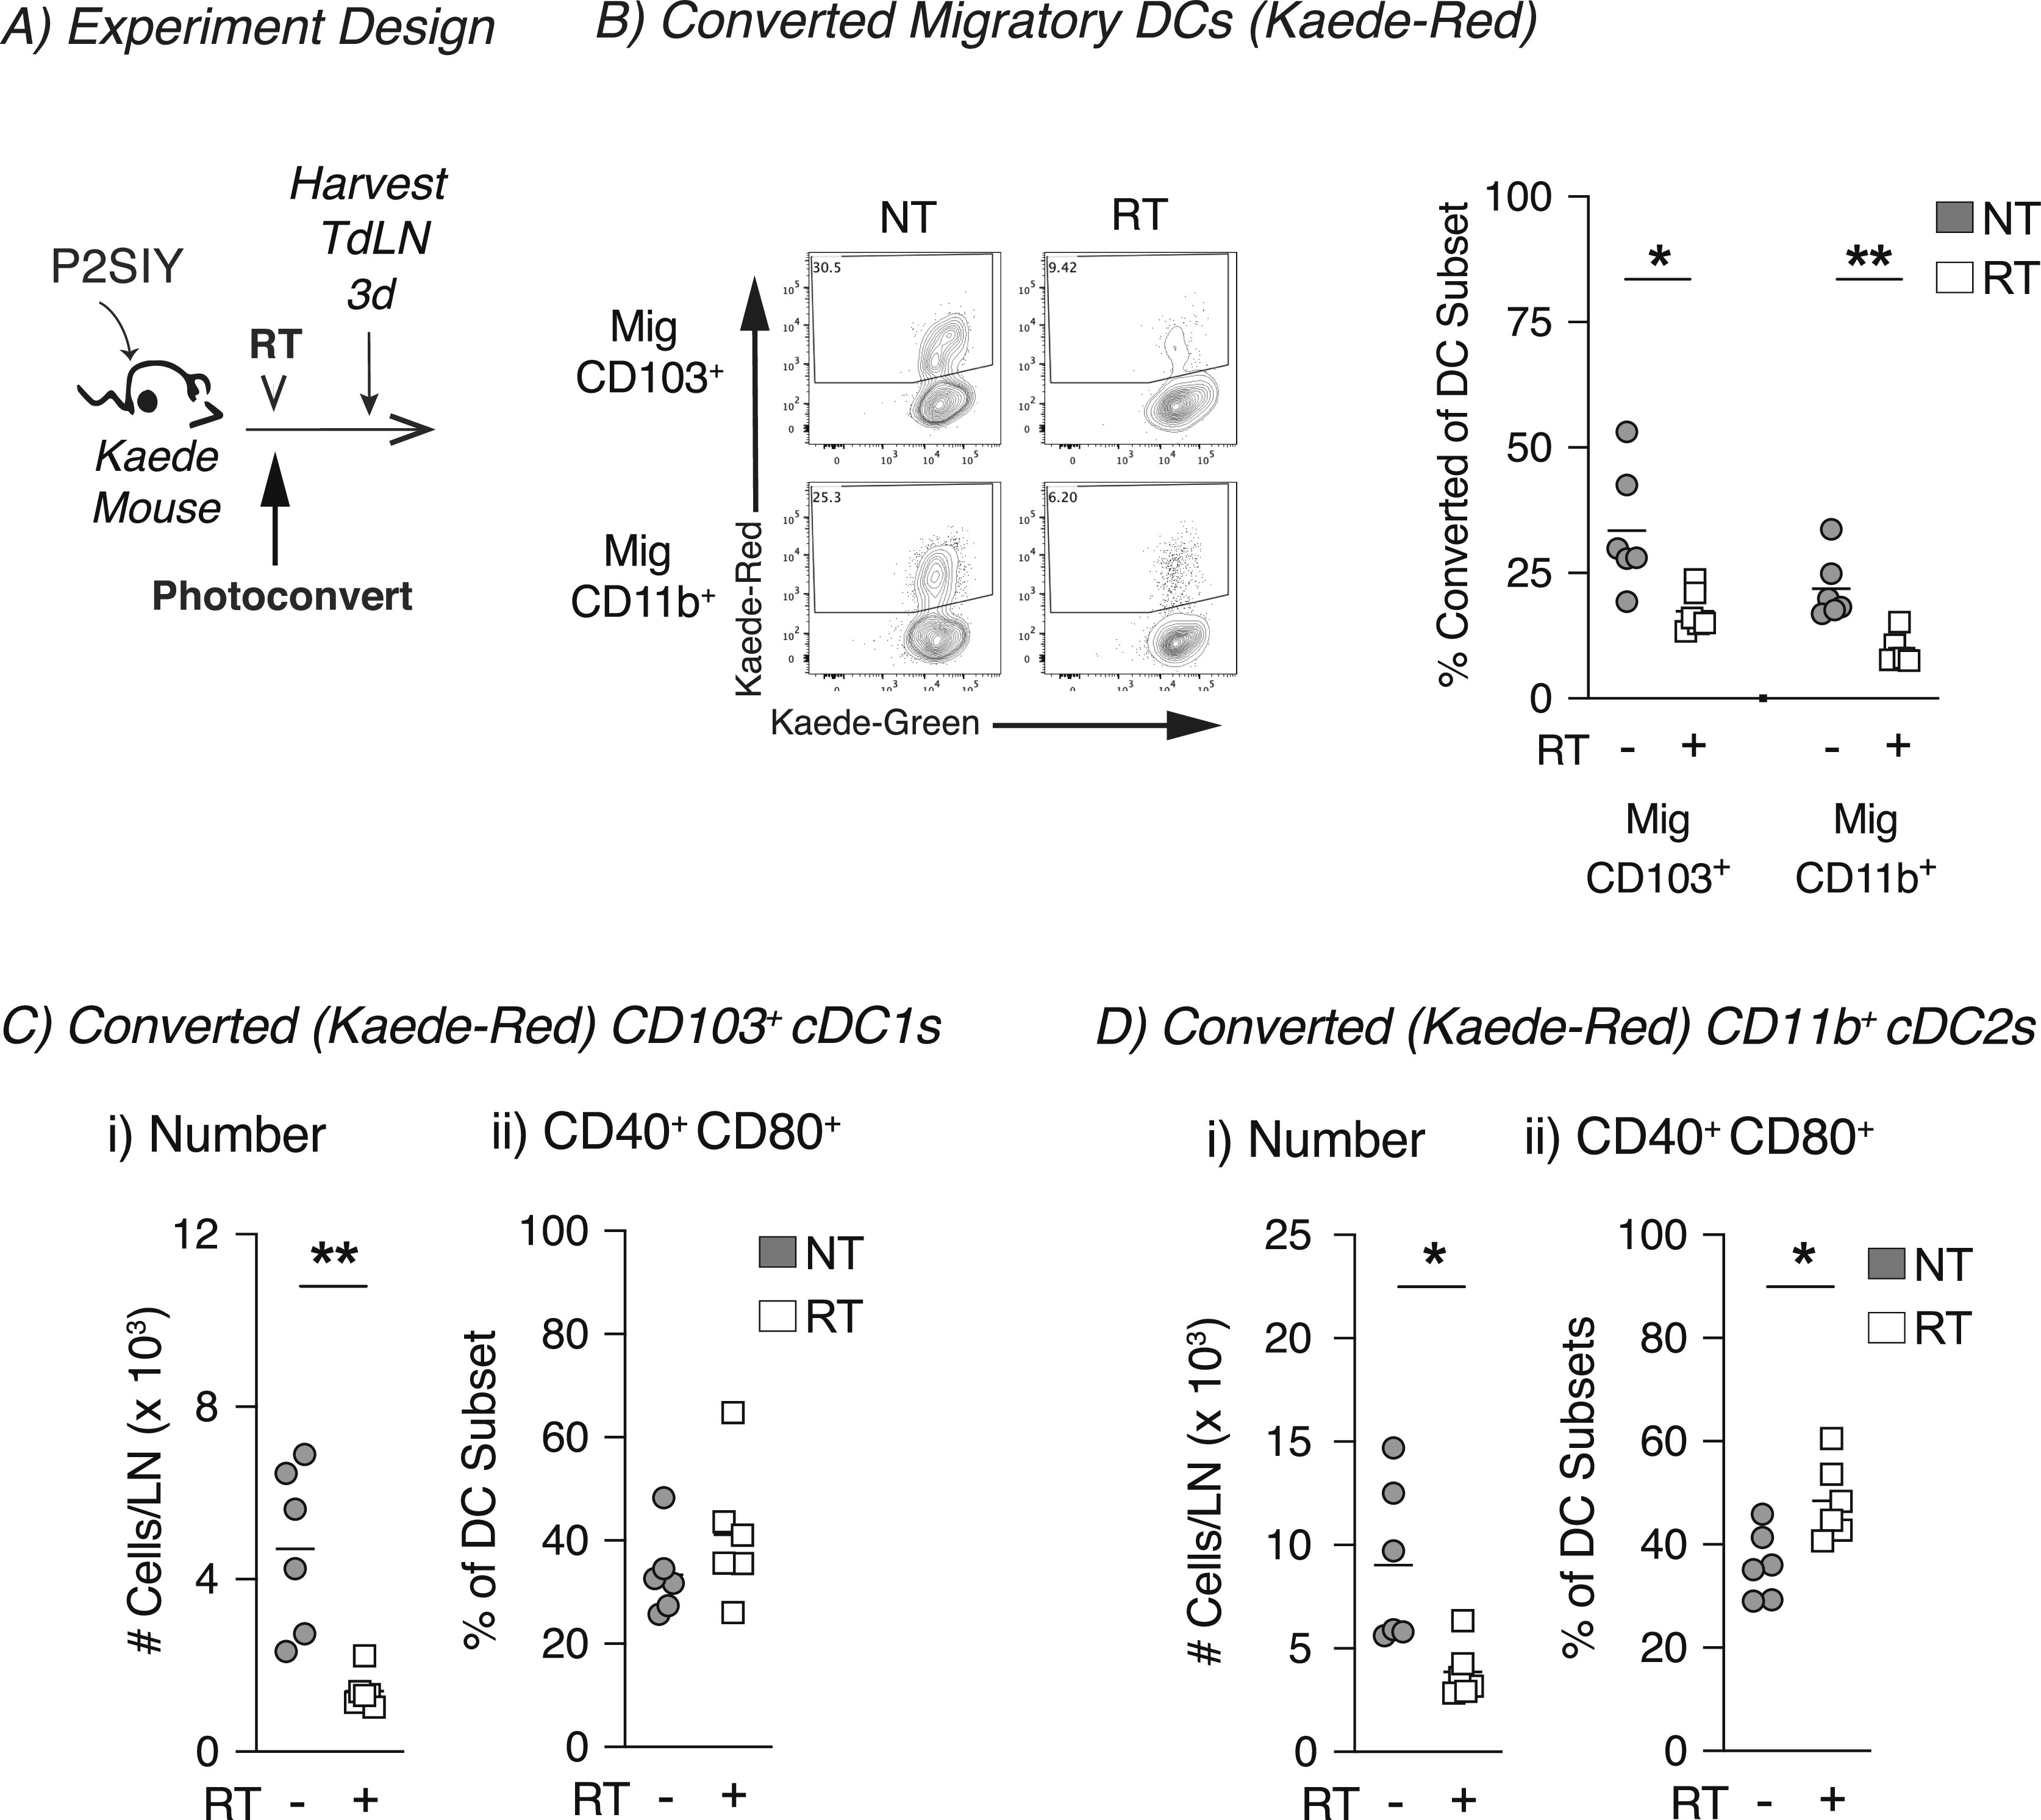
In poorly radioimmunogenic tumors, radiation therapy impairs conventional dendritic cell migration from the tumor to the TdLN. **(A)** Experiment design: Panc02-SIY (P2SIY) tumors were established in Kaede mice. When tumors reached an average of 5–6 mm average diameter, they were photoconverted and then treated ±12-Gy CT-guided radiation therapy, and the TdLN was harvested for analysis by flow cytometry at indicated timepoints. **(B)** Representative flow plot from 3 d post-photoconversion for migratory (mig) CD103^+^ and CD11b^+^ DC populations in the TdLN showing converted (Kaede-red^+^) DCs. For untreated (NT, gray) or radiation (RT, white) treatment, the proportion converted Kaede-red^+^ DCs within each DC subset in the TdLN: (i) Mig CD103^+^ and (ii) Mig CD11b^+^. **(C)** (i) The absolute number of Kaede-red^+^ CD103^+^ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103^+^ DCs for NT (gray) or RT (white) groups. **(D)** (i) The absolute number of Kaede-red^+^ CD11b^+^ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103^+^ DCs for NT (gray) or RT (white) groups. Data represent the mean ± SEM of each group. Results shown are representative of two independent experiments with n = 4–6 animals/group. *P < 0.05 and **P < 0.01.

**Figure S5.**
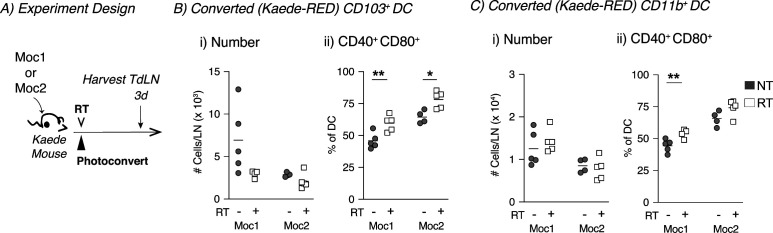
Increased activation of conventional dendritic cells in the TdLN of radioimmunogenic Moc1 tumors after radiation therapy. **(A)** Experiment design: Moc1 or Moc2 tumors were established in Kaede mice. When tumors reached an average of 5–6 mm average diameter, they were photoconverted and then treated with ±12-Gy CT-guided radiation therapy, and the TdLN was harvested for analysis by flow cytometry at indicated timepoints. **(B)** (i) The absolute number of Kaede-red^+^ CD103^+^ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103^+^ DCs for NT (gray) or RT (white) groups. **(C)** (i) The absolute number of Kaede-red^+^ CD11b^+^ DC/dLN and (ii) frequency of CD40^+^ CD80^+^ within converted CD103^+^ DCs for NT (gray) or RT (white) groups. Data represent the mean ± SEM of each group. Results shown are representative of two independent experiments with n = 4–5 animals/group. *P < 0.05 and **P < 0.01.

### Radiation increases the expression of genes associated with innate adjuvant signaling in cDCs from radioimmunogenic tumors

We have previously shown that radiation induced cDC maturation within the tumor in radioimmunogenic MC38 tumors, and this process failed to occur in poorly radioimmunogenic Panc02-SIY tumors (17). Moreover, data from the Kaede photoconvertible mice demonstrated that cDC migration is impaired in poorly radioimmunogenic tumors where cDCs failed to mature. Thus, we set out to identify which pathways might be differentially regulated between cDCs from radioimmunogenic MC38 tumors and poorly radioimmunogenic Panc02-SIY tumors after radiation therapy using a transcriptional-based approach. 

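The single-cell experiment has 4 groups: untreated MC38 tumors, MC38 tumors 24 h after 12 Gy, untreated Panc02-SIY tumors, and Panc02-SIY tumors 24 h after 12 Gy. MC38 is a colorectal carcinoma line, and Panc02-SIY is a pancreatic adenocarcinoma line that expresses the model antigen SIY. The sample labels give 4 replicates per group and 16 libraries of CD45+ tumor cells in all, while the methods give 3 animals per group, and neither says which animal each library comes from. All 16 libraries were used, each taken as 1 mouse. If 2 libraries of a group come from 1 animal, tests with 4 mice per group overstate the number of replicates. The deposited values are raw counts of unique molecular identifiers (UMIs) per cell barcode for 31053 features, made by the authors with Cell Ranger. The genome build and annotation are not stated in the paper, so genes are named by the symbol and Ensembl identifier in the files and no coordinates are used.

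The libraries held 28678 barcodes. Untreated MC38 libraries had between 4829078 and 9833668 UMIs (median 6679531), and irradiated MC38 libraries had between 3240877 and 10121198 (median 5385614.5). Untreated Panc02-SIY libraries had between 6561383 and 43776342 UMIs (median 14001457), and irradiated Panc02-SIY libraries had between 5327146 and 26824513 (median 12543853.5). Median UMIs per barcode ranged from 1453 to 1861 in untreated MC38 and from 1419 to 2070.5 in irradiated MC38 libraries. In Panc02-SIY they ranged from 4375 to 6412 in untreated and from 3175 to 5854.5 in irradiated libraries.

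Many barcodes occurred in several MC38 libraries. The 9843 MC38 barcodes comprised 2632 distinct sequences, 769 of them present in all 8 MC38 libraries. A pair of MC38 libraries shared a median of 964.5 barcodes, or 83.3% of the smaller library. Pairs of Panc02-SIY libraries shared a median of 82 (5.54%), and pairs of an MC38 and a Panc02-SIY library shared a median of 0. Barcodes with more UMIs in another library of their tumor held between 13.6% and 29.1% of the UMIs of untreated MC38 libraries and between 16.0% and 57.2% of irradiated MC38 libraries, against at most 0.975% in Panc02-SIY. Counts from the MC38 mice are therefore not fully independent. Barcodes were shared within tumors and hardly between them, and the paper does not state whether the tumors were processed in separate batches. Such a batch could not be told apart from the tumor in any comparison of MC38 with Panc02-SIY. Values are given with all barcodes, and values with each barcode kept only in its richest library, a choice made after this sharing was seen, are added where they change a result.

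Counts were summed per mouse over the cells of a population, and the sums were compared with edgeR quasi-likelihood tests over all 4 groups with TMM scaling. A gene was called at an adjusted p below 0.1 and a fold change above 1.3 in either direction, the limits given in the methods. Expression is given as CPM (the share of all counts of a mouse scaled by 1e6, after TMM), as mean and SD over 4 mice.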

MC38 or Panc02-SIY tumors were established in mice, treated with radiation, and CD45^+^ cells from the tumor were analyzed using the 3′ Gene Expression single-cell RNA sequencing platform from 10X Genomics (Fig 4A). To identify cDCs, we used an unsupervised clustering algorithm from the Loupe Cell Browser (10X Genomics). Using the graph-based cluster algorithm, 18 clusters were identified, with cluster 16 expressing many cDC-related genes such as Flt3, Itgae, Tlr3, and Zbtb46 (Fig 4B and C). These cDC populations were distinct from markers denoting other key immune populations across the tumor-infiltrating cells (Fig S6). 

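Graph-based clustering of all 28678 barcodes with 30 principal components, 20 neighbors and Leiden resolution 1 gave 33 clusters. Clusters 16, 25 and 29 raised cDC markers and together held 1097 barcodes. With 10 principal components there were 29 clusters and 1104 barcodes in cDC-like clusters, and at resolution 2 there were 47 clusters and 1102 barcodes. The tumors were unevenly spread over the cDC-like clusters. Cluster 16 held 218 barcodes from untreated and 235 from irradiated MC38 tumors, and 102 and 84 from untreated and irradiated Panc02-SIY tumors. Cluster 25 held 8 and 5 against 97 and 154, and cluster 29 held 49 and 44 against 42 and 59, in the same order.

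Cluster expression was taken as CPM over all cells of a cluster, which pools the mice and so carries no error between them. Flt3 (ENSMUSG00000042817), a cytokine receptor gene of the DC lineage, reached 232 CPM in cluster 29, against at most 74.9 CPM outside the cDC-like clusters. Tlr3 (ENSMUSG00000031639), a double-stranded RNA receptor gene, reached 159 CPM in cluster 25 against at most 30.5 CPM outside. Zbtb46 (ENSMUSG00000027583), a transcription factor gene of cDCs, reached 94.0 CPM in cluster 29 against at most 12.7 CPM outside. Itgae (ENSMUSG00000005947), the integrin gene for CD103, was highest in the regulatory T cell-like cluster 19 (501 CPM), and cluster 25 was the third at 159 CPM. Of the 23 genes of Fig 4C, 21 were highest in a cDC-like cluster. The exceptions were Itgae and Cd24a (ENSMUSG00000047139), which was highest in the unnamed cluster 30 (1471 CPM). Some of these genes were also markers used to name clusters, so their rank follows in part from the naming.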

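Of the 12 genes of Fig S6, Zbtb46 was highest in a cDC-like cluster, and the other 11 were highest elsewhere. Lyz2 (ENSMUSG00000069516) reached 10206.5 CPM in the macrophage-like cluster 4 against at most 330.4 CPM in a cDC-like cluster, and Csf1r (ENSMUSG00000024621) reached 651 CPM in the macrophage-like cluster 20 against 120.5 CPM. Cxcr2 (ENSMUSG00000026180) reached 1139 CPM in the neutrophil-like cluster 6 against 6.55 CPM, and Cd3e (ENSMUSG00000032093) reached 1080.2 CPM in the T cell-like cluster 1 against 24.2 CPM. Foxp3 (ENSMUSG00000039521) reached 434 CPM in cluster 19 against 2.44 CPM, and Ncr1 (ENSMUSG00000062524) reached 472 CPM in the NK cell-like cluster 26 against 1.83 CPM. Itgam (ENSMUSG00000030786) and Adgre1 (ENSMUSG00000004730) were highest in the unnamed cluster 30, at 1068 and 384 CPM. The classes were not always found in the same clusters in both tumors. Macrophage-like cells of MC38 lay in clusters 2, 4, 9, 20 and 23, of which cluster 2 held 1445 barcodes of irradiated MC38 and 11 of irradiated Panc02-SIY tumors, while cluster 10 held 0 and 463. Unnamed clusters held 4.32% of untreated MC38, 5.15% of irradiated MC38, 34.3% of untreated Panc02-SIY and 23.3% of irradiated Panc02-SIY barcodes.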

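Among the 1097 barcodes of the cDC-like clusters, 285 (26.0%) had at least 1 UMI of Zbtb46 (ENSMUSG00000027583). The share was 42 of 275 (15.3%, 95% binomial interval 11.2% to 20.1%) in untreated MC38 and 34 of 284 (12.0%, 8.44% to 16.3%) in irradiated MC38 tumors. It was 83 of 241 (34.4%, 28.5% to 40.8%) in untreated and 126 of 297 (42.4%, 36.7% to 48.3%) in irradiated Panc02-SIY tumors. Such intervals cover counting error only. Detection depends on depth, and the median UMIs per barcode of these cells were 1474, 1555.5, 7826 and 9794 in the same order. With each barcode thinned to 1000 UMIs, the shares were 3.41%, 2.36%, 5.71% and 6.99%, with 70, 72, 66 and 68 shallower barcodes left out. They were 62.3%, 43.1%, 43.0% and 50.8% with each barcode kept only in its richest library. In the T cell-like cluster 1, where the gene should be absent, 33 of 3782 barcodes (0.873%) had a UMI at a median of 7331.5 UMIs, against a median of 1848 UMIs over all cDC-like barcodes.

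The 285 Zbtb46-positive barcodes were taken as cDCs. Each mouse contributed between 8 and 14 cDCs in untreated MC38, 5 and 14 in irradiated MC38, 13 and 40 in untreated Panc02-SIY, and 11 and 52 in irradiated Panc02-SIY. Summed cDC counts per mouse ranged from 57561 UMIs in an irradiated MC38 mouse to 1029205 in an untreated Panc02-SIY mouse. The cDC share of CD45+ barcodes was 0.895% (SD 0.190, n = 4) in untreated and 0.642% (SD 0.226) in irradiated MC38 mice, with an exact two-sided permutation p of 0.143 and an adjusted p of 0.190 (the smallest p that 4 against 4 mice can give is 0.0286). It was 0.878% (SD 0.198) in untreated and 1.30% (SD 0.323) in irradiated Panc02-SIY mice, with an exact p of 0.0571 and an adjusted p of 0.114. Irradiated MC38 and Panc02-SIY mice differed by -0.662 percentage points (adjusted p 0.114). Without irradiated MC38 replicate 4 or irradiated Panc02-SIY replicate 1, the last difference was -0.768 or -0.79 points and passed an adjusted p of 0.1, and the rise in Panc02-SIY passed as well (0.426 and 0.554 points). Without irradiated MC38 replicate 4 the fall in MC38 also passed (-0.358 points). With all barcodes of the cDC-like clusters counted, the MC38 share in irradiated mice was 2.25 points higher than that in Panc02-SIY. With each barcode kept only in its richest library, the cDC share was 2.56% in untreated and 1.51% in irradiated MC38 mice, and the latter was 0.195 points higher than in irradiated Panc02-SIY mice (exact p 0.457).

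**Figure D1:**
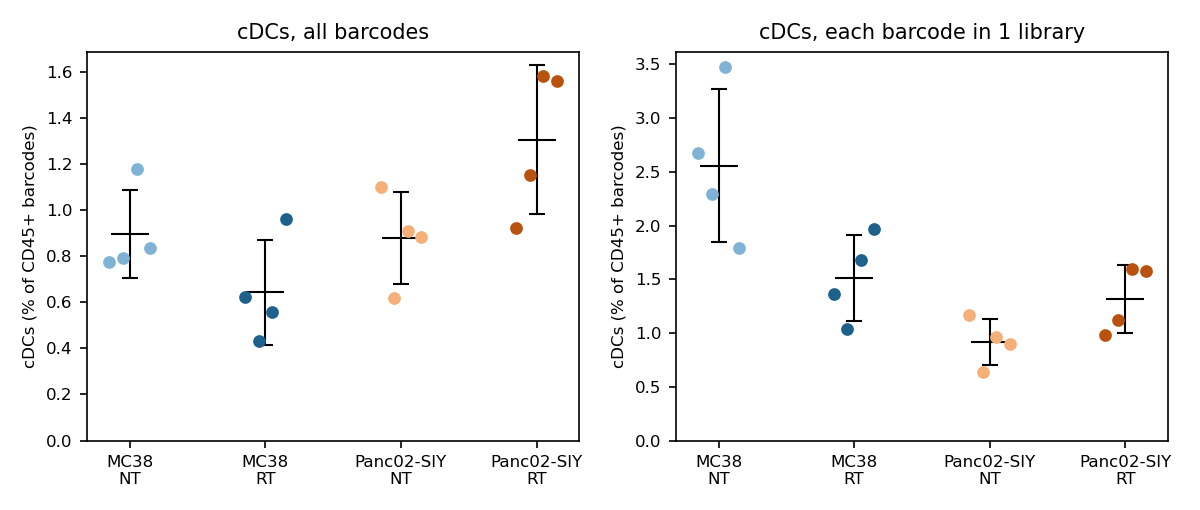
Zbtb46-positive cDCs as a share of CD45+ barcodes. Points are mice (n = 4 per group), bars give mean and SD. Left, all barcodes; right, each barcode kept only in the library of its tumor with the most UMIs.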

To define cDCs for our analysis, we used cells that were in cluster 16 and expressed one or more Zbtb46 transcripts (Figs 4D and S7A). Recent studies have identified multiple DC populations in human and murine tumors with distinct transcriptional profiles (32, 37). To identify these profiles in our tumors, we again used the clustering algorithm from the Loupe Cell Browser to separate the DC into distinct populations (Fig S8). We then analyzed the expression of the distinctive genes that separate DC subpopulations in these studies. Using this approach, we can identify that cluster 3 has more features of mregDC, with expression of the activation markers Ccr7, Fscn1, and Relb, whereas cluster 2 has more features of DC1, with expression of Naaa, Cadm1, and Xcr1 (Fig S8) (32). By contrast, cluster 1 has features of DC2, with higher expression of Sirpa, H2-DMb2, and Itgam. These data indicate that our cDC population is consistent with other defined DC populations by single-cell RNASeq. 

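Clustering of the cDC-like barcodes alone separated an mregDC-like subset of 213 barcodes, a DC1-like subset of 293, a DC2-like subset of 277, and left 314 barcodes unnamed. Of these, 160 lay in a cluster with 4 DC2 markers, 5 macrophage markers and 4 monocyte markers raised, where the shares of raised DC2 and monocyte markers tied. Another 103 (99.0% from MC38) lay in a cluster with 4 monocyte and 3 DC2 markers raised, and 51 in a cluster with 12 macrophage markers and 1 DC2 marker raised. The subsets were named from markers that include genes given here, so a high mean in the named subset follows in part from the naming. Values are CPM as mean and SD over the 16 mice. In mregDC-like cells, Ccr7 (ENSMUSG00000037944) was 2619 (SD 941), Fscn1 (ENSMUSG00000029581) 1897 (SD 1282) and Relb (ENSMUSG00000002983) 404 (SD 155). In DC1-like cells these genes were 13.8 (SD 44.7), 6.10 (SD 16.3) and 31.9 (SD 29.2), and in DC2-like cells 18.5 (SD 34.2), 0.712 (SD 2.85) and 52.5 (SD 25.8). In DC1-like cells, Naaa (ENSMUSG00000029413) was 1383 (SD 403), Cadm1 (ENSMUSG00000032076) 206 (SD 151) and Xcr1 (ENSMUSG00000060509) 542 (SD 229). In mregDC-like cells they were 8.71 (SD 11.8), 10.9 (SD 19.1) and 37.2 (SD 51.1).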

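In DC2-like cells, mean CPM over the 16 mice was 164 (SD 34.5) for Sirpa (ENSMUSG00000037902), 339 (SD 253) for H2-DMb2 (ENSMUSG00000037548) and 111 (SD 59.4) for Itgam (ENSMUSG00000030786). The same genes were 7.58 (SD 11.9), 146 (SD 127) and 12.0 (SD 20.2) in DC1-like cells. They were 28.7 (SD 30.5), 171 (SD 158) and 1.11 (SD 2.44) in mregDC-like cells. H2-DMb2 thus separated the subsets less than the other two.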

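Subset shares of the cDC-like barcodes were computed per mouse and compared by exact two-sided permutation, where 4 against 4 mice can give no p below 0.0286. In Panc02-SIY the DC1-like share was 57.5% (SD 14.1) in untreated and 33.0% (SD 5.07) in irradiated mice (exact p 0.0286, adjusted p 0.0653), and the DC2-like share was 15.1% (SD 6.28) and 35.8% (SD 6.94) (exact p 0.0286, adjusted p 0.0653). With any 1 of the 4 irradiated Panc02-SIY mice left out, the DC1-like difference lay between -26.8 and -23.0 points and did not pass (exact p 0.0857, adjusted p 0.171 for each). The DC2-like difference did not pass without irradiated Panc02-SIY replicate 3 (17.3 points) or replicate 4 (20.9 points). In MC38 the DC1-like share was 8.70% and 9.48%, and the DC2-like share 24.4% and 22.5%, in untreated and irradiated mice. Without irradiated MC38 replicate 4 the small DC1-like rise became -0.233 points. The mregDC-like share was 20.4% and 18.6% in MC38 and 18.3% and 20.8% in Panc02-SIY. That difference in Panc02-SIY was -1.62 points without untreated replicate 2 and passed the threshold at 8.63 points without untreated replicate 1. Barcodes in no named subset were 46.5% and 49.3% of the cDC-like barcodes in MC38 and 9.07% and 10.4% in Panc02-SIY, with the last difference at -1.19 points without irradiated Panc02-SIY replicate 1. Among barcodes with a Zbtb46 transcript, no subset share passed the threshold in any of these comparisons.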

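Between untreated tumors, 354 genes were higher and 329 lower in MC38 than in Panc02-SIY cDCs, of 8305 tested with 4 mice per group. An unadjusted p below 0.05 was reached by 1537 genes. Counting all barcodes of the cDC-like clusters gave 859 and 915 genes, while thinning every library to the same mean depth gave 89 and 59. Totals changed most with 1 mouse left out for untreated MC38 replicates 1 and 3 and untreated Panc02-SIY replicates 2 and 4 (422 without untreated MC38 replicate 1, 421 without untreated MC38 replicate 3, 414 without untreated Panc02-SIY replicate 2 and 449 without untreated Panc02-SIY replicate 4). Ccl17 (ENSMUSG00000031780), a chemokine gene, had the largest rise among genes with no overlap between the groups, 515 CPM (SD 416) against 6.33 CPM (SD 3.89), with a log2 fold change of 6.50 (SE 1.06, edgeR adjusted p 0.0039). It was higher in each of the 4 untreated MC38 mice than in any untreated Panc02-SIY mouse, and it was called with each mouse left out. Fndc5 (ENSMUSG00000001334) had 0 UMIs in the cDCs of untreated MC38 and 107 in untreated Panc02-SIY tumors, and it was not called without untreated MC38 replicate 3. By chance, 1 of the 35 ways to divide 8 mice into 4 and 4 leaves no overlap.

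The list of macrophage and monocyte genes was higher in untreated MC38 cDCs (27 genes tested, median log2 fold change 1.22, camera adjusted p 6.3e-13). The interferon-stimulated list was higher too (49 genes, median 1.06, camera adjusted p 1.2e-16, 41 genes higher), while the p53 target list (28 genes, camera adjusted p 0.462) and the DC maturation list (35 genes, camera adjusted p 0.775) did not pass. The p53 list had a median of -0.04 and a mean of 0.03. The DC maturation list passed as lower without untreated Panc02-SIY replicate 2 (0.0978), and its direction changed without untreated MC38 replicate 4 (0.806) or untreated Panc02-SIY replicate 1 (0.214). With fry, the macrophage and interferon lists passed (adjusted p 5.6e-05 and 0.0189), and with the correlation between genes estimated the macrophage list passed (0.00201) and the interferon list did not (0.113).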

As an initial analysis of the DC in our tumors, we compared differences in gene expression that occur between the DC-infiltrating different tumors at baseline and after radiation therapy (Fig S7A). 

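Genes called as raised by radiation in both tumors numbered 4, where 0.0295 would be shared by chance (Fisher p 9.2e-09). They were Phlda3 (ENSMUSG00000041801), Ccng1 (ENSMUSG00000020326), Cox6b2 (ENSMUSG00000051811) and Dcxr (ENSMUSG00000039450). Phlda3 rose from 1.65 (SD 3.31) to 93.8 (SD 20.9) CPM in MC38 cDCs, a log2 fold change of 5.82 (SE 0.77, edgeR adjusted p 1.6e-04), and from 1.63 (SD 2.62) to 29.5 (SD 11.3) CPM in Panc02-SIY cDCs, a log2 fold change of 4.01 (SE 0.63, edgeR adjusted p 0.0019). Ccng1 rose from 29.7 (SD 12.2) to 147 (SD 34.9) CPM in MC38 (2.42, SE 0.39, edgeR adjusted p 0.0037) and from 47.6 (SD 10.4) to 129 (SD 45.8) CPM in Panc02-SIY (1.40, SE 0.30, edgeR adjusted p 0.036). All 4 genes were higher in each of 4 irradiated mice than in any untreated mouse of the same tumor. The number shared was 2 without untreated MC38 replicate 1, untreated MC38 replicate 3, irradiated MC38 replicate 4, untreated Panc02-SIY replicate 4 or irradiated Panc02-SIY replicate 3, and Phlda3 was in every such pair. It was 2 (Ccng1 and Phlda3) with each barcode kept only in its richest library, and 0 with thinned libraries. DESeq2 gave 3 shared genes: Cdkn1a (ENSMUSG00000023067), Isg15 (ENSMUSG00000035692) and Bst2 (ENSMUSG00000046718), the last chosen after its values were seen.

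Cd274 (ENSMUSG00000016496) was 79.3 (SD 33.9) CPM in untreated and 94.7 (SD 60.9) in irradiated MC38 cDCs, a log2 fold change of 0.33 (SE 0.45, edgeR adjusted p 0.963), which became -0.28 without irradiated replicate 4. Its values in Panc02-SIY were 198 (SD 85.7) and 357 (SD 59.9) CPM (0.83, SE 0.35, edgeR adjusted p 0.519), and it was called when untreated replicate 1 was left out. S100a4 (ENSMUSG00000001020) had log2 fold changes of 0.31 (SE 0.63, edgeR adjusted p 0.973) in MC38 and 1.21 (SE 0.64, edgeR adjusted p 0.711) in Panc02-SIY. S100a6 (ENSMUSG00000001025) had 0.60 (SE 0.48, edgeR adjusted p 0.924) and 1.55 (SE 0.49, edgeR adjusted p 0.346), and in Panc02-SIY it was called when untreated replicate 1 was left out.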

Of the 15 genes that were up-regulated after radiation therapy in both tumors, these were mapped to the cellular response to radiation (Cdkn1a), interferon γ (Cd274), and components of the S100 family (Fig S7C). To focus on the differences in gene expression that occur after radiation in cDCs for each tumor type (Fig S7B) using differential gene expression analysis, we identified that in MC38 cDCs, there were 93 genes that were up-regulated with radiation and 116 genes in Panc02-SIY cDCs (Fig S7B). This analysis revealed that the cyclin-dependent kinase inhibitor gene Cdkn1a was significantly increased in both MC38 and Panc02-SIY cDCs after radiation therapy (Fig S7C). 

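In MC38 cDCs, edgeR called 7 genes as raised and 0 as lowered by radiation, of 8305 tested (4 against 4 mice), with 508 genes at an unadjusted p below 0.05. DESeq2 called 29 and 4. The total was 2 without untreated MC38 replicate 1, 4 without untreated MC38 replicate 2, 4 without untreated MC38 replicate 3 and 2 without irradiated MC38 replicate 4, and with each barcode kept only in its richest library it was 2. In Panc02-SIY cDCs, 35 genes were called as raised and 5 as lowered, with 650 at an unadjusted p below 0.05. DESeq2 called 55 and 5, and without the filter on low counts edgeR called 146 and 63. The Panc02-SIY total was 70 without irradiated MC38 replicate 1, 223 without untreated Panc02-SIY replicate 1, 9 without untreated Panc02-SIY replicate 2, 8 without untreated Panc02-SIY replicate 4, 23 without irradiated Panc02-SIY replicate 1, 12 without irradiated Panc02-SIY replicate 3 and 62 without irradiated Panc02-SIY replicate 4. Rises and falls were ranked among called genes with no overlap between the groups. The largest such rise in Panc02-SIY outside the shared genes was Ngfr (ENSMUSG00000000120) (0.260 to 16.8 CPM, log2 fold change 4.27, SE 0.84, edgeR adjusted p 0.0205), and the largest such fall was Myo6 (ENSMUSG00000033577) (37.4 to 2.92 CPM, -3.26, SE 0.67, edgeR adjusted p 0.032). Neither was called without untreated Panc02-SIY replicate 2 or 4. Within DC2-like, DC1-like and mregDC-like cells, radiation gave 9, 1 and 0 called genes in MC38 and 4, 9 and 7 in Panc02-SIY, with fewer genes tested. The DC1-like and DC2-like shares of all cDC-like barcodes also changed in Panc02-SIY. Changed subset shares therefore cannot be told apart from a change within cells there.

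The fold changes of the genes listed in the paper's supplement were compared with those computed here. For MC38, 170 of 178 tested genes changed in the listed direction (95.5%, 95% binomial interval 91.3% to 98.0%), with a Pearson correlation of 0.81, and 3 were called. Adjusted over the list alone, 36 passed, which is not independent evidence because the study chose the list on these samples. For Panc02-SIY, 177 of 178 changed in the listed direction (99.4%, 96.9% to 100%), with a correlation of 0.93, 15 were called, and 120 passed when adjusted over the list alone. With 1 mouse left out, the MC38 number adjusted over the list ranged from 8 to 46 (8 without irradiated replicate 4, 13 without untreated replicate 3, 14 without untreated replicate 2 and 22 without irradiated replicate 2), and the Panc02-SIY number from 59 to 163 (59 without untreated replicate 4 and 74 without untreated replicate 2). Without the filter, 12 and 58 were called. With 1 mouse left out, the MC38 number called ranged from 1 to 4 (1 without untreated MC38 replicate 1, 1 without irradiated MC38 replicate 3 and 1 without irradiated MC38 replicate 4) and the Panc02-SIY number from 5 to 80 (24 without irradiated MC38 replicate 1, 80 without untreated Panc02-SIY replicate 1, 7 without untreated Panc02-SIY replicate 2, 5 without untreated Panc02-SIY replicate 4, 9 without irradiated Panc02-SIY replicate 1 and 6 without irradiated Panc02-SIY replicate 3).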

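Cdkn1a (ENSMUSG00000023067), the gene for the cell cycle inhibitor p21, was 439 CPM (SD 174) in untreated and 1403 CPM (SD 616) in irradiated MC38 cDCs (n = 4 mice each). The log2 fold change was 1.68 (SE 0.50), with an unadjusted p of 0.0046 and an edgeR adjusted p of 0.624 over all tested genes. In Panc02-SIY cDCs it was 160 CPM (SD 104) and 845 CPM (SD 261), a log2 fold change of 2.40 (SE 0.51, edgeR adjusted p 0.0809). In both tumors each of 4 irradiated mice was above every untreated mouse. Over the alternatives the adjusted p ranged from 0.0169 to 0.953 in MC38 and from 3.1e-05 to 0.306 in Panc02-SIY. DESeq2, edgeR without the filter on low counts and edgeR with replicate numbers as a block called the gene in both tumors. In Panc02-SIY it was not called without untreated MC38 replicate 3 (which enters through the shared variance), untreated Panc02-SIY replicates 2 or 4, or irradiated Panc02-SIY replicates 1 or 3, with log2 fold changes between 2.08 and 2.74. Its edgeR adjusted p in Panc02-SIY was 0.164 with each barcode kept only in its richest library. Cdkn1a summed over all CD45+ cells rose from 545 CPM (SD 75.6) to 1305 CPM (SD 124) in MC38 (1.30, SE 0.16, edgeR adjusted p 4.2e-04) and from 55.5 CPM (SD 10.2) to 407 CPM (SD 85.1) in Panc02-SIY (2.86, SE 0.17, edgeR adjusted p 6.3e-08).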

Cdkn1a functions as part of the DNA damage response pathway and is known to be up-regulated after radiation (38, 39). Thus, these data indicate that the cDC included in our analysis were likely in the tumor at the time of treatment with radiation therapy.

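Targets of p53 are transcribed after DNA damage, and a list of 42 such genes was tested as a set. In MC38 cDCs 27 of 28 tested genes were higher after radiation (median log2 fold change 0.93, camera adjusted p 1.3e-20), and 4 were called. In Panc02-SIY cDCs 24 of 28 were higher (median 0.58, camera adjusted p 2.4e-13), and 5 were called. Both results also passed with fry (adjusted p 0.0036 and 0.0031) and with camera when the correlation between genes was estimated (0.00201 and 0.00635). Among all CD45+ cells, 34 of 39 genes were higher after radiation in MC38 (median 0.76, camera adjusted p 1.2e-46, 24 called) and 36 of 39 in Panc02-SIY (median 0.91, camera adjusted p 7.0e-34, 27 called), and both passed with fry (3.5e-07 and 1.1e-07) and with the estimated correlation (1.4e-04 and 2.6e-04). Within classes of cells, the list rose in macrophage-like cells of MC38 (camera adjusted p 8.7e-46) and Panc02-SIY (6.8e-29) and in T cell-like cells (5.6e-09 and 6.4e-62). Monocyte-like cells gave 0.0505 and 5.2e-06.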

**Figure 4.**
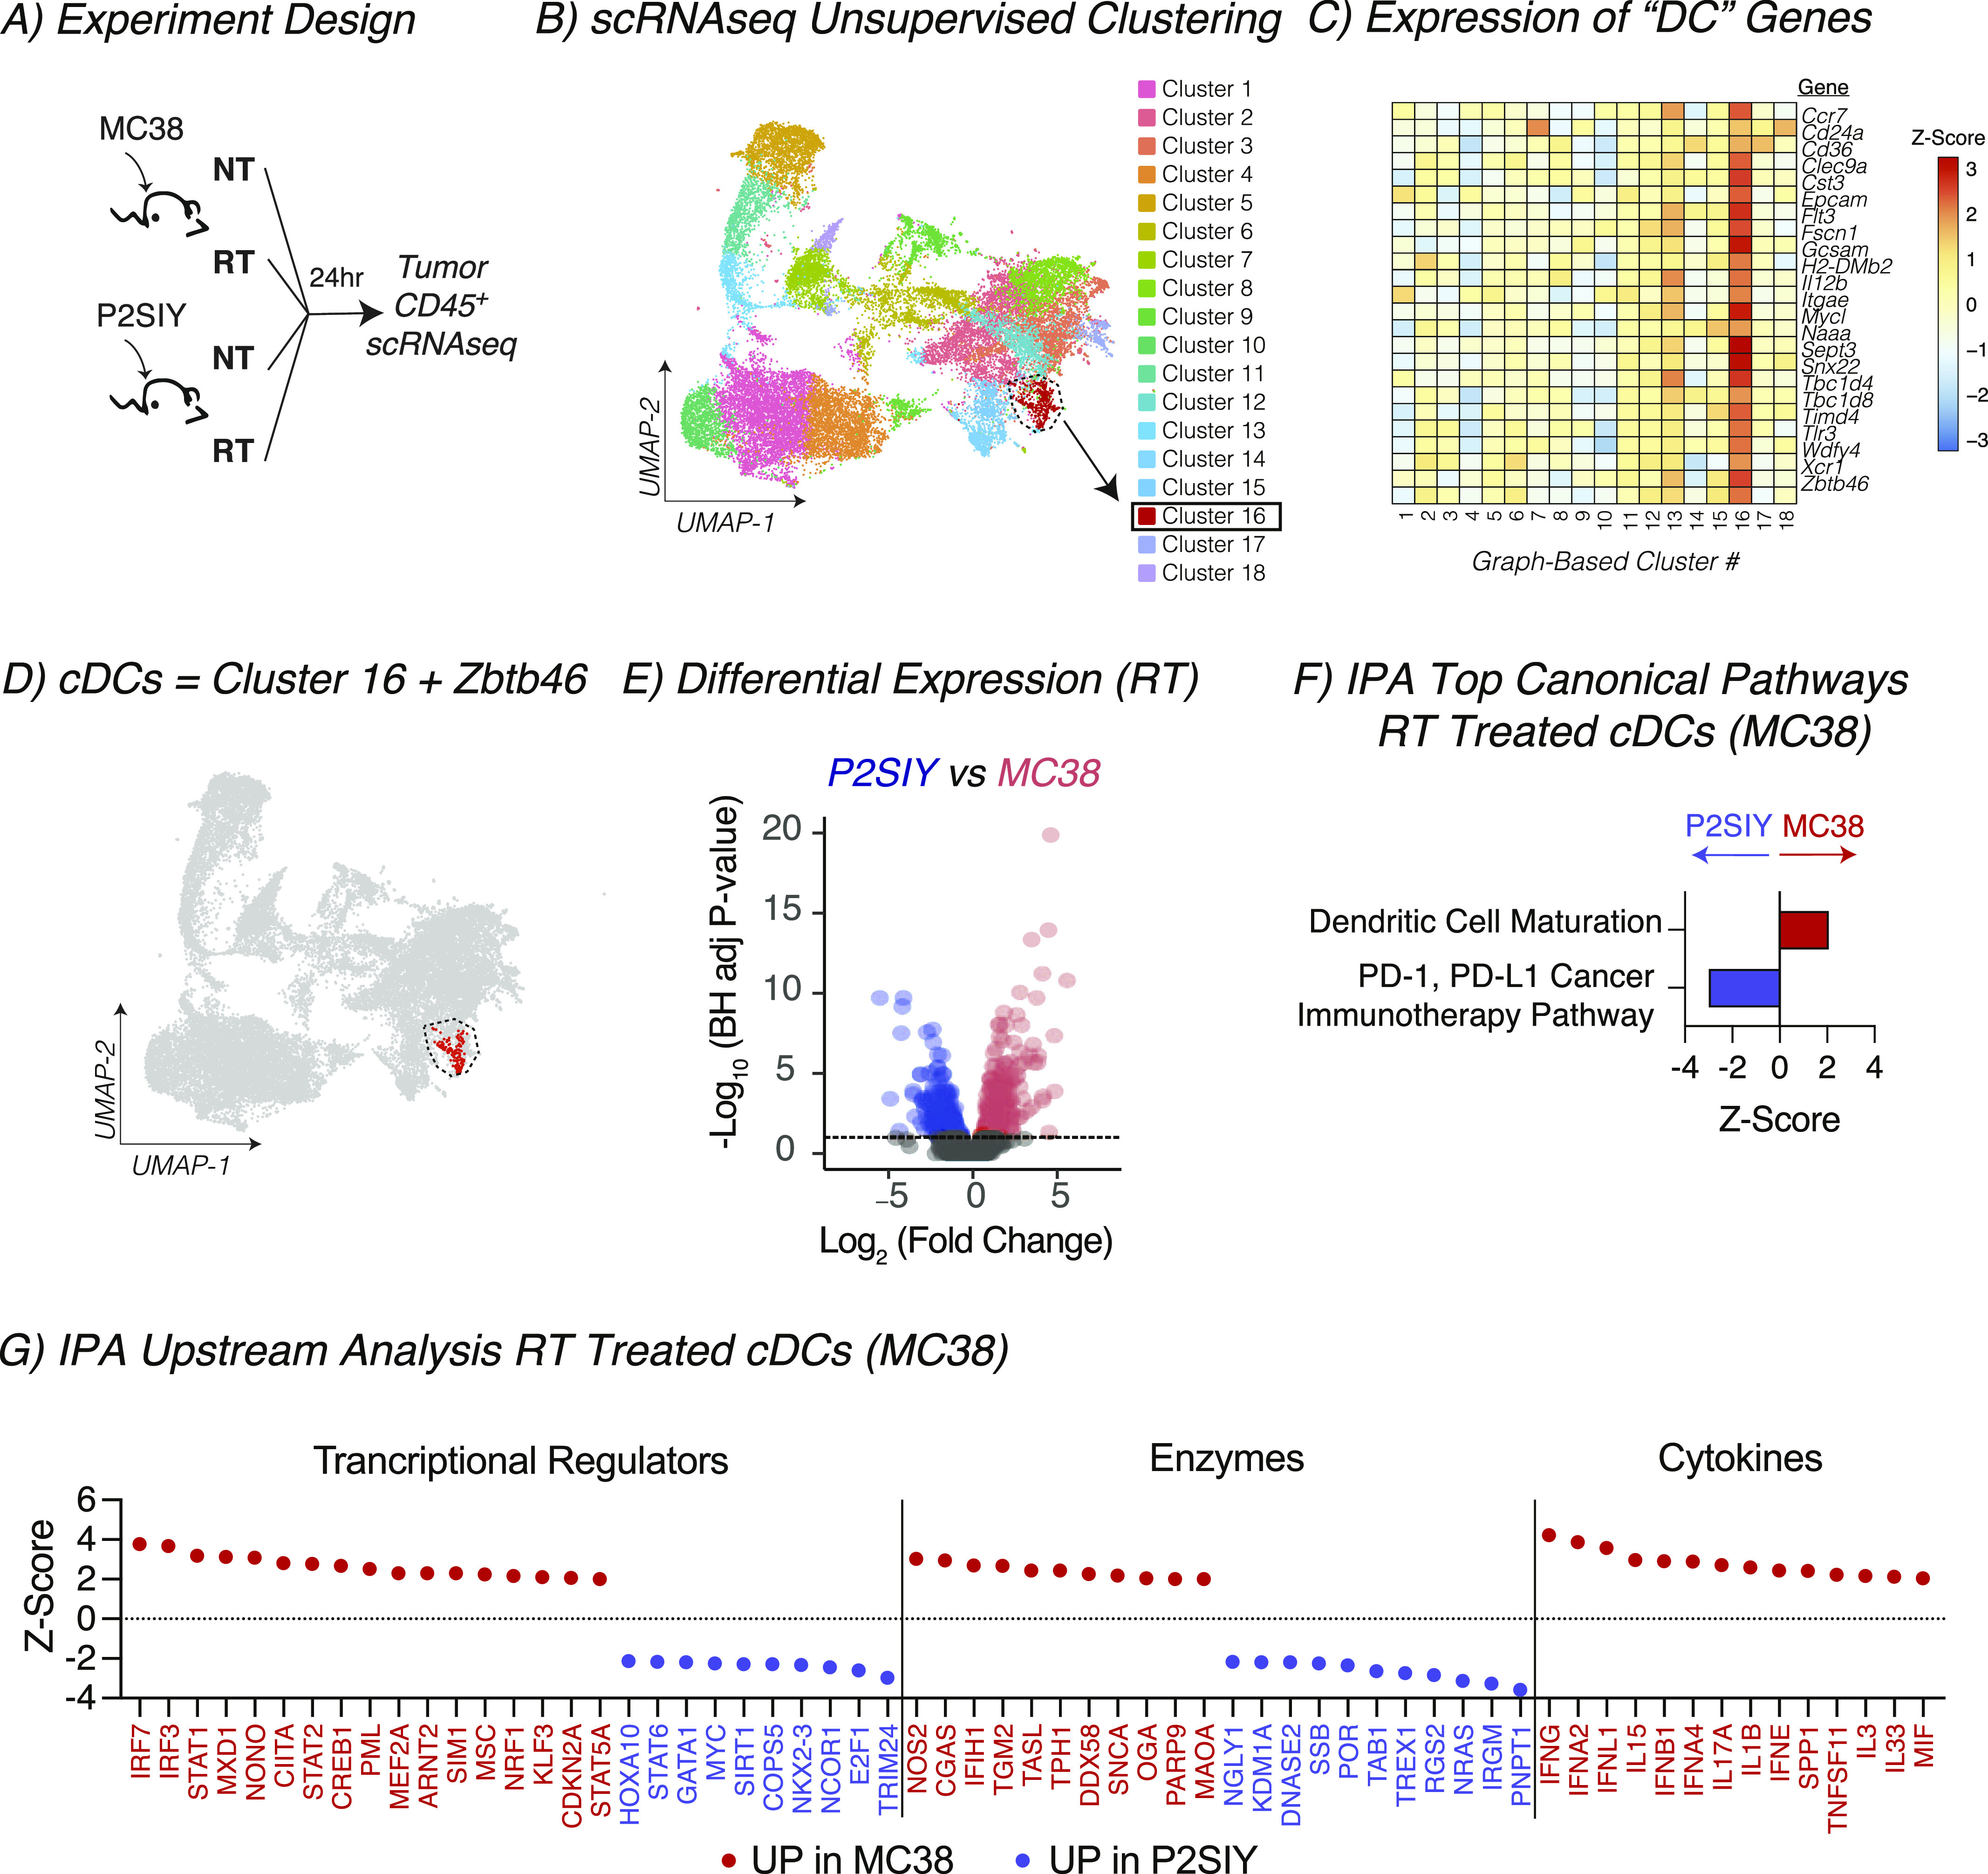
Increased expression of genes associated with innate adjuvant signaling in conventional dendritic cells (cDCs) after radiation in radioimmunogenic tumors. **(A)** Experiment design: MC38 or Panc02-SIY (P2SIY) tumors were implanted into WT mice and then treated with ±12 Gy of radiation therapy when they reached 5–6 mm average diameter. Twenty-four hours posttreatment, tumors were harvested, and CD45^+^ were processed for single RNA sequencing (scRNAseq). n = 3 animal/group. **(B)** Graph-based clustering in the Loupe Cell Browser from 10X Genomics (UMAP plot). Each dot represents an individual cell. **(C)** Heatmap showing the z-score of expression for cDC-specific genes across each cluster that was identified in (B). **(D)** Cells in cluster 16 that expressed one or more transcripts of Zbtb46 were labeled in red and used for downstream analysis and comparisons. Each dot represents an individual cell. **(E)** cDCs from radiation-treated MC38 tumors were compared with cDCs from P2SIY tumors using differential expression, and the data were plotted on using a volcano plot. Each dot represents an individual gene, with the color indicating genes that are significantly increased in MC38 cDCs (red), significantly increased in P2SIY cDCs (blue) and not significant (gray). Genes were considered significant with BH-adjusted *P*-value < 0.1 and fold change > 1.3. **(F)** The significant genes (red + blue dots) were input in the Ingenuity Pathway Analysis (IPA) program from QIAGEN to identify canonical pathways related to “cellular immune response.” **(G)** Within IPA, upstream analysis was performed to identify transcriptional regulator, enzymes, and cytokines that are predicted to be activated or inhibited in corresponding cDC populations. Dots represent significant upstream regulators and their corresponding Z-score. Red dots predict activation in radiation-treated MC38 cDCs, and blue dots predict activation in P2SIY tumors. Pathways and regulators were considered significant with *P*-value > 0.05 and absolute z-score > 2.0 in IPA.

**Figure S6.**
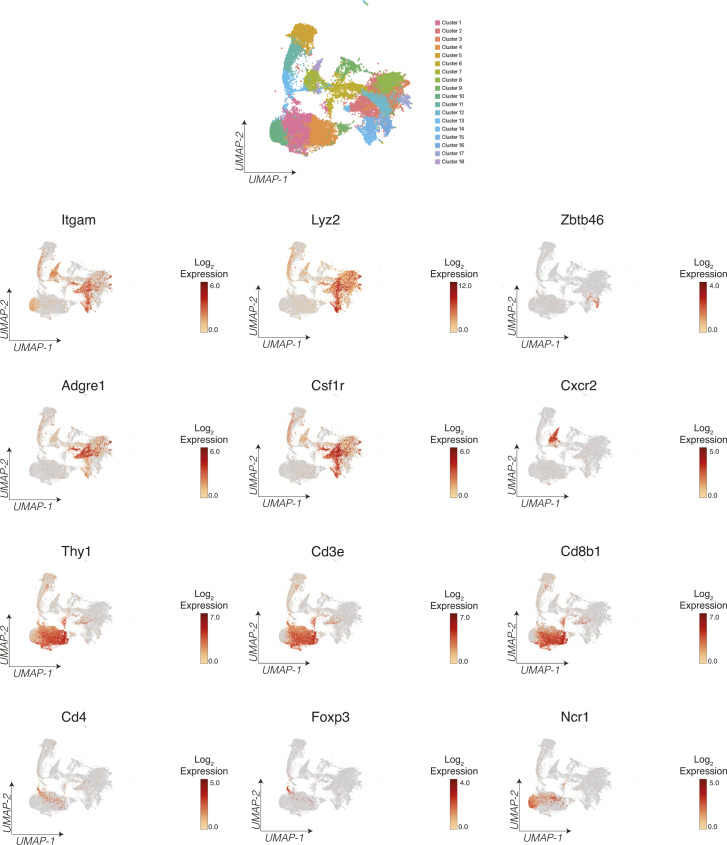
Identification of key immune subtypes in scRNASeq data. UMAP plot and expression of key immune marker genes across tumor infiltrating cells.

**Figure S7.**
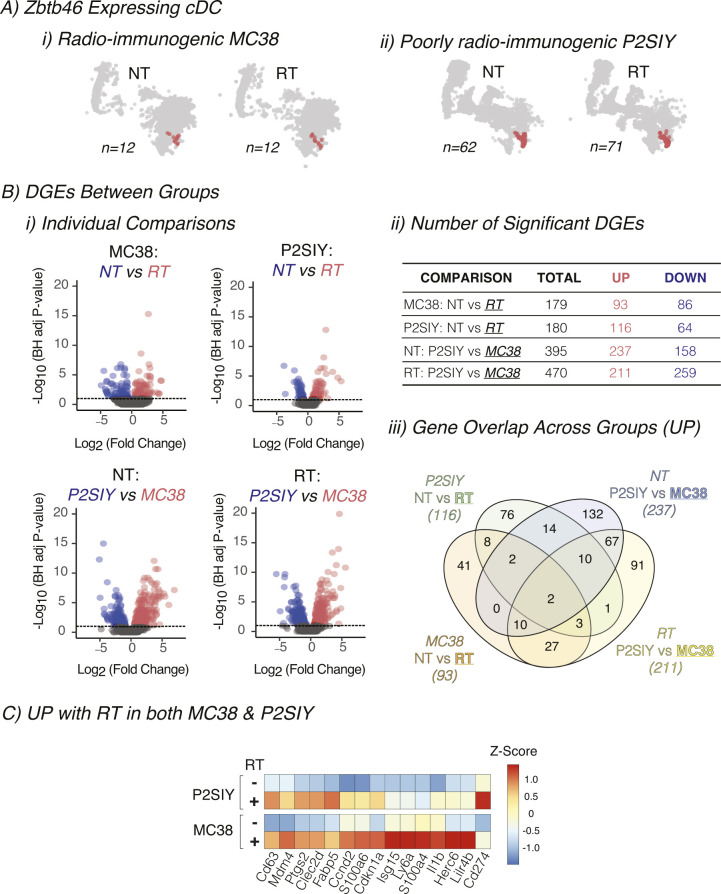
scRNAseq comparing untreated to radiation-treated conventional dendritic cells (cDCs) in both radioimmunogenic and poorly radioimmunogenic tumors. **(A)** The number of cDCs (identified in Fig 4D) in each tumor type and treatment group that were used for downstream comparisons. **(B)** cDCs from differently treated tumors or from different tumors were compared using differential expression. (i) The data were plotted using a volcano plot. Each dot represents an individual gene, with the color indicating genes that are significantly increased in cDCs (red), significantly decreased in cDCs (blue), and not significant (gray). Genes were considered significant with BH-adjusted *P*-value < 0.1 and log_2_ fold change > 0.58. (ii) Table with the number of significantly increased or decreased number of DGE for each listed comparison calculated in (Ai). (iii) Venn diagram illustrating the numbered of shared genes that were up-regulated for each DGE comparison listed in the table in (Aii). **(C)** The expression of 15 shared genes that were identified in Biii were represented on heatmap for each tumor type ±RT. Data represent the Z-score of the average expression for each gene scaled across each column.

**Figure S8.**
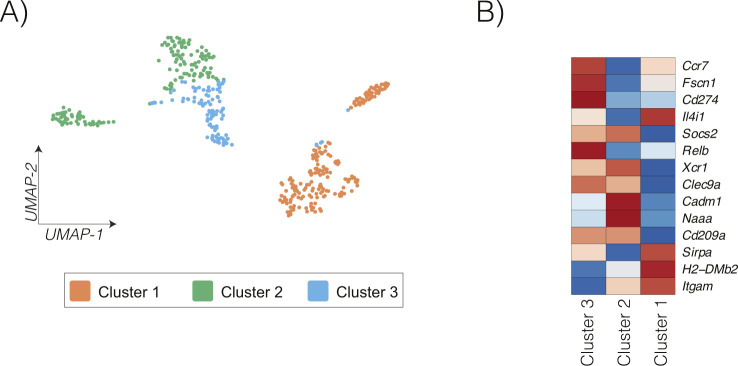
Subclustering DC in tumors. Graph-based clustering of conventional dendritic cell to identify DC subclusters. **(A, B)** UMAP plot and (B) expression of key markers of mregDC, DC1, and DC2 across clusters.

To understand the maturation differences after RT, we compared MC38 versus Panc02-SIY radiation-treated cDCs. We identified 370 differentially expressed genes (Figs 4E and S7). 

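Between irradiated tumors, 433 genes were higher and 534 lower in MC38 than in Panc02-SIY cDCs, of 8305 tested (4 against 4 mice), and 1830 genes had an unadjusted p below 0.05. DESeq2 gave 454 and 459. Scaling by library size alone gave 337 and 821, with the median log2 fold change of all genes at -0.29 instead of -0.15. An adjusted p below 0.05 gave 259 and 249 genes, thinned libraries 158 and 193, and all barcodes of the cDC-like clusters 1087 and 1135. The total was 546 without irradiated MC38 replicate 3, 559 without irradiated Panc02-SIY replicate 3 and 608 without irradiated Panc02-SIY replicate 4. Because summed MC38 cDCs held fewer UMIs per mouse (median 130623, against 492360 in Panc02-SIY), genes with low counts are better measured in Panc02-SIY. A batch that goes with the tumor could not be separated from the tumor in this comparison.

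Among genes with no overlap between the groups, AY036118 (ENSMUSG00000105361) had the largest rise (984 CPM, SD 285, against 23.7, SD 23.0; log2 fold change 5.18, SE 0.71, edgeR adjusted p 9.4e-04). Cxcl2 (ENSMUSG00000058427), a chemokine gene, followed (401 CPM, SD 277, against 10.9, SD 10.2; 5.16, SE 0.86, edgeR adjusted p 0.0034), then Clec5a (ENSMUSG00000029915) (60.6 CPM, SD 44.7, against 1.81, SD 2.40; 4.48, SE 0.74, edgeR adjusted p 2.7e-04). Cxcl2 and Clec5a were also among the leading genes of the unnamed cDC-like cluster of 51 barcodes with 12 macrophage markers raised (78.4% from MC38). For these genes, expression by cDCs cannot be told apart from that of macrophage-like cells among them. Mmp12 (ENSMUSG00000049723) and Sept3 (ENSMUSG00000022456) had 0 UMIs in irradiated MC38 cDCs and 156 and 231 in irradiated Panc02-SIY cDCs, and they were called in 4 and 8 of the 16 comparisons with 1 mouse left out. The DC1 markers were lower in MC38. Clec9a (ENSMUSG00000046080) was 22.2 CPM (SD 15.2) against 114 (SD 46.6), a log2 fold change of -2.27 (SE 0.48, edgeR adjusted p 0.0041). Xcr1 (ENSMUSG00000060509) was 22.8 CPM (SD 26.6) against 227 (SD 172), a log2 fold change of -3.40 (SE 1.11, edgeR adjusted p 0.0889), and it was called in 4 of the 16 comparisons with 1 mouse left out.

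The cells of a subset lay largely in different clusters in the tumors, for DC2-like cells in 1 with 98.2% and 1 with 4.39% MC38 barcodes, for mregDC-like cells in 1 with 89.7% and 1 with 12.3%, and for DC1-like cells in 1 with 94.3% and others with 4.17%, 4.44% and 9.22%. Mixed clusters held 54 DC2-like barcodes (37.0% from MC38) and 47 and 25 mregDC-like barcodes (51.1% and 60%). A comparison within a subset is therefore largely between such clusters. Within subsets, edgeR called 585 higher and 744 lower genes in DC2-like cells (7416 tested), 226 and 350 in mregDC-like cells (4351 tested) and 74 and 222 in DC1-like cells (4129 tested). Without irradiated MC38 replicate 1 the mregDC-like total was 324 and the DC1-like total 181, and without irradiated MC38 replicate 2 the mregDC-like total was 372. The totals were 822 in DC2-like, 19 in mregDC-like and 42 in DC1-like cells with each barcode kept only in its richest library. The macrophage and monocyte list was higher in MC38 cDCs (25 of 27 genes, median 2.37, camera adjusted p 2.2e-16, fry 5.6e-05, 0.00201 with the estimated correlation, 15 called), and the p53 target list was also higher (median 0.43, camera adjusted p 0.0070, not past the threshold with fry at 0.203 or with the estimated correlation at 0.342).

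The supplement of the paper lists 470 genes for the comparison of irradiated cDCs. Of these, 467 changed in the listed direction here (99.4%, 95% binomial interval 98.1% to 99.9%), with a Pearson correlation of 0.94, and 333 were called. Adjusted over the list alone, 409 passed, which again is not independent evidence. Among all tested genes 42.7% had a positive log2 fold change. Axl (ENSMUSG00000002602) was 231 CPM (SD 34.2) against 19.9 (SD 21.7), a log2 fold change of 3.90 (SE 0.66, edgeR adjusted p 0.0022). Fcgr1 (ENSMUSG00000015947) was 188 CPM (SD 68.1) against 36.4 (SD 29.6), a log2 fold change of 2.66 (SE 0.46, edgeR adjusted p 0.0011).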

To obtain a global overview of the connections between the genes up-regulated in MC38 cDCs, we analyzed the data using Ingenuity Pathway Analysis (IPA) from QIAGEN. First, we looked at immune-related canonical pathways that were predicted to be altered in MC38 versus Panc02-SIY-treated cDCs. This analysis revealed that after radiation, MC38 cDCs express more genes associated with “dendritic cell maturation” and Panc02-SIY cDCs expressed more genes associated with the “PD-1, PD-L1 cancer immunotherapy pathway” (Fig 4F). 

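The pathway database of the paper was not analysed here. A list of 37 DC maturation genes, written from general knowledge, was tested instead, and 4 of its genes are also named in the paper's text. Between irradiated tumors, 9 of 35 tested genes were higher and the rest lower in MC38 than in Panc02-SIY cDCs (median log2 fold change -0.38, mean -0.64, camera adjusted p 0.020), with 1 called as higher and 5 as lower. The list did not pass with fry (adjusted p 0.303) or with the correlation between genes estimated (0.565). Without irradiated MC38 replicate 3 the camera adjusted p was 0.468, and without irradiated Panc02-SIY replicate 2 it was 0.148. After radiation, the list rose in Panc02-SIY (28 of 35 genes higher, median 0.34, camera adjusted p 0.0036), which did not pass with fry (0.492) or the estimated correlation (0.504). It was also not past the threshold without untreated Panc02-SIY replicate 2 (0.187) or irradiated Panc02-SIY replicate 2 (0.142). In MC38 the median was 0.06, the mean -0.02 and the camera direction was down (adjusted p 0.906), a direction that depended on the mice included. It was up without irradiated MC38 replicate 3 (0.0139) and down without replicate 4 (0.0107), both past the threshold, and up but not past it without untreated MC38 replicates 1 or 2, irradiated MC38 replicate 2, untreated Panc02-SIY replicate 1 or irradiated Panc02-SIY replicate 1 (0.393, 0.697, 0.830, 0.757 and 0.803).

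Cd274 (ENSMUSG00000016496), the gene for PD-L1, was lower in irradiated MC38 than in irradiated Panc02-SIY cDCs, 94.7 CPM (SD 60.9) against 357 CPM (SD 59.9), a log2 fold change of -1.82 (SE 0.40, edgeR adjusted p 0.0083). It was lower in each of the 4 MC38 mice than in any Panc02-SIY mouse, and it was called with each mouse left out. Ccr7 (ENSMUSG00000037944) was 443 CPM (SD 366) against 779 (SD 448) (-0.79, SE 0.96, edgeR adjusted p 0.684). Relb (ENSMUSG00000002983) was 80.2 CPM (SD 60.9) against 137 (SD 65.3) (-0.54, SE 0.59, edgeR adjusted p 0.644). Cd40 (ENSMUSG00000017652) was 100.3 CPM (SD 69.3) against 120.05 (SD 50.4) (-0.23, SE 0.56, edgeR adjusted p 0.865), and its log2 fold change was 0.21 without irradiated MC38 replicate 3 and 0.13 without irradiated Panc02-SIY replicate 2. Irradiated Panc02-SIY replicate 2 was far above the other mice of its group in Ccr7, Relb and Cd40. Cd80 (ENSMUSG00000075122) had a log2 fold change of -0.03 (SE 0.51, edgeR adjusted p 0.987), and it was 0.11 without irradiated MC38 replicate 1, 0.17 without irradiated MC38 replicate 2 and 0.14 without irradiated Panc02-SIY replicate 3.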

We then used the upstream regulator analysis for immune-based pathways in IPA to identify transcriptional pathways, enzymes, and cytokines that are predicted to be altered in cDCs after treatment with radiation (Fig 4G). Within cDCs from MC38 tumors, the transcription factors IRF3, IRF7, and STAT1 were predicted to be active given the pattern of increased gene expression in these cells (Fig 4G). 

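Activity predicted from known targets was not analysed here, and the transcripts of the factors themselves were compared between irradiated MC38 and irradiated Panc02-SIY cDCs (n = 4 mice each). Irf7 (ENSMUSG00000025498) was higher in MC38, 423 CPM (SD 133) against 170.0 CPM (SD 75.3), a log2 fold change of 1.40 (SE 0.36, edgeR adjusted p 0.0196), and it was called with each mouse left out (1.23 to 1.68). Over the alternatives its adjusted p ranged up to 0.0738. Irf3 (ENSMUSG00000003184) was 15.9 CPM (SD 12.7) against 32.8 CPM (SD 7.93), a log2 fold change of -0.83 (SE 0.54, edgeR adjusted p 0.388). Isg15 (ENSMUSG00000035692), an interferon-inducible gene, was 833 CPM (SD 421) against 408 CPM (SD 113), a log2 fold change of 1.08 (SE 0.37, edgeR adjusted p 0.0855). Isg15 was called with 1 mouse left out only for irradiated MC38 replicate 1 and untreated Panc02-SIY replicates 1, 2 and 3, and its adjusted p ranged from 0.0024 to 0.224 over the alternatives. Irf7 and Isg15 were also among the leading genes of the unnamed cDC-like cluster of 103 barcodes with 4 monocyte markers raised (99.0% from MC38). No value within a named DC subset is given for either gene. Expression by monocyte-like cells among the cDCs therefore cannot be told apart.

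A list of 51 interferon-stimulated genes, of which 3 are regulators named in the paper, was tested as a set. In irradiated MC38 cDCs 36 of 49 tested genes were higher than in irradiated Panc02-SIY cDCs (median 0.67, mean 0.72, camera adjusted p 1.7e-04), and 12 were called as higher. The set did not pass with fry or with the correlation between genes estimated (adjusted p 0.462 for both), nor with camera without irradiated MC38 replicate 4 (0.182). The list was higher in MC38 without radiation as well (median 1.06). For both comparisons, expression by cDCs was not told apart from that of monocyte-like cells among them. After radiation it rose in MC38 cDCs (45 of 49 genes, median 0.40, camera adjusted p 4.0e-06, 0 called by edgeR, and not past the threshold with fry at 0.492, with the estimated correlation at 0.425, or without irradiated MC38 replicate 4 at 0.229). It rose in Panc02-SIY cDCs by a median of 1.13 (46 of 49 genes, camera adjusted p 8.8e-28, fry 0.0189, estimated correlation 0.0335, 4 called).

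**Figure D2:**
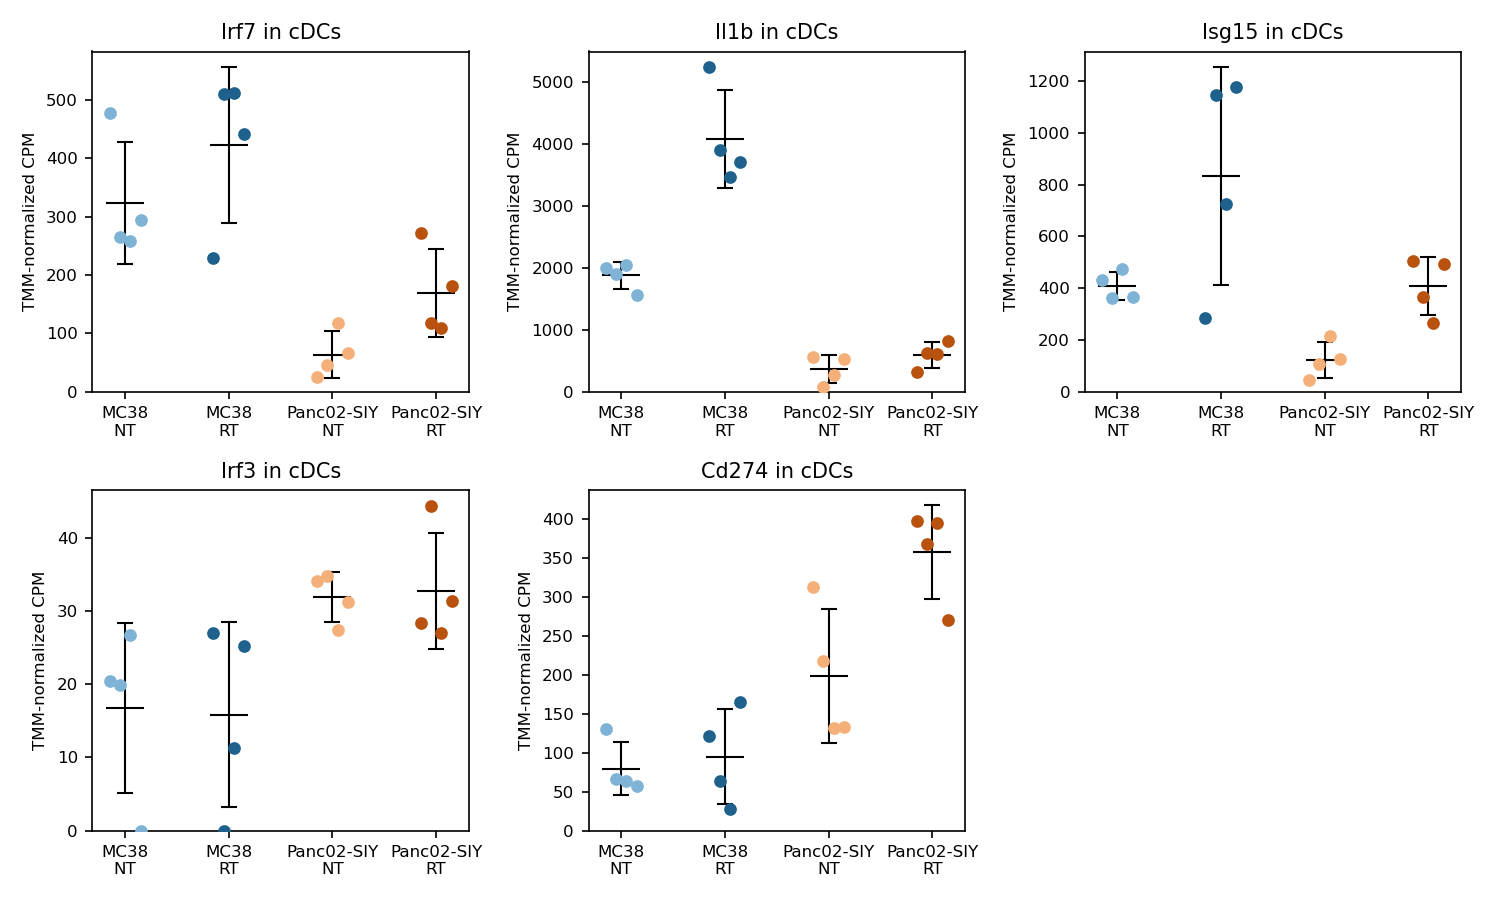
Expression of Irf7, Il1b, Isg15, Irf3 and Cd274 in cDCs, in TMM-scaled CPM. Points are mice (n = 4 per group), bars give mean and SD.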

IRF3 and IRF7 are known to be activated during innate immune responses and signal downstream of many pattern recognition receptors within immune cells (40, 41). This analysis also suggested that enzyme-important nucleic acid sensing in cells (CGAS, DDX58) were increased in MC38 cDCs (Fig 4). 

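Mb21d1 (ENSMUSG00000032344), the gene for cGAS, was 16.0 CPM (SD 13.8) in irradiated MC38 and 21.4 CPM (SD 5.88) in irradiated Panc02-SIY cDCs, a log2 fold change of -0.19 (SE 0.58, edgeR adjusted p 0.892). Its direction was not stable, at 0.04 without irradiated MC38 replicate 1 and 0.07 without irradiated MC38 replicate 4, and at 0.27 with all barcodes of the cDC-like clusters. Ddx58 (ENSMUSG00000040296), the gene for RIG-I, was 46.6 CPM (SD 41.4) against 27.5 CPM (SD 5.84), a log2 fold change of 1.09 (SE 0.50, unadjusted p 0.0396, edgeR adjusted p 0.203). The counts were low, with 11 and 43 UMIs of Mb21d1 and 39 and 56 UMIs of Ddx58 over the MC38 and Panc02-SIY mice, and 1 irradiated MC38 mouse had 0 UMIs of each. Over all CD45+ cells Mb21d1 was higher in irradiated MC38, 28.3 CPM (SD 3.12) against 16.9 CPM (SD 2.76), a log2 fold change of 0.85 (SE 0.13, edgeR adjusted p 3.8e-05). Ddx58 was 74.4 CPM (SD 3.55) against 70.9 CPM (SD 5.60), a log2 fold change of 0.19 (SE 0.09, edgeR adjusted p 0.0795) that lies below the fold limit and was -0.22 with scaling by library size alone.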

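The transcripts of these ligands were counted in the cDCs themselves. Across all 285 cDCs of the 4 groups there were 0 UMIs of the 18 type I interferon genes, which include Ifna2 (ENSMUSG00000078354), Ifna4 (ENSMUSG00000070904) and Ifnb1 (ENSMUSG00000048806). A count of 0 allows up to 3 cDCs with such a UMI, a share of up to 1.05%, or up to 1.15% of the 260 cDCs left with each barcode kept only in its richest library. This limits cells with a UMI and not cells that express such a gene. Ifng (ENSMUSG00000055170) had 60 UMIs over all cDCs, 4 of them in irradiated MC38 and 6 in irradiated Panc02-SIY cDCs, too few to pass the filter on low counts. Il1b (ENSMUSG00000027398) was 4081 CPM (SD 791) in irradiated MC38 against 596 CPM (SD 204) in irradiated Panc02-SIY cDCs, a log2 fold change of 2.83 (SE 0.46, edgeR adjusted p 0.0029). Each of the 4 MC38 mice was above every Panc02-SIY mouse, and the gene was called with each mouse left out.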

Further supporting the hypothesis that MC38 cDCs receive maturation signals after radiation, IPA predicted activation by type I interferons (IFNA2, IFNA4, IFNB1), type II interferons (IFNG), and IL1B in MC38 cDCs relative to Panc02-SIY cDCs (Fig 4F). These data suggest that innate adjuvant signaling pathways are likely activated in cDCs from MC38 tumors treated with radiation therapy, and this leads to successful DC maturation. 

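Whether radiation changed cDCs differently in the tumors was tested as the change in MC38 minus the change in Panc02-SIY. No gene was called by edgeR (0 of 8305, 443 at an unadjusted p below 0.05) or by DESeq2 (0, 389 at an unadjusted p below 0.05). Without the filter on low counts edgeR called 5 and 8 genes, without untreated Panc02-SIY replicate 1 it called 4, and without irradiated MC38 replicate 1 it called 1. Scaling by library size alone moved the median log2 difference of all genes from -0.09 to -0.23. The interferon-stimulated list rose less in MC38 (median difference -0.56, camera adjusted p 3.9e-07), a result that did not pass with fry (0.303) or the estimated correlation (0.357). The DC maturation list also rose less in MC38 (median -0.24, camera adjusted p 0.0153), again without passing with fry (0.492) or the estimated correlation (0.565), and its camera adjusted p was 0.148 without untreated MC38 replicate 1, 0.701 without irradiated MC38 replicate 3, 0.258 without untreated Panc02-SIY replicate 2, 0.140 without untreated Panc02-SIY replicate 4 and 0.173 without irradiated Panc02-SIY replicate 2. From the genes that differ between irradiated MC38 and Panc02-SIY cDCs, and from the pathways and upstream regulators that IPA predicts from them, the paper proposes that innate adjuvant pathways are active in irradiated MC38 cDCs and bring about their maturation.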

To determine whether the candidate upstream regulators were altered in the tumor environment, we analyzed all scRNASeq transcripts for significant changes between irradiated Panc02-SIY versus irradiated MC38 tumors (Table S1 and Supplemental Data 1). 

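Counts of all CD45+ cells were summed per mouse and compared in the same way. Between irradiated tumors, 3996 genes were higher and 4026 lower in MC38, of 12615 tested (4 against 4 mice), with 8871 at an unadjusted p below 0.05. Scaling by library size alone gave 2278 and 6094 and moved the median log2 fold change of all genes from -0.02 to -0.43. Between untreated tumors there were 3785 and 4247 genes, or 2770 and 5482 with library size alone, where the median moved from -0.05 to -0.29. The genes with 0 UMIs in 1 tumor include Fcrl5 (ENSMUSG00000048031), with 0 in irradiated MC38 and 2732 in irradiated Panc02-SIY tumors. Here too, a batch that goes with the tumor cannot be told apart from the tumor.

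The cell classes differed in share as well. In irradiated mice, macrophage-like cells were 66.6% (SD 0.565) of barcodes in MC38 and 4.63% (SD 4.08) in Panc02-SIY, T cell-like cells 1.42% and 24.3%, NK cell-like cells 5.20% and 15.6%, neutrophil-like cells 0.166% and 12.7%, and B cell-like cells 0.242% and 1.49%. Monocyte-like cells were 13.2% and 7.16%. Each had an exact two-sided p of 0.0286, the smallest that 4 against 4 mice can give, and an adjusted p of 0.0735. The macrophage-like share ranged from 1.59% to 10.7% among the irradiated Panc02-SIY mice, with replicate 4 the highest, and its difference from MC38 from 60.9 to 64.0 points with 1 mouse left out. With 1 irradiated MC38 mouse left out, for each of the 4, the T cell-like difference no longer passed (-23.0 to -22.8 points), and the monocyte-like difference no longer passed without irradiated Panc02-SIY replicates 1, 2 or 3 (5.67, 5.56 and 6.75 points). With each barcode kept only in its richest library, macrophage-like cells were 55.2% in MC38 and 4.67% in Panc02-SIY, T cell-like cells 3.01% and 25.2%, NK cell-like cells 3.07% and 15.4%, and neutrophil-like cells 0.577% and 13.2% (exact p 0.0286 for each). In the same setting monocyte-like cells were 4.73% and 7.42% and B cell-like cells 0.828% and 1.56% (exact p 0.114 for each), so these 2 differences no longer passed. Within classes, edgeR called 3015 higher and 3121 lower genes in macrophage-like cells (10894 tested), 1325 and 1499 in monocyte-like cells (5743 tested) and 506 and 598 in T cell-like cells (7314 tested). Macrophage-like cells of the tumors lay in different clusters (2, 4, 9, 20 and 23 in MC38, 10 in Panc02-SIY), and so did monocyte-like cells, with 650 irradiated MC38 and 10 irradiated Panc02-SIY barcodes in cluster 7 (median 1008 UMIs) and 25 and 663 in cluster 13 (median 10271.5 UMIs). The Panc02-SIY macrophage-like share leaves out the unnamed cluster 3, which held 654 irradiated Panc02-SIY and 16 irradiated MC38 barcodes and raised 7 of 12 macrophage markers. Its median of 998 UMIs was 0.188 of the median of its libraries and no macrophage marker was among its leading genes, while the named clusters 2 and 23 of MC38 had medians of 1394 and 678 UMIs (0.881 and 0.414 of the library median). The named Panc02-SIY cluster 10 also raised 7 of 12 macrophage markers with 0 among its leading genes. Its median was 16872.5 UMIs (2.83 of the library median), so depth and not the number of markers set it apart from cluster 3. The Panc02-SIY macrophage-like share and the comparison within macrophage-like cells depend on this naming.

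With radiation, 346 genes rose and 157 fell over all CD45+ cells of MC38, or 165 and 354 with library size alone, and 1081 rose and 997 fell in Panc02-SIY, or 1407 and 620. At an unadjusted p below 0.05 there were 2125 and 3988 genes. The MC38 total was 244 without untreated MC38 replicate 1, 319 without untreated MC38 replicate 3, 288 without untreated MC38 replicate 4, 330 without irradiated MC38 replicate 2, 237 without irradiated MC38 replicate 3 and 313 without irradiated MC38 replicate 4, and it was 1455 with each barcode kept only in its richest library.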

Within these genes, we highlighted those identified as candidate upstream mediators by IPA (Fig S9). These genes show a mixed pattern. 

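Spp1 (ENSMUSG00000029304), Irf7 (ENSMUSG00000025498) and Il1b (ENSMUSG00000027398) were higher over all CD45+ cells of irradiated MC38 than of irradiated Panc02-SIY tumors (n = 4 mice each, no overlap between the groups). Spp1 was 660 CPM (SD 153) against 94.3 CPM (SD 51.8), a log2 fold change of 2.92 (SE 0.50, edgeR adjusted p 1.1e-04). Irf7 was 576 CPM (SD 76.2) against 103 CPM (SD 23.2), a log2 fold change of 2.60 (SE 0.15, edgeR adjusted p 7.7e-10). Il1b was 3327 CPM (SD 79.3) against 1355 CPM (SD 104), a log2 fold change of 1.42 (SE 0.11, edgeR adjusted p 2.5e-08). Each was called with each mouse left out. Irf3 (ENSMUSG00000003184) was lower in MC38 (-0.48, SE 0.07, edgeR adjusted p 2.5e-05).

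All cells together mix classes whose shares differ between the tumors, so the genes were also compared within classes. In macrophage-like cells Spp1 was 713 CPM (SD 143) against 17.0 CPM (SD 15.0), a log2 fold change of 5.16 (SE 0.39, edgeR adjusted p 3.4e-07). Irf7 had a log2 fold change of 1.98 (SE 0.20, edgeR adjusted p 7.7e-07) and Il1b 1.47 (SE 0.145, edgeR adjusted p 1.1e-07). In monocyte-like cells Irf7 had 1.84 (SE 0.24, edgeR adjusted p 2.3e-05) and Il1b 0.76 (SE 0.23, edgeR adjusted p 0.016). Spp1 had 2.43 (SE 0.92, edgeR adjusted p 0.0502) and was not called in 2 of the 16 comparisons with 1 mouse left out (2.00 without irradiated MC38 replicate 4 and 2.17 without irradiated Panc02-SIY replicate 3). With each barcode kept only in its richest library the adjusted p in monocyte-like cells was 0.396 for Spp1 and 0.278 for Il1b. In cDCs Spp1 had 31 UMIs in MC38 and 64 in Panc02-SIY (0.90, SE 0.88, edgeR adjusted p 0.600).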

Some candidate genes such as SPP1, IRF7, and IL1B are expressed more in MC38 tumors and may be candidate mediators of altered DC maturation. By contrast, others such as IFNG and IL17A are expressed less in MC38 tumors, suggesting that they are not candidate mediators of altered DC maturation that is predicted by IPA analysis. 

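Ifng (ENSMUSG00000055170) was lower over all CD45+ cells of irradiated MC38 tumors, 68.0 CPM (SD 30.7) against 255 CPM (SD 109), a log2 fold change of -1.80 (SE 0.37, edgeR adjusted p 5.1e-04). Each of the 4 MC38 mice was below every Panc02-SIY mouse. Il17a (ENSMUSG00000025929) had 1 UMI in irradiated MC38 and 40 in irradiated Panc02-SIY tumors and did not pass the filter on low counts. T cell-like, regulatory T cell-like and NK cell-like cells together were 7.87% (SD 0.411) of barcodes in irradiated MC38 and 42.6% (SD 6.95) in irradiated Panc02-SIY tumors (exact two-sided p 0.0286, the smallest possible). Within T cell-like cells Ifng was higher in MC38, 1664 CPM (SD 273) against 648 CPM (SD 227), a log2 fold change of 1.44 (SE 0.35, edgeR adjusted p 0.0212). With each barcode kept only in its richest library the last value was 1.12 (edgeR adjusted p 0.0473), where 2 MC38 mice had enough T cell-like cells.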

Further studies are necessary to identify the mechanisms resulting in altered DC maturation after radiation therapy.

Table S1 Differentially expressed genes from the comparison between all RT-treated cells from P2SIY versus MC38.

**Figure S9.**
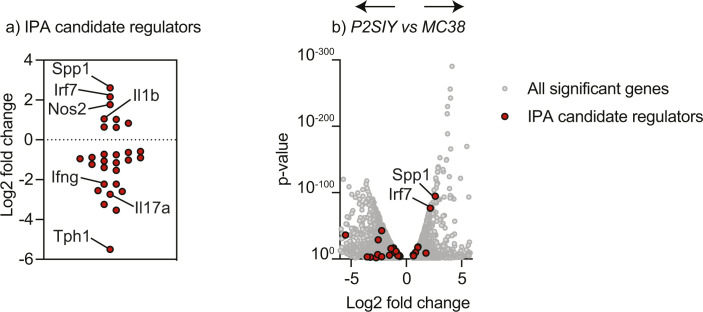
Expression of candidate upstream regulators in irradiated Panc02-SIY versus MC38 tumors. Candidate Ingenuity Pathway Analysis upstream mediators of DC maturation identified in Fig 4G were identified among genes that are significantly different between Panc02-SIY and MC38 tumors in Table S1. **(A)** Fold change of candidate genes, identifying specific genes that are up-regulated as predicted (such as Spp1) and those that are predicted to be up-regulated but are down-regulated (such as Ifng). **(A, B)** Volcano plot showing fold change versus *P*-value for each gene in Supplemental Data 1 (gray) overlayed with the genes from (A) (red).

Supplemental Data 1. Genes signficantly changed between DC in irradiated Panc02-SIY and MC38 tumors.

### Exogenous adjuvant increases intratumoral cDC migration to the TdLN in poorly radioimmunogenic tumors

The comparative transcriptional analysis of cDCs after radiation indicated that DCs in Panc02-SIY tumors either fail to receive maturation signals or these signals are suppressed after radiation. We have previously shown that in poorly radioimmunogenic tumors, the combination of the exogenous adjuvant poly I:C with radiation therapy leads to enhanced intratumoral cDC maturation and improved responses to treatment when compared with radiation alone (17). To understand whether the innate adjuvant poly I:C induced intratumoral DC migration in this model, we used the Kaede photoconvertible mice to follow DC trafficking to the TdLN. Poorly radioimmunogenic Panc02-SIY tumors were established in Kaede mice and then photoconverted from Kaede-green to Kaede-red (Fig 5A). This was followed by treatment with radiation and intratumoral poly I:C (Fig 5A). The TdLN was harvested 1 d after treatment to assess tumor-migratory DC populations by flow cytometry (Fig 5A). We observed that treatment with poly I:C significantly increased the proportion of CD103^+^ cDC1 within converted (Kaede-red) DCs, whereas decreasing the proportion of converted CD11b^+^ cDC2 in the TdLN (Fig 5B). When the absolute numbers of tumor-migratory DCs were analyzed, we observed significant increases in the total number of Kaede-red CD103^+^ cDC1 and CD11b^+^ cDC2s (Fig 5C i and D i). Similarly, treatment with poly I:C significantly increased the total number of Kaede-red CD103^+^ cDC1 and CD11b^+^ cDC2s in the TdLN of MC38 tumors (Fig S10). These data indicate that exogenous administration of poly I:C is capable of driving cDC migration from the tumor to TdLN in both radioimmunogenic and in poorly radioimmunogenic tumors. Furthermore, when we analyzed the expression of the CD80 on tumor-migratory (Kaede-red) DCs, we noted a significant increase in the frequency and intensity of this maturation marker on both CD103^+^ and CD11b^+^ cDCs (Fig 5C ii and iii and D ii and iii). In each case, poly I:C affected DCs independent of radiation effects. Taken together, these data demonstrate that exogenous poly I:C overcomes the impaired intratumoral DC migration that occurs in poorly radioimmunogenic tumors treated with radiation. These data support the hypothesis that the innate adjuvant balance in tumors is critical to support adaptive immune responses after radiation therapy (42) but also demonstrate that cancer cells can establish distinct environments in genetically identical mice that can suppress innate and therefore adaptive immunity to tumors. To understand the effects of the tumor environment on DC that migrated from the tumor versus the effects that both converted and unconverted DC may experience in the TDLN, we analyzed the maturation status of converted versus unconverted migratory CD103^+^ DC and CD11b^+^ DCs in the TdLN of MC38 tumors treated with radiation therapy and pIC. In untreated tumors, CD80 is not significantly different between converted and unconverted DCs (Fig S11). However, after radiation and pIC treatment, there is a dramatic increase in CD80 that is almost entirely confined to the converted DC populations. These data suggest that the effect of tumor treatment dominantly occurs in the converted population and is unlikely to be occurring in the TdLN where unconverted DC would receive an equal maturation signal.

**Figure 5.**
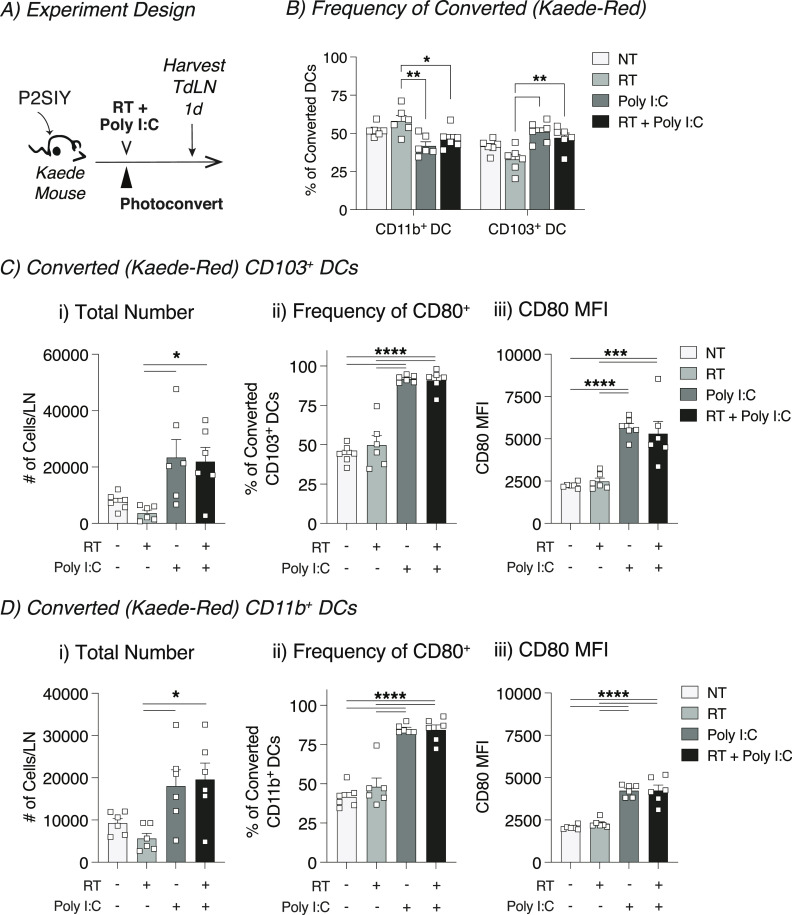
In poorly radioimmunogenic tumors, exogenous adjuvant increases the number of tumor-migratory conventional dendritic cells in the TdLN. **(A)** Experiment design: Panc02-SIY (P2SIY) tumors were established in Kaede mice. When tumors reached 5–6 mm average diameter, they were photoconverted with violet light and treated with 12-Gy radiation in combination 50 μg intratumoral poly I:C. **(B)** Gating on converted (Kaede-red^+^) DCs (CD11c^+^ MHC-II^+^) and the frequency of mig CD103^+^ versus mig CD11b^+^ conventional dendritic cells were assessed. **(C)** The TdLN was harvested 1 d after treatment to assess (i) the total number of converted mig CD103^+^ DCs, (ii) frequency of converted mig CD103^+^ DCs expressing CD80, and (iii) the median fluorescence intensity (MFI) on CD103^+^ DCs. **(D)** The TdLN was harvested 1 d after treatment to assess (i) the total number of converted mig CD11b^+^ DCs, (ii) frequency of converted mig CD11b^+^ DCs expressing CD80, and (iii) the median fluorescence intensity (MFI) on CD11b^+^ DCs. Data represent the mean ± SEM of each group. Results shown are representative of two independent experiments with n = 6 animals/group. *P < 0.05, ***P < 0.001 and ****P < 0.0001.

**Figure S10.**
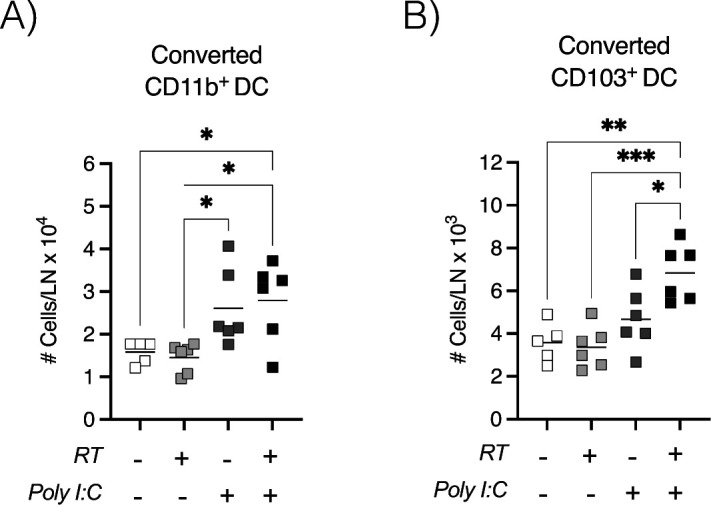
In radioimmunogenic tumors, exogenous adjuvant increases the number of tumor-migratory conventional dendritic cells in the TdLN. MC38 tumors were established in Kaede mice. When tumors reached 5–6 mm average diameter, they were photoconverted with violet light and treated with 12-Gy radiation in combination with 50 μg intratumoral poly I:C. **(A, B)** The TdLN was harvested 1 d after treatment to assess (A) the total number of converted mig CD11b^+^ DCs and (B) the total number of converted mig CD103^+^ DCs. Data represent the mean ± SEM of each group. Results shown are representative of two independent experiments with n = 6 animals/group. *P < 0.05, ***P < 0.001 and ****P < 0.0001.

**Figure S11.**
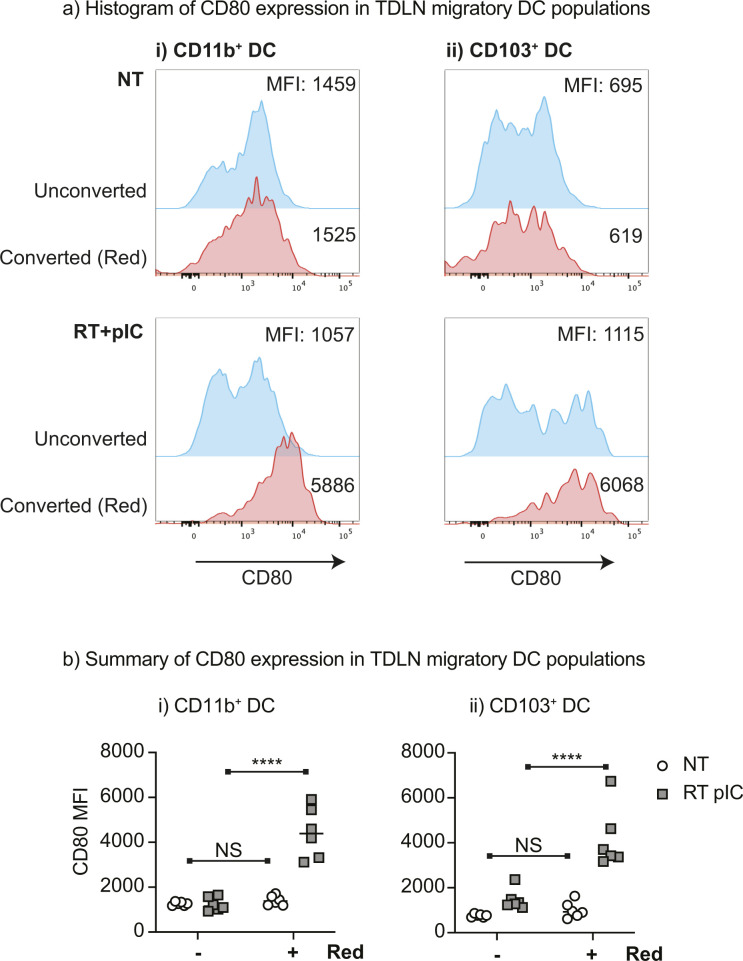
Maturation of converted versus unconverted DC in TdLN after radiation therapy and intratumoral pIC. MC38 tumors were established in Kaede mice. When tumors reached 5–6 mm average diameter, they were photoconverted with violet light and treated with 12-Gy radiation in combination 50 μg intratumoral poly I:C or left untreated. The TdLN was harvested 3 d after treatment to assess the expression of the maturation marker CD80 on unconverted or converted DC. **(A)** Representative histograms of CD80 expression on (i) mig CD11b^+^ DC or (ii) mig CD103^+^ DC left untreated or treated with RT+pIC. **(A, B)** Summary of CD80 expression on DC populations as in (A). *P < 0.05, ***P < 0.001 and ****P < 0.0001.

## Discussion

A long-standing question within the field of radiation oncology is whether radiation therapy can function as an in situ vaccine capable of priming new CD8^+^ T-cell responses directed against tumors. To function in this capacity, treatment with radiation therapy would likely require mature cDC1s to carry tumor-associated antigens from the tumor to the TdLN for cross-presentation to T cells, and to date, there has been limited direct evidence supporting the role of DC migration in radiation. Here, we demonstrate that cDC migration from the tumor to the TdLN is necessary for the immunological efficacy of radiation in the radioimmunogenic MC38 tumor models. This is one of the first steps in generating tumor-specific immunity, and these data suggest that radiation has the capacity to initiate the process of priming new CD8^+^ T-cell responses. Once in the TdLN, these tumor-migratory cDCs may either function to directly cross-present antigens to antigen-specific CD8^+^ T cells, or they may instead hand off antigen to other cDC1 subsets in the LN for cross-presentation (12, 43). Our previous work indicated that radiation can drive intratumoral cDC1 maturation in radioimmunogenic tumors (17). These new studies build on this work and use clear genetic models to provide convincing evidence that radiation is capable of inducing both cDC maturation and migration to the TdLN after treatment and that these events are critical to maximizing the benefits or radiation therapy.

In our tumor models, the inguinal LN drains the tumor in addition to other surrounding tissues which makes it difficult to determine whether migratory DC populations in the TdLN came from the tumor or other surrounding tissues (27, 28). By using the Kaede photoconvertible mice, we were able to specifically identify tumor-migratory DC populations within the TdLN that came from the treatment field. Similar to previous reports, DCs were one of the main cell types migrating from the tumor to the TdLN, and converted cells were predominantly found in populations that we identified as being migratory DCs using flow cytometry markers (27, 28). These data confirm that our flow cytometry panel accurately identifies migratory DC populations. These data also highlight why it has been difficult to determine how different treatments impact DC migration from the tumor because the migratory cells originating in the tumor make up a relatively small proportion of total migratory DC subsets in the TdLN. Thus, the Kaede mice are a powerful tool to specifically track and characterize changes in DC populations migrating from the tumor to the TdLN.

Critically, our data also suggest that radiation has differential impacts on DC migration, depending on the tumor model being studied. We found that radiation does not change the number of tumor-migratory DCs in the TdLN in the radioimmunogenic MC38 tumor model. By contrast, treatment with radiation impaired DC migration to the TdLN in poorly radioimmunogenic Panc02-SIY tumors. It remains possible that the kinetics of migration in the poorly radioimmunogenic model is different than in radioimmunogenic tumors. However, in radioimmunogenic tumors, radiation had no impact on the migration across several timepoints, indicating that the impairment in DC migration might be a sustained phenomenon in the Panc02-SIY tumor model. CD40 and CD80 are widely used to define mature DC as they are consistently up-regulated adjuvant signals (31, 44, 45). Although it would be expected the most of DCs found in the LN have a “mature” phenotype because they were able to successfully migrate from the tissue, it is likely that migrating DCs exist on a spectrum of maturity. This maturity level likely determines their ability to successfully cross-present antigens and to activate adaptive immune responses. For instance, it has been reported that semi-mature DCs are capable of migrating from the tissue to the dLN; however, these DCs are poor stimulators of T-cell immunity (33). These data may explain why modest increases in DC maturation after radiation can have significant impacts on outcome. Future studies are needed to perform a comprehensive analysis to identify additional migratory DCs maturation markers so that we can determine whether more subtle difference exist between the migratory DCs. Our scRNASeq analyses show that DC differences in DC maturation can be detected very early after radiation therapy. 

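The 18 type I interferon genes were counted over all CD45+ cells of each mouse. Only 5 had any UMI (Ifnb1 (ENSMUSG00000048806), Ifna4 (ENSMUSG00000070904), Ifne (ENSMUSG00000045364), Ifnz (ENSMUSG00000096854) and Ifnab (ENSMUSG00000100079), the last 3 chosen after their values were seen). The totals were 18 UMIs in untreated and 7 in irradiated MC38 tumors, and 4 in untreated and 16 in irradiated Panc02-SIY tumors. Per mouse this was 0.598 CPM (SD 0.506, n = 4) in untreated and 0.349 CPM (SD 0.238) in irradiated MC38, with an exact two-sided permutation p of 0.514 (adjusted p 0.514), where the smallest possible p is 0.0286. Without untreated MC38 replicate 3 the difference was -0.00298 CPM instead of -0.248 CPM (exact p 1). In Panc02-SIY it was 0.0804 CPM (SD 0.0543) and 0.230 CPM (SD 0.138), with an exact p of 0.0857 (adjusted p 0.171). The last difference was 0.2002 CPM without irradiated Panc02-SIY replicate 3 (exact p 0.0286, adjusted p 0.0571) and 0.0896 CPM without irradiated Panc02-SIY replicate 4 (exact p 0.171). Raw UMIs per library gave exact p values of 0.343 and 0.429. The totals were 13, 2, 4 and 16 UMIs with each barcode kept only in its richest library, and the exact p was 0.629 in MC38 and 0.0857 in Panc02-SIY. Ifnb1 made up 15, 4, 0 and 12 of the UMIs. Counts this low leave changes of several fold undetected in either tumor.

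The interferon-stimulated list nevertheless changed over all CD45+ cells. All 49 tested genes were higher after radiation in MC38 (median log2 fold change 0.45, camera adjusted p 3.4e-28, 27 called), and 48 of 49 were higher in Panc02-SIY (median 0.64, camera adjusted p 7.8e-27, 32 called). Both passed with fry (adjusted p 2.0e-04 and 3.3e-05) and with the correlation between genes estimated (0.0144 and 0.0154). Of the 35 ways to divide the mice of a tumor into 2 groups, 1 in MC38 and 3 in Panc02-SIY gave as small a camera p. Chance thus cannot be excluded in Panc02-SIY. The list was not tested within cell classes, so changed class shares cannot be told apart from a change within cells.

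**Figure D3:**
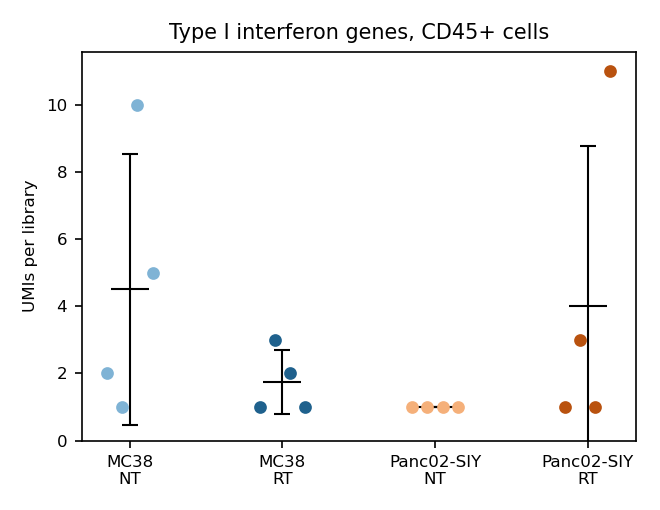
UMIs of the 18 type I interferon genes per library over all CD45+ cells. Points are mice (n = 4 per group).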

Notably, we could not see significant changes in type I IFN genes after radiation therapy. Although it remains possible that we do not see these changes because we only profile the CD45^+^ infiltrating immune cells, MC38 tumors have been shown to up-regulate type I IFN 3 d after radiation therapy, and this is dependent on STING expression in host cells (46), suggesting a host origin for type I IFN transcripts. In this same manuscript, the authors demonstrated that macrophages and DCs were the major source of type I IFN transcripts (46). STING activation in host cells has been shown to be dependent on the timeline of micronuclei formation in the cancer cells (47), which can take 3–7 d to generate STING activation in vitro. Given the absence of detectable type I IFN changes in our samples at d1 post-RT and the expected slow timeline of adjuvant activation in the tumor environment, we do not currently have a good explanation for this early maturation effect or RT on DC in MC38 tumors as profiled in the scRNASeq. Importantly, it is unclear whether there is active suppression of DC maturation in poorly radioimmunogenic tumors, an absence of positive maturation signals, or some combination of both. There are many potential mechanisms that could be responsible for the suppression of DC maturation after treatment, whether coming from directly from the tumor or indirectly through differential intratumoral immune populations, for example, macrophages (48, 49, 50, 51). These regulatory features may include metabolic features of the tumor—for instance, it has been reported that oxidized cholesterol ligands secreted from tumors can suppress the expression of CCR7 in DCs-, and this impairs the migration from the tumor to TdLN (52). However, the exogenous delivery of maturation stimuli by delivery of adjuvants such as pIC (17) or STING ligands (53) can improve T-cell control of tumors after radiation therapy, suggesting that if active suppression of DC maturation is in place, it can be overcome. Taken together, these data suggest that individual tumor microenvironments determine whether DCs are activated or suppressed after treatment with radiation, and this in turn determines whether DCs migrate to the TdLN to cross-present antigens. Additional work is needed unravel the tumor-specific mechanisms that prevent DCs from maturing and in this manner, prevent the priming of tumor-reactive CD8^+^ T cells in the TdLN.

These data are focused on DC migration from implanted subcutaneous tumors. However, DC migration from spontaneously emerging tumors may be differently regulated (54, 55). Moreover, the direct injection of cancer cells into mice can result in a strong immune response that can impact the subsequent immune biology of the tumor (6, 16), which may be absent in an induced tumor (55). For these reasons, it can be critical to explore the dynamics of immunity over time in preclinical models to understand whether they are directly applicable to patient tumors (19). In addition, these data suggest that we refocus our attention on the T cells in the TdLN that recognize the antigens cross-presented by DC as an alternative to focusing on the exhausted T-cell populations that are uniquely found in the tumor environment. These T cells in the different locations may have different phenotypes and may have different co-stimulation requirements that could be uniquely targeted to improve their expansion and effector function after radiation. Recent data suggests that abscopal responses may be more dependent on a stem-like population emerging from the lymph node, rather than tumor resident cells (56). Related to these data, the therapeutic targets may be distinct depending on whether the goal of local treatment is local or distant. The role of the tumor draining lymph node and circulating T-cell populations has been shown to be distinct depending on whether the therapy includes checkpoint inhibitors (6, 23) and whether responses are measured at the treatment site or distant disease (56, 57). These data suggest that local therapy amplified by checkpoint inhibitors may occur without the contribution of lymph node responses (6, 22, 23), but to generate systemic antitumor immunity amplified by radiation therapy, lymph node responses are important (56).

Critically, radiation is an essential partner in these processes. In our studies, innate adjuvants could dramatically activate DCs but were unable to impact tumor growth. Radiation provides the essential transfer of cell-associated antigens to phagocytic cells, and the milieu of endogenous adjuvants and counterregulatory cells and pathways is the tumor-specific feature that decides the final immune impact of radiation therapy.

## Materials and Methods

### Animals and cell lines

Experiments used 6–8 wk old C57BL/6 (#000664), B6.SJL (#002014), CCR7^−/−^ (#006621), and Zbtb46^dtr^ (#019506) mice that were obtained from the Jackson Laboratories. Kaede transgenic mice were kindly provided by Dr. Amanda Lund at Oregon Health and Science University (26). Kaede transgenic mice were crossed with CCR7^−/−^ mice in house to generate Kaede CCR7^−/−^ animals for bone marrow chimera experiments. 2C TCR transgenic mice were kindly provided by Dr. Thomas Gajewski at the University of Chicago. Survival experiments were performed with 8–14 mice per experimental group and mechanistic experiments with 4–6 mice per group. Animal protocols were approved by the Earle A Chiles Research Institute (EACRI) Institutional Animal Care and Use Committee (Animal Welfare Assurance No. D16-00526). The Panc02-SIY pancreatic adenocarcinoma line expressing the model antigen SIY was kindly provided by Dr. Ralph Weichselbaum at the University of Chicago. MC38 colorectal carcinoma line was obtained from Dr. Kristina Young at EACRI. Moc1 and Moc2 oral squamous-cell carcinoma lines were kindly provided by Dr. Ravindra Uppaluri at the Dana Faber Cancer Institute. Panc02-SIY, Moc1, and Moc2 cell lines were grown in complete RPMI containing 10% heat-inactivated FBS, 100 U/ml penicillin, and 100 *µ*g/ml streptomycin. MC38 cell lines were grown in DMEM containing 10% heat-inactivated FBS, 100 U/ml penicillin, and 100 *µ*g/ml streptomycin. Pathogen and mycoplasma contamination testing was performed on all cell lines within the past 6 mo using the IMPACT II Mouse PCR Profiling from IDEXX BioAnalytics.

### Tumor treatments

Tumors were implanted subcutaneously into the right flank as follows: 2 × 10^5^ MC38, 5 × 10^6^ Panc02-SIY, 1 × 10^6^ Moc1, and 1 × 10^5^ Moc2. When tumors were ∼5 mm in average diameter, mice were randomized to receive treatment with CT-guided radiation using the Small Animal Radiation Research Platform (SARRP) from Xstrahl. Dosimetry was performed using Murislice software from Xstrahl. The SARRP delivered a single dose of 12 Gy to an isocenter within the tumor using a 10 × 10 mm collimator and a 45° beam angle to minimize dose delivery to normal tissues. For photoconversion experiments using the Kaede mice, tumors were converted as described by Steele et al (28). Briefly, tumors were implanted in animals with shaved skin and for photoconversion animals, were completely covered in aluminum foil except for the tumors which were exposed to 405-nm LED light source using a collimator for 5 min (Prizmatix). Where radiation therapy followed Kaede conversion, the UV conversion in Kaede mice was performed immediately before radiation therapy, with at most a 1 h lapse between conversion and radiation treatment. In all survival experiments, tumor length and width were measured 2–3 times per week using calipers. Mice were euthanized when tumor size exceeded 12 mm in any dimension or when body condition score declined 1 level.

### Tissue processing

After dissection, tumors were weighed and minced into small fragments, then transferred into C tubes from Miltenyi Biotec containing enzyme digest mix with 250 U/ml collagenase IV (#LS004188; Worthington Biochemical), 30 U/ml DNase I (#4536282001; Millipore-Sigma), 5 mM CaCl_2_, 5% heat-inactivated FBS, and HBSS. Tissue was dissociated using a gentleMACS tissue dissociator from Miltenyi Biotech. This was followed by incubation at 37°C for 30 min with agitation. For the dLNs, capsules were cut open and incubated with enzymatic mix described above at 37°C for 15 min with agitation. Enzyme mix containing dLNs was then vigorously pipet mixed and incubated at 37°C for an additional 15 min. Enzymatic reactions for both the tumor and dLN were quenched using ice-cold RPMI containing 10% FBS and 2 mM EDTA. Single-cell suspensions were then filtered through 100-μm (tumor) or 40-μm (dLN) nylon cell strainers to remove macroscopic debris. Cells were washed and counted as described above.

### Flow cytometry

For staining, 2 × 10^6^ cells were stained with Zombie Aqua Viability Dye from BioLegend (#423102) in PBS for 10 min on ice, and then Fc receptors were blocked with α-CD16/CD32 antibodies from BD Biosciences (2.4G2) for an additional 10 min. After centrifugation, the supernatant was removed and cell were stained with a surface antibody cocktail containing in FACS buffer (PBS, 2 mM EDTA, 2% FBS) and Brilliant Stain Buffer Plus from BD Biosciences (#566385) for 20 min on ice. The following antibodies were purchased from BioLegend: F4/80-PerCP/Cy5.5 (BM8), CD11c-PE/Cy7 (N418), CCR7-PE (4B12), CD90.2-A700 (30-H12), CD19-A700 (6D5), MHC-II-BV421 (M5/114.14.2), CD11b-BV605 (M1/70), CD8α-BV650 (53-6.7), and Ly6C-BV711 (HK1.4). CD40-FITC (HM40-3), CD103-APC (2E9), and CD24-APC e780 (M1/69) were obtained from Thermo Fisher Scientific. CD80-PE CF594 (16-10A1) and CD45-BV786 (30-F11) were purchased from BD Biosciences. After surface staining, cells were washed in FACS buffer and fixed for 20 min on ice with Fixation/Permeabilization Buffer from BD Biosciences (#554722). All samples were resuspended in FACS buffer and acquired on a BD Fortessa flow cytometer. Data were analyzed using FlowJo software from Tree Star, v10.7. cDC1 in the tumor were gated as leukocytes/single cells/live/CD45^+^/CD90.2^−^CD19^−^/Ly-6C^−^/MHC-II^+^/CD24^+^F4-80^−^/CD11b^−^/CD103^+^. In the TdLN, migratory CD103^+^ cDC1 were gated as leukocytes/single cells/live/CD45^+^/CD90.2^−^CD19^−^/Ly-6C^−^/MHC-II^+^ CD11c^+^/CD8α^−^/CD103^+^, and resident CD8α^+^ cDC1 were gated as leukocytes/single cells/live/CD45^+^/CD90.2^−^CD19^−^/Ly-6C^−^/MHC-II^+^ CD11c^+^/CD103^−^/CD8α^+^. cDC2 in the tumor were gated as leukocytes/single cells/live/CD45^+^/CD90.2^−^CD19^−^/Ly-6C^−^/MHC-II^+^/CD24^+^F4-80^−^/CD103^−^/CD11b^+^. In the TdLN, migratory CD11b^+^ cDC2 were gated as leukocytes/single cells/live/CD45^+^/CD90.2^−^CD19^−^/Ly-6C^−^/MHC-II^high^ CD11c^+^/CD8α^−^/CD103^−^/CD11b^+^, and resident CD11b^+^ cDC2 were gated as leukocytes/single cells/live/CD45^+^/CD90.2^−^CD19^−^/Ly-6C^−^/MHC-II^int^ CD11c^+^/CD8α^−^/CD103^−^/CD11b^+^.

### Bone marrow chimeras

Bone marrow chimeras were generated using B6.SJL recipient mice that were irradiated with 10 Gy of radiation. Bone marrow cells were isolated from WT C57BL/6, CCR7^−/−^, Zbtb46^dtr^, or Kaede CCR7^−/−^ donor mice femurs and tibias using a 27-G needle. Cells were filtered through a 70-μm cell strainer to generate a single-cell suspension and resuspended in PBS. Recipient mice received 1.5–2.5 × 10^6^ of each specified donor bone marrow cells for a total of 3–5 × 10^6^ cells/recipient animal that were transferred by retro-orbital injection. Tumors were implanted 8–10 wk after bone marrow reconstitution. Diphtheria toxin from Millipore-Sigma (#D0564) was administered 3 d before radiation at 20 ng/g intraperitoneally for initial DC depletion. This was followed by an additional 3 doses of 5 ng/g of diphtheria toxin that were given every 3 d to maintain depletion.

### Single-cell RNA sequencing

Panc02-SIY or MC38 tumors were treated ±12 Gy radiation as described above. Tumors were harvested 24 h posttreatment (n = 3 animals/group), processed into a single-cell suspension as described above and magnetically enriched using CD45^+^ TIL MicroBeads (Miltenyi Biotec). Enriched cells were labeled with viability dye and CD45-APC. Live CD45^+^ cells were sorted using a 100-μM nozzle on a BD Biosciences Aria cell sorter, and cells were processed according to the manufacturers protocol for the Chromium Single Cell 3′ Reagent Kit (v3.0) from 10X Genomics. Libraries were sequenced using an Illumina NovaSeq 6000 using the NovaSeq 6000 S2 Reagent Kit (v1.0). Data were processed using the Cell Ranger pipeline (v3.1) and subsequently analyzed with the Loupe Browser from 10X Genomics (v5.0). Using the Loupe Browser, differentially expressed genes between groups were considered significant if fold change of gene expression was > 1.3, and the Benjamini–Hochberg adjusted *P*-value was < 0.1. IPA software was from QIAGEN (v01-19-00), using default settings for Core Analysis. IPA canonical pathways related to “cellular immune response” with an absolute z-score greater than 2.0 and −log(*P*-value) greater than 1.3 were considered significant.

### Statistics

Data were analyzed and graphed using Prism from GraphPad Software (v9.0). Individual data sets were compared using *t* test, and analysis across multiple groups was performed using one-way ANOVA with individual groups assessed using Tukey’s comparison. Kaplan–Meier survival curves were compared using a log-rank test.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (58) and are accessible through GEO Series accession number GSE201026 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201026).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

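The deposited counts are UMI counts per barcode and gene that the authors made with Cell Ranger 3.1 from 10x 3' version 3.0 libraries, with 1 matrix per library. Whole numbers, the number of features and the total per library were checked in each of the 16 matrices, and the values are raw and not scaled. An aggregated matrix of all libraries has a lower total than the libraries (165237811 against 187735117 UMIs) and was not used. Alignment, UMI counting and cell calling are the authors' work. The genome build and annotation are not stated, so no coordinates were used. Numbers of the paper's supplementary lists were read from its spreadsheets, and 1998 genes were read from the part of Table S1 that could be parsed.

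All 28678 called barcodes were kept, as the paper states no cell filter. Counts per barcode were scaled to CP10k (counts per 10000 UMIs) and log transformed with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, anndata 0.12.19), 2000 variable genes were chosen, and 30 principal components were taken. A graph of shared neighbors (20 per barcode) was split with leidenalg 0.10.2 and igraph 0.11.9 at resolution 1. A cluster was named when at least 3 markers of a class were raised by a log2 fold above 1 over the mean of clusters with at least 50 barcodes, with a pseudocount of 20 CPM. The class with the highest share of raised markers gave the name. A cluster was left unnamed when classes tied, when another class had more markers among its 10 leading genes, when its median UMIs relative to the library median were below 1/3 and none of its own markers was among the leading genes, or when it shared more than 5 leading genes with a cluster of another class whose markers were more fully raised. The cDC-like barcodes were clustered again, and subsets were named in the same way, without the rule on shared leading genes, from markers raised above 0.5. Their clusters in which macrophage or monocyte markers led were left unnamed. A cDC is a barcode in a cDC-like cluster with at least 1 UMI of Zbtb46. The paper's cDC definition uses 1 cluster of the Loupe browser, which was not analysed here.

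Counts were summed per mouse over cDCs, over all CD45+ barcodes, over classes with at least 10 barcodes per mouse and over subsets with at least 3. The sums were fitted in R 4.3.3 with edgeR 4.0.16 (filterByExpr, with a minimum count of 3 and a total of 15 for cDCs, and defaults of 10 and 15 otherwise; TMM; robust quasi-likelihood F tests; 1 coefficient per group over all 4 groups). Genes were called at a Benjamini-Hochberg adjusted p below 0.1 and a fold change above 1.3, as the paper's methods state, while the legend of Fig S7 gives a log2 fold change of 0.58, which was run as an alternative. Gene lists were tested with camera (correlation 0.01) in limma 3.58.1, adjusted over lists and comparisons of a population, with fry and with camera at an estimated correlation as alternatives. The lists hold 51 interferon-stimulated genes, 37 DC maturation genes, 42 p53 targets, 30 macrophage and monocyte genes and 18 type I interferon genes. They were written from general knowledge, and the lists of Figs 4C, S6 and S8 and of the text were copied from the paper. Shares of barcodes were compared by exact permutation of the mice, two-sided, adjusted within each family of shares at 0.1.

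Alternatives were DESeq2 1.42.0, RLE scaling, library size alone, no filter, a minimum count of 10, an adjusted p below 0.05, a log2 fold change above 0.58, only the 2 groups compared, replicate numbers as a block, Scrublet doublets removed, a cell filter (at least 500 genes and at most 10% mitochondrial UMIs, which keeps 22305 barcodes), thinning to the lowest mean of 2520.1 UMIs per barcode, 10 principal components, resolution 2, all barcodes of the cDC-like clusters, only mice with at least 3 cDCs (which left none out), and leaving out each mouse. The automatic Scrublet threshold marked 42 barcodes (0.146%), so the 5% of barcodes with the highest scores in each library were removed instead, 1434 in all and 8 of the cDCs. The groups, tests, thresholds, gene lists and alternatives were fixed before the data were examined, except those named as chosen later. Chosen later were keeping each barcode only in the library of its tumor with the most UMIs, the 5% rule for doublets, thinning for the gene lists, every alternative for the class shares and for tests within classes and subsets, the leave-one-out values of the paper's listed genes, and the tests of explanations named as chosen after a result was seen.

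Genes named in the text are among those the paper's text or Figs 4C, S6 and S8 name, genes called as raised in both tumors, the first 5 of each supplementary list, whose values in the paper had been seen, the 5 largest rises and falls per comparison among called genes whose groups do not overlap, the type I interferon genes, and called genes of the macrophage and monocyte list. The tests were also run on simulated data with the depth and spread of each population. Of 200 genes with a simulated change, edgeR called 52 for cDCs in MC38 with radiation and 65 between irradiated tumors, with 2 and 6 false calls, and 85 in Panc02-SIY with radiation and 73 between untreated tumors, with 13 and 8 false calls. For all CD45+ cells it called 160, 158, 173 and 163 in the same order, with 12, 16, 27 and 18 false calls. Within classes and subsets the share of false calls was highest in DC1-like cells (62 called and 15 false calls).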

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

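Tests chosen only after a result was seen are those that keep each barcode in 1 library, the comparison of barcode sharing with chance, those on class or subset shares of the CD45+ genes, the fry test and the count of lower genes of the interferon list, the T and NK cell share, the subset and depth tests of the genes that differ between irradiated cDCs, and those on the cDC, DC1-like and DC2-like shares. Thinning for the gene lists was also chosen after the data were seen.

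Barcodes shared between MC38 libraries appear in data the paper does not discuss. Pairs of MC38 libraries share a median of 964.5 barcodes (830 to 1088), against 0 (0 to 3) for pairs of an MC38 and a Panc02-SIY library and 82 (67 to 118) for pairs of Panc02-SIY libraries. Chance reuse of barcodes is excluded by the median of 964.5 against 0. The Panc02-SIY libraries held 1180 to 4538 barcodes and the MC38 libraries 1008 to 1460, so a smaller size does not explain the 0. Free RNA of the library is also excluded, since 1 of 1973 copies (0.0507%) correlated more with the sum of its library than with its own barcode in the richest library. The values needed if transcripts of 1 cell had been assigned to other MC38 libraries are present, since 100% of the copies (95% binomial interval 99.8% to 100%) correlated more with the same barcode in its richest library than with another barcode. A candidate explanation is therefore a mixing of molecules among MC38 libraries, for instance during pooled sequencing. Sharing was strongest for deep barcodes: those in all 8 libraries had a median of 28519 UMIs in the richest library, and those in only 1 library had 2153. Whether the mixing arose in sequencing or in the matrices was not tested, and no biological explanation was tested.

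A different change with radiation in the tumors was found for 334 genes over all CD45+ cells (194 up and 140 down in MC38 relative to Panc02-SIY, the difference itself tested, 1773 at an unadjusted p below 0.05). Scaling by library size alone gave 40 and 426 and moved the median difference of all genes from 0.06 to -0.11. Splits of the mice gave as many genes in 2 of 100, with up to 826 genes in a shuffled split. They exchange treated and untreated mice within each tumor, so they test for no radiation effect and not for an equal effect. Whether chance explains the difference is therefore not decided by them. Mixing of the MC38 libraries fits as a technical contribution, because 43 genes passed with each barcode kept in 1 library. Shares of cell classes cannot be told apart from a change within cells, because within macrophage-like cells 3 of the 324 genes tested there were called in the same direction while 90.7% had the same sign. The count was 169 without untreated MC38 replicate 1, 159 without untreated MC38 replicate 2, 105 without untreated MC38 replicate 3, 18 without untreated MC38 replicate 4, 64 without irradiated MC38 replicate 1, 181 without irradiated MC38 replicate 2, 123 without irradiated MC38 replicate 3, 170 without irradiated MC38 replicate 4, 523 without untreated Panc02-SIY replicate 1, 187 without untreated Panc02-SIY replicate 2, 57 without irradiated Panc02-SIY replicate 1 and 75 without irradiated Panc02-SIY replicate 3. A biological difference between the tumors stays open.

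Fewer genes changed with radiation over all CD45+ cells in MC38 (503) than in Panc02-SIY. Mixing of the MC38 libraries fits as an explanation for part of this, since the MC38 count was 1455 with each barcode kept in 1 library. The MC38 count also rose with all barcodes kept when only the 2 groups were fitted, so it depends on the fit as well. Splits gave as many genes in 1 of 35 for MC38, which argues against chance, and in 2 of 35 for Panc02-SIY, where chance cannot be excluded.

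The interferon-stimulated list changed differently with radiation in cDCs of the tumors (camera adjusted p 3.9e-07, lower in MC38) and over all CD45+ cells (1.3e-04). In cDCs a few genes as the whole source are excluded, since 41 of 49 genes were lower in MC38. Genes of the list varying together between mice fit as the source of the small p, since fry gave 0.303. Depth as the whole cause is excluded, since thinned libraries gave 5.9e-05 in the same direction. Splits gave as small a p in 21 of 100 for cDCs and in 50 of 100 for all CD45+ cells, so chance cannot be excluded for either. The adjusted p over all CD45+ cells was 0.688 with each barcode kept in 1 library. A biological difference in the response of the tumors stays open.

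Other lists also differed in their change with radiation. The DC maturation list in cDCs rose less in MC38 (0.0153), and 53 of 100 splits gave as small a p. It did not pass in 5 cases (0.148 without untreated MC38 replicate 1, 0.701 without irradiated MC38 replicate 3, 0.258 without untreated Panc02-SIY replicate 2, 0.140 without untreated Panc02-SIY replicate 4 and 0.173 without irradiated Panc02-SIY replicate 2). The p53 target list in cDCs rose more in MC38 (0.0804, 60 of 100 splits), with 0.113 without untreated MC38 replicate 3, 0.145 without irradiated MC38 replicate 1, 0.255 without irradiated MC38 replicate 4, 0.486 without untreated Panc02-SIY replicate 3, 0.260 without irradiated Panc02-SIY replicate 2 and 0.121 without irradiated Panc02-SIY replicate 4. The macrophage and monocyte list gave 0.0902 (27 of 100 splits), with a median difference of -0.01 and a mean of 0.48, and did not pass with 0.323 without untreated MC38 replicate 1, 0.110 without untreated MC38 replicate 2, 0.175 without untreated MC38 replicate 3, 0.227 without irradiated MC38 replicate 2, 0.145 without irradiated MC38 replicate 3, 0.121 without irradiated MC38 replicate 4, 0.626 without untreated Panc02-SIY replicate 3 and 0.325 without irradiated Panc02-SIY replicate 2. The p53 list over all CD45+ cells gave 0.0282 (67 of 100 splits), with a median of -0.10 and a mean of 0.02, and 0.104 without untreated MC38 replicate 2, 0.276 without irradiated MC38 replicate 1 and 0.115 without untreated Panc02-SIY replicate 2. Chance cannot be excluded for any of these 4 lists, and a difference between the tumors stays open.

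The cDC share of CD45+ barcodes changed differently with radiation (a difference of -0.679 percentage points, exact p 0.0139 over 4900 regroupings, adjusted p 0.0231). Mixing of the MC38 libraries as the whole cause is excluded, since the difference was -1.45 points with an adjusted p of 0.0265 with each barcode kept in 1 library. Detection of Zbtb46 at different depths cannot be told apart from a change in cDC number, since the difference kept its direction (-0.767 points) with all cDC-like barcodes but had a p of 0.190. The DC1-like and DC2-like shares also changed differently (25.2 points, adjusted p 0.0214, and -22.6 points, adjusted p 0.0214). Mixing cannot be told apart there, since with each barcode kept in 1 library the differences were 30.6 and -26.7 points with adjusted p of 0.148 for both. A biological difference between the tumors stays open for these shares.

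The p53 target list rose with radiation over all CD45+ cells, which the paper does not analyse (camera adjusted p 1.2e-46 in MC38 and 7.0e-34 in Panc02-SIY). Class shares as the whole cause are excluded, since the list rose within macrophage-like and T cell-like cells, with 5.6e-09 as the largest adjusted p of these 4 tests. Depth is excluded as the whole cause, since thinned libraries gave 1.5e-28 as the larger of the tumors' adjusted p. Only the real split gave as small a p in both tumors (1 of 35), which argues against chance. Cells responding to the dose stay open as a biological explanation. Mixing of the MC38 libraries as the whole cause is excluded, since the list rose in MC38 with each barcode kept in 1 library (5.2e-45, median log2 fold change 1.06).

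Macrophage and monocyte genes were higher in irradiated MC38 than in irradiated Panc02-SIY cDCs (camera adjusted p 2.2e-16, 1 of 35 splits, which argues against chance), a list the paper does not analyse. Of its 30 genes, 3 are in Fig S6 and 1 is a regulator named in the text. The list was also higher within DC2-like cells (2.2e-09) and mregDC-like cells (5.2e-19), which argues against shares of the named DC subsets as the whole cause. These tests used all barcodes and left out the unnamed cDC-like clusters. In the clusters of these subsets with mostly MC38 barcodes, 60.6% and 92.6% of barcodes had more UMIs in another library, so such shares are not excluded. The tumors' cells of each subset lay largely in different clusters, so shares of finer states stay open. Macrophages or their free RNA among the MC38 cDCs cannot be told apart from expression by the cDCs. The excess of MC38 over Panc02-SIY cDCs was taken as a share of the level in MC38 macrophage-like cells. It was low for the abundant macrophage genes (C1qa 2.32%, C1qb 3.46%, C1qc 3.09%, Apoe 1.89%). Among the other called genes, some had a share above that of each abundant gene (for instance Fcgr1 22.9%, Tyrobp 21.1%, Fcgr3 16.3%, Csf1r 13.1% and Cd14 7.41%) and 5 did not (Ccl7 3.28%, Trem2 2.25%, Lyz2 2.19%, Ccl12 2.04% and Ms4a7 1.90%). The median of the other called genes was 1.07, 1.34, 1.95 and 2.31 times the mean of the abundant genes in the 4 mice, and the lowest of these ratios leaves the question open. A difference between the tumors stays open.

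Single mice far from the other 3 of their group were found in 3 of 60 groups of depth, shares and interferon, where 3 are expected, and in 11 of 118 groups of named genes, where 5.9 are expected. Chance gives about 1 in 20 groups. The value beside each is the gap to the nearest mouse over the range of the group, where 0.83 is the limit for 4 mice. Untreated MC38 replicate 3 had a cDC share of 1.18% against 0.773% to 0.837% (0.842), and untreated Panc02-SIY replicate 3 a DC2-like share of 24.6% against 11.8% to 12.2% (0.962). Irradiated Panc02-SIY replicate 4 had 7.83% neutrophil-like cells against 13.8% to 14.7% (0.874). In cDCs, untreated MC38 replicate 1 had 130 CPM of Cd274 against 57.6 to 66.2 (0.881), untreated MC38 replicate 2 had 6.62 CPM of Phlda3 against 0 (1), untreated Panc02-SIY replicate 4 had 1.04 CPM of Ngfr against 0 (1), and irradiated MC38 replicate 3 had 45.0 CPM of Clec9a against 13.5 to 15.9 (0.922). Irradiated Panc02-SIY replicate 2 had 196 CPM of Cd40 against 92.0 to 96.4 (0.957), 1445 CPM of Ccr7 against 467 to 615 (0.849) and 235 CPM of Relb against 96.4 to 111 (0.893), genes raised in mregDC-like cells. The same mouse over all CD45+ cells had 417 CPM of Ifng against 191 to 221 (0.868). Irradiated Panc02-SIY replicate 4 had 73.5 CPM of Fcrl5 against 14.2 to 21.9 (0.871), and irradiated MC38 replicate 3 had 0.173 CPM of Il17a against 0 (1). In monocyte-like cells irradiated Panc02-SIY replicate 1 had 566 CPM of Spp1 against 16.6 to 76.0 (0.892). No technical or biological explanation was tested for single mice.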

How the results depend on the processing

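Chosen after the data were seen were keeping each barcode in 1 library, alone or with all cDC-like barcodes, thinning for the gene lists, every alternative for the classes and subsets, the doublet, cell filter and leave-one-out values of the class shares, and the leave-one-out values of the paper's listed genes. The doublet rule was also set later, and its values are counted here with the alternatives set beforehand. Apart from leaving out mice, 123 of 149 counts of called genes under alternatives set beforehand stayed within 1.5 times the first count, 115 of 150 gene list results and 570 of 631 named gene results kept their direction and their side of the threshold, and 72 of 100 share results did so. With 1 mouse left out these were 133 of 176, 431 of 480, 768 of 864 and 301 of 320. Of the added alternatives, 35 of 47 counts, 49 of 60 list results, 91 of 103 named gene results and 28 of 38 shares did so. A fit of only 2 groups was not run for the difference between the tumors in the change with radiation, which needs all 4. The cause of the changes given here was not tested, except where an alternative tests fewer genes or fewer cells by construction.

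In MC38 cDCs the total of genes called with radiation was 33 with DESeq2, 26 without the filter, 2 with thinned libraries (4481 genes tested instead of 8305), 2 with each barcode kept in 1 library, and 13 when all cDC-like barcodes were used as well. It ranged from 2 to 10 with 1 mouse left out and was 2 without untreated MC38 replicate 1, 4 without untreated MC38 replicate 2, 4 without untreated MC38 replicate 3 and 2 without irradiated MC38 replicate 4. In Panc02-SIY cDCs it was 16 at an adjusted p below 0.05, 209 without the filter, 73 with doublets removed, 23 with a minimum count of 10, 145 with all cDC-like barcodes, 84 with 10 principal components, and 13 with all cDC-like barcodes each kept in 1 library. It ranged from 8 to 223 with 1 mouse left out and was 70 without irradiated MC38 replicate 1, 223 without untreated Panc02-SIY replicate 1, 9 without untreated Panc02-SIY replicate 2, 8 without untreated Panc02-SIY replicate 4, 23 without irradiated Panc02-SIY replicate 1, 12 without irradiated Panc02-SIY replicate 3 and 62 without irradiated Panc02-SIY replicate 4. Splits gave as many genes in 1 of 35 for MC38, the lowest share possible, and in 2 of 35 for Panc02-SIY, where chance cannot be excluded. The MC38 count was 7, with at most 3 genes in another split, and these shares do not set the tumors apart. Of the paper's listed genes, the number called with 1 mouse left out ranged from 1 to 4 in MC38 (1 without untreated MC38 replicate 1, 1 without irradiated MC38 replicate 3 and 1 without irradiated MC38 replicate 4) and from 5 to 80 in Panc02-SIY (24 without irradiated MC38 replicate 1, 80 without untreated Panc02-SIY replicate 1, 7 without untreated Panc02-SIY replicate 2, 5 without untreated Panc02-SIY replicate 4, 9 without irradiated Panc02-SIY replicate 1 and 6 without irradiated Panc02-SIY replicate 3).

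Between untreated tumors the cDC total was 393 at an adjusted p below 0.05, 148 with thinned libraries and 1774 with all cDC-like barcodes, and it ranged from 414 to 796 with 1 mouse left out (422 without untreated MC38 replicate 1, 421 without untreated MC38 replicate 3, 414 without untreated Panc02-SIY replicate 2 and 449 without untreated Panc02-SIY replicate 4). Between irradiated tumors it was 508 at an adjusted p below 0.05, 351 with thinned libraries and 2222 with all cDC-like barcodes, and it ranged from 546 to 1121 (546 without irradiated MC38 replicate 3, 559 without irradiated Panc02-SIY replicate 3 and 608 without irradiated Panc02-SIY replicate 4). For both comparisons only the real split gave as many (1 of 35), which argues against chance. For the difference between the tumors in the change with radiation, 13 genes passed without the filter, and 0 to 4 with 1 mouse left out (1 without irradiated MC38 replicate 1 and 4 without untreated Panc02-SIY replicate 1), where a count of 0 is reached by all 100 splits whatever the grouping, so they say nothing about chance. Genes raised in both tumors numbered 2 with each barcode kept in 1 library, also with all cDC-like barcodes, 0 with thinned libraries, and from 2 to 4 with 1 mouse left out (2 without untreated MC38 replicate 1, 2 without untreated MC38 replicate 3, 2 without irradiated MC38 replicate 4, 2 without untreated Panc02-SIY replicate 4 and 2 without irradiated Panc02-SIY replicate 3).

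The MC38 total over all CD45+ cells with radiation was 285 at an adjusted p below 0.05, 272 at a log2 fold change above 0.58, 307 without the filter, 1033 with only the 2 groups and 1455 with each barcode kept in 1 library. It ranged from 237 to 666 with 1 mouse left out (244 without untreated MC38 replicate 1, 319 without untreated MC38 replicate 3, 288 without untreated MC38 replicate 4, 330 without irradiated MC38 replicate 2, 237 without irradiated MC38 replicate 3 and 313 without irradiated MC38 replicate 4). The Panc02-SIY total was 1133 at a log2 fold change above 0.58. The difference between the tumors gave 100 genes at an adjusted p below 0.05, 197 at a log2 fold change above 0.58, 504 with DESeq2, 107 without the filter and 43 with each barcode kept in 1 library, and 18 to 523 with 1 mouse left out (169 without untreated MC38 replicate 1, 159 without untreated MC38 replicate 2, 105 without untreated MC38 replicate 3, 18 without untreated MC38 replicate 4, 64 without irradiated MC38 replicate 1, 181 without irradiated MC38 replicate 2, 123 without irradiated MC38 replicate 3, 170 without irradiated MC38 replicate 4, 523 without untreated Panc02-SIY replicate 1, 187 without untreated Panc02-SIY replicate 2, 57 without irradiated Panc02-SIY replicate 1 and 75 without irradiated Panc02-SIY replicate 3). Splits gave as many genes in 1 of 35 for MC38, for untreated tumors and for irradiated tumors, which argues against chance for these. For the difference it was 2 of 100, where the splits test for no radiation effect and cannot decide on chance.

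Within classes between irradiated tumors, keeping each barcode in 1 library gave 1551 genes in monocyte-like cells, 588 in T cell-like cells, 822 in DC2-like cells, 42 in DC1-like cells and 19 in mregDC-like cells, with fewer cells by construction. The DC1-like total ranged with 1 mouse left out from 181 to 411 (181 without irradiated MC38 replicate 1) and the mregDC-like total from 324 to 645 (324 without irradiated MC38 replicate 1 and 372 without irradiated MC38 replicate 2). For macrophage-like, monocyte-like, T cell-like, DC2-like, DC1-like and mregDC-like cells only the real split gave as many genes (1 of 35), which argues against chance.

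For the interferon list in cDCs, camera adjusted p values did not hold with fry or with the correlation between genes estimated in MC38 with radiation (0.492 and 0.425), between irradiated tumors (0.462 for both) and for the difference (0.303 and 0.357), and with the estimated correlation between untreated tumors (0.113). With 1 mouse left out the p ranged from 7.5e-14 to 0.229 in MC38 (0.229 without irradiated MC38 replicate 4) and from 4.5e-09 to 0.182 between irradiated tumors (0.182 without irradiated MC38 replicate 4). Splits gave as small a p in 15 of 35 for MC38, 2 of 35 for Panc02-SIY, 2 of 35 for untreated and 15 of 35 for irradiated tumors, so chance cannot be excluded for any of them. The difference over all CD45+ cells did not hold with fry (0.262), the estimated correlation (0.321) or each barcode kept in 1 library (0.688). There, splits gave as small a p in 1 of 35 for MC38 and for irradiated tumors, which argues against chance. It was 3 of 35 for Panc02-SIY and 2 of 35 for untreated tumors, where chance cannot be excluded.

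For the DC maturation list in cDCs with radiation in MC38, the direction was reversed with thinned libraries (0.637) and all cDC-like barcodes (0.454). With 1 mouse left out the p ranged from 0.0107 to 0.955 (0.393 without untreated MC38 replicate 1, 0.697 without untreated MC38 replicate 2, 0.830 without irradiated MC38 replicate 2, 0.0139 without irradiated MC38 replicate 3, 0.0107 without irradiated MC38 replicate 4, 0.757 without untreated Panc02-SIY replicate 1 and 0.803 without irradiated Panc02-SIY replicate 1). In Panc02-SIY the rise did not hold with fry (0.492) or the estimated correlation (0.504) and ranged from 2.4e-06 to 0.187 (0.187 without untreated Panc02-SIY replicate 2 and 0.142 without irradiated Panc02-SIY replicate 2). Between untreated tumors it was reversed with thinned libraries (0.598) and ranged from 0.0978 to 0.945 (0.806 without untreated MC38 replicate 4, 0.214 without untreated Panc02-SIY replicate 1 and 0.0978 without untreated Panc02-SIY replicate 2). Between irradiated tumors it did not hold with thinned libraries (0.290), fry (0.303) or the estimated correlation (0.565), and it ranged from 6.4e-05 to 0.468 (0.468 without irradiated MC38 replicate 3 and 0.148 without irradiated Panc02-SIY replicate 2). For the difference it did not hold with fry (0.492) or the estimated correlation (0.565), and it ranged from 6.6e-06 to 0.701 (0.148 without untreated MC38 replicate 1, 0.701 without irradiated MC38 replicate 3, 0.258 without untreated Panc02-SIY replicate 2, 0.140 without untreated Panc02-SIY replicate 4 and 0.173 without irradiated Panc02-SIY replicate 2). Splits gave as small a p in 33, 18, 33 and 16 of 35 for MC38, Panc02-SIY, untreated and irradiated tumors, so chance cannot be excluded.

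For the p53 target list in cDCs between untreated tumors, all cDC-like barcodes gave 0.00892, now past the threshold. Between irradiated tumors the list did not hold with fry (0.203) or the estimated correlation (0.342). For the difference it did not hold with the replicate numbers as a block (0.115), thinned libraries (0.541), fry (0.648) or the estimated correlation (0.462), it was reversed with all cDC-like barcodes (0.835), and it ranged from 0.00305 to 0.486 (0.113 without untreated MC38 replicate 3, 0.145 without irradiated MC38 replicate 1, 0.255 without irradiated MC38 replicate 4, 0.486 without untreated Panc02-SIY replicate 3, 0.260 without irradiated Panc02-SIY replicate 2 and 0.121 without irradiated Panc02-SIY replicate 4). Splits gave as small a p in 1 of 35 for radiation in each tumor, which argues against chance. It was 18 and 7 of 35 for untreated and irradiated tumors, where chance cannot be excluded. Over all CD45+ cells the list between untreated tumors did not hold with each barcode kept in 1 library (0.276) or the estimated correlation (0.334). Between irradiated tumors it passed with each barcode kept in 1 library (0.0385) and with fry (1.6e-04), and it ranged from 0.0465 to 0.142 (0.0995 without untreated MC38 replicate 1, 0.0973 without untreated MC38 replicate 3, 0.0465 without irradiated MC38 replicate 1, 0.0956 without untreated Panc02-SIY replicate 1 and 0.0989 without irradiated Panc02-SIY replicate 4). For the difference it was reversed with each barcode kept in 1 library (0.0598), did not hold with fry (0.296) or the estimated correlation (0.321), and ranged from 0.00887 to 0.276 (0.104 without untreated MC38 replicate 2, 0.276 without irradiated MC38 replicate 1 and 0.115 without untreated Panc02-SIY replicate 2). Splits over all CD45+ cells gave 1 of 35 for radiation in each tumor, and 5 and 15 of 35 for untreated and irradiated tumors, where chance cannot be excluded.

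For the macrophage and monocyte list in cDCs with radiation in MC38, the rise did not hold with all cDC-like barcodes (0.107), fry (0.492) or the estimated correlation (0.342), and it ranged from 0.00325 to 0.111 (0.111 without untreated MC38 replicate 1). In Panc02-SIY it passed with thinned libraries (0.0251) and ranged from 0.270 to 0.963, with the direction reversed at 0.497 without untreated Panc02-SIY replicate 1, 0.955 without untreated Panc02-SIY replicate 2, 0.864 without untreated Panc02-SIY replicate 4, 0.803 without irradiated Panc02-SIY replicate 1 and 0.804 without irradiated Panc02-SIY replicate 4. For the difference it did not hold with the replicate block (0.103), each barcode kept in 1 library (0.104), doublets removed (0.140), thinned libraries (0.637), all cDC-like barcodes (0.670), fry (0.640) or the estimated correlation (0.462), and it ranged from 0.0175 to 0.626 (0.323 without untreated MC38 replicate 1, 0.110 without untreated MC38 replicate 2, 0.175 without untreated MC38 replicate 3, 0.227 without irradiated MC38 replicate 2, 0.145 without irradiated MC38 replicate 3, 0.121 without irradiated MC38 replicate 4, 0.626 without untreated Panc02-SIY replicate 3 and 0.325 without irradiated Panc02-SIY replicate 2). Splits gave as small a p in 4 and 33 of 35 for radiation in MC38 and Panc02-SIY, where chance cannot be excluded. It was 1 of 35 for untreated and for irradiated tumors, which argues against chance.

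The DC1-like share in MC38 fell instead of rising with the cell filter (-0.294 points) and with each barcode kept in 1 library (-2.26), and it ranged from -0.233 to 1.53 with 1 mouse left out (-0.233 without irradiated MC38 replicate 4). Its fall in Panc02-SIY did not pass among barcodes with a Zbtb46 transcript (-27.9), with the cell filter (-30.7), at resolution 2 (-16.4) or with each barcode kept in 1 library (-32.9), and it ranged from -28.7 to -20.3 (-24.6 without irradiated Panc02-SIY replicate 1, -23.0 without irradiated Panc02-SIY replicate 2, -23.5 without irradiated Panc02-SIY replicate 3 and -26.8 without irradiated Panc02-SIY replicate 4). Between tumors it did not pass among barcodes with a Zbtb46 transcript (-44.6 untreated, -14.1 irradiated) or with each barcode kept in 1 library (-43.1 and -12.5). The DC2-like share in MC38 was reversed with 10 principal components (0.415). Between untreated tumors it passed with 10 principal components (29.5) and at resolution 2 (15.3). In Panc02-SIY its rise did not pass among barcodes with a Zbtb46 transcript (29.1) or with each barcode kept in 1 library (26.3), and it ranged from 17.3 to 23.8 (17.3 without irradiated Panc02-SIY replicate 3 and 20.9 without irradiated Panc02-SIY replicate 4). Between irradiated tumors it did not pass among barcodes with a Zbtb46 transcript (-14.7) or at resolution 2 (-2.53), and it was reversed with 10 principal components (11.6) and with each barcode kept in 1 library (0.307).

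The mregDC-like share in MC38 was reversed with the cell filter (0.484). Between untreated tumors it was reversed with the cell filter (-5.91), 10 principal components (-1.09) and resolution 2 (-0.771), and it ranged from -2.05 to 8.19 (8.19 without untreated Panc02-SIY replicate 1 and -2.05 without untreated Panc02-SIY replicate 2). It was reversed in Panc02-SIY among barcodes with a Zbtb46 transcript (-1.19) and ranged from -1.62 to 8.63 (8.63 without untreated Panc02-SIY replicate 1 and -1.62 without untreated Panc02-SIY replicate 2). Between irradiated tumors it passed with 10 principal components (-7.06) and at resolution 2 (-5.73). The share in no named subset between tumors did not pass among barcodes with a Zbtb46 transcript (15.0 untreated, 33.4 irradiated) or with each barcode kept in 1 library (9.09 and 15.4). It was reversed in Panc02-SIY with 10 principal components (-1.97) and resolution 2 (-0.670), and it ranged from -1.19 to 3.21 (-1.19 without irradiated Panc02-SIY replicate 1).

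The cDC share between untreated tumors was 3.02 points higher in MC38 and passed with all cDC-like barcodes, and it was reversed with the cell filter (-0.182) and 10 principal components (-0.118), ranging from -0.0771 to 0.0914 (-0.0771 without untreated MC38 replicate 3 and -0.0695 without untreated Panc02-SIY replicate 2). Between irradiated tumors it was reversed with all cDC-like barcodes (2.25) and with each barcode kept in 1 library (0.195), ranging from -0.790 to -0.570 (-0.768 without irradiated MC38 replicate 4 and -0.790 without irradiated Panc02-SIY replicate 1). With radiation it ranged from -0.358 to -0.159 in MC38 (-0.358 without irradiated MC38 replicate 4) and from 0.334 to 0.554 in Panc02-SIY (0.426 without irradiated MC38 replicate 4 and 0.554 without irradiated Panc02-SIY replicate 1). The monocyte-like share between irradiated tumors was reversed with each barcode kept in 1 library (-2.69) and ranged from 5.19 to 7.07 (5.67 without irradiated Panc02-SIY replicate 1, 5.56 without irradiated Panc02-SIY replicate 2 and 6.75 without irradiated Panc02-SIY replicate 3), and its rise in Panc02-SIY ranged from 3.99 to 5.33 (3.99 without irradiated Panc02-SIY replicate 3). The T cell-like share between irradiated tumors ranged from -26.7 to -20.3 (-22.8 without irradiated MC38 replicate 1, -22.9 without irradiated MC38 replicate 2, -22.9 without irradiated MC38 replicate 3 and -23.0 without irradiated MC38 replicate 4).

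The rise of type I interferon transcripts in Panc02-SIY ranged from 0.0896 to 0.2002 CPM, and passed without irradiated Panc02-SIY replicate 3 at the latter value. Of the genes the paper lists, the number called with radiation in MC38 was 9 with DESeq2, 12 without the filter and 1 with each barcode kept in 1 library. For Panc02-SIY it was 28 with DESeq2, 58 without the filter and 46 with all cDC-like barcodes. Among named genes in cDCs, the direction was reversed for Mb21d1 between irradiated tumors with all cDC-like barcodes (0.27), for Cd80 with each barcode kept in 1 library (0.053), and, with 1 mouse left out, for Cd274 with radiation in MC38 (-0.28 to 0.69, -0.28 without irradiated MC38 replicate 4), Mb21d1 (-0.83 to 0.071, 0.04 without irradiated MC38 replicate 1 and 0.07 without irradiated MC38 replicate 4), Cd40 (-0.84 to 0.21, 0.21 without irradiated MC38 replicate 3 and 0.13 without irradiated Panc02-SIY replicate 2) and Cd80 (-0.50 to 0.17, 0.11 without irradiated MC38 replicate 1, 0.17 without irradiated MC38 replicate 2 and 0.14 without irradiated Panc02-SIY replicate 3). Ddx58 over all CD45+ cells was reversed with library size alone (-0.22).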

Differences from the paper's values

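No test here was chosen to come closer to the paper, and only alternatives set before the data were examined are compared with its values, apart from the removal of doublets, whose 5% rule was set later. The paper's tests were made in the Loupe browser, and the paper does not state what their replicates were. Libraries, each taken as 1 mouse, are the replicates here. The sample labels give 4 replicates per group where the paper gives 3 animals. The paper's cDCs come from 1 cluster of its clustering, and those here come from 3 clusters.

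The paper gives 370 genes that differ between irradiated MC38 and Panc02-SIY cDCs, and its supplement lists 470 (211 higher and 259 lower in MC38), against 967 here (433 and 534). Of the alternatives, an adjusted p below 0.05 (508: 259 and 249) and thinned libraries (351: 158 and 193) come within the limit used, and the others do not, among them a log2 fold change above 0.58 (941), DESeq2 (913), RLE scaling (987), no filter (1035), library size alone (1158), doublets removed (922) and the cell filter (959). Of the paper's 470 genes 467 have the same direction here.

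The paper gives 93 genes raised by radiation in MC38 cDCs, and its supplement lists 86 lowered, against 7 and 0 here (edgeR; 508 genes at an unadjusted p below 0.05). No alternative comes within the limit, and the highest are DESeq2 (29 and 4) and no filter (20 and 6). For Panc02-SIY the paper gives 116 raised and its supplement 64 lowered, against 35 and 5 here. No filter (146 and 63) comes within the limit for both, all cDC-like barcodes (107) for the raised genes, and the others for neither. The paper gives 15 genes raised in both tumors, against 4 here, and no alternative comes within the limit (at most 6, without the filter). Fig S7B shows about 400 genes between untreated tumors, read by eye, against 683 here. An adjusted p below 0.05 (393) and only the 2 groups (504) come within the limit, and the others do not.

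The paper reports 18 clusters, against 33 here, and neither 10 principal components (29) nor resolution 2 (47) comes within the limit. Fig S7A shows about 12 cDCs in untreated and about 12 in irradiated MC38 tumors, read by eye, against 42 and 34 here, and no alternative comes within the limit. For irradiated Panc02-SIY it shows about 71, read by eye, against 126 here, where thinned libraries (77) come within the limit and the others do not. The number for untreated Panc02-SIY does not differ by the limit used.

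Log2 fold changes from the paper's supplement are compared with those here. For MC38 with radiation the paper's values are 2.68 for Cdkn1a (1.68 here), 1.42 for Cd274 (0.33 here) and 4.67 for Phlda3 (5.82 here), where no alternative comes within the error, except that thinned libraries have 0 UMIs of Phlda3 in untreated MC38 and give only a lower bound (2.54). The paper's 0.96 for S100a4 (0.31 here) is reached within the error with RLE scaling (0.35), the replicate block (0.48) and thinned libraries (0.86) and not with the others. For Panc02-SIY with radiation the paper's values are 2.26 for S100a4 (1.21 here) and 2.55 for S100a6 (1.55 here), reached within the error with thinned libraries (1.76 and 2.30) and not with the others. Between irradiated tumors, written as MC38 over Panc02-SIY, the paper's values are 4.48 for Fcgr1 (2.66 here), 5.57 for Axl (3.90 here) and 1.87 for Il1b (2.83 here), where no alternative comes within the error. Over all CD45+ cells the paper's values are 2.17 for Irf7 (2.60 here) and 1.06 for Il1b (1.42 here), reached within the error with library size alone (2.19 and 1.01) and not with the others. All 25 genes compared have the direction the paper gives.

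The paper states that Cdkn1a rises past its threshold in both tumors. Here it has an edgeR adjusted p of 0.624 in MC38 and 0.0809 in Panc02-SIY, and DESeq2, no filter and the replicate block call it in both. The paper places Cd274 and S100 genes among those raised in both tumors, and here Cd274 has edgeR adjusted p values of 0.963 and 0.519 and S100a6 has 0.924 and 0.346, although all are higher after radiation. The paper states that irradiated MC38 cDCs express more DC maturation genes by IPA, and the list used here, which is not the one of IPA, is lower in MC38 (camera adjusted p 0.020, not past the threshold with fry at 0.303). The paper places the PD-1 and PD-L1 pathway higher in Panc02-SIY cDCs by IPA, and here Cd274 is lower in MC38 (-1.82, 0.0083). For the sensors cGAS and RIG-I the paper gives a hedged IPA prediction of an increase in MC38 cDCs, which need not concern their own transcripts, and here Mb21d1 has a log2 fold change of -0.19 (edgeR adjusted p 0.892) and Ddx58 1.09 (0.203). Transcripts of Irf3 (-0.83, 0.388), whose activity the paper predicts, are not higher, while those of Irf7 (1.40, 0.0196) are. Irf7 was also a leading gene of an unnamed cDC-like cluster with monocyte markers raised. Fig S9A shows Ifng at about -2.2 and Il17a at about -2.8, read by eye, and here Ifng has -1.80 over all CD45+ cells, while Il17a was too low to test (1 against 40 UMIs). The paper names Itgae as a marker of its cDC cluster, and here it is highest in a regulatory T cell-like cluster (501 CPM against 159 CPM), while 21 of 23 genes of Fig 4C are highest in a cDC-like cluster.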

Other observations

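The tests on T and NK cells, on subsets and on depth given here were chosen after the results were seen.

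Ifng was lower over all CD45+ cells of irradiated MC38 tumors and higher within T cell-like cells. A lower share of T cell-like (with regulatory T cell-like) and NK cell-like cells fits as an explanation of the first, since their share was at most 8.25% in the irradiated MC38 mice (7.31% to 8.25%) and at least 34.4% in the irradiated Panc02-SIY mice (34.4% to 50.2%). A biological difference between the tumors stays open for the value within T cell-like cells.

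Genes that differ between irradiated MC38 and Panc02-SIY cDCs may reflect different shares of DC subsets. The comparison within DC2-like cells, made with all barcodes, argues against this as the whole cause. Of the 910 genes tested there, 586 (64.4%) were called in the same direction and 1 in the opposite direction. Of the other genes, 10.5% were called in the direction of their sign among all cDCs. In mregDC-like cells 272 of 694 (39.2%) were called in the same direction, against 7.72% of the other genes, and in DC1-like cells 140 of 699 (20.0%), with 0 and 2 called in the opposite direction. This holds for the named subsets, and shares of finer states stay open, because the DC2-like cells lay largely in a cluster of 109 barcodes (98.2% from MC38) and another of 114 (4.39%). Depth as the whole cause is excluded, since thinned libraries gave 351 genes and no other of the 35 splits of the thinned mice gave more than 13. A batch that goes with the tumor was not tested and cannot be told apart from the tumor. A difference between the tumors stays open.

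Over all CD45+ cells, 8022 genes differ between irradiated tumors. Of 6838 tested in macrophage-like cells 4071 (59.5%) were called in the same direction, with 84.0% of the same sign, and 424 in the opposite direction. Of the other genes, 26.5% were called in the direction of their sign over all CD45+ cells. The genes that differ were called in the same direction for 2056 of 3748 in monocyte-like cells (54.9%, 141 opposite). In T cell-like cells it was 807 of 4683 (17.2%, 69 opposite).

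The interferon-stimulated list was higher over all CD45+ cells of MC38 than of Panc02-SIY without radiation (49 genes, median log2 fold change 1.50, camera adjusted p 5.8e-14) and with it (median 1.15, 4.3e-12). The p53 target list gave 0.0345 without radiation (median 0.31, fry 4.2e-05, 0.334 with the estimated correlation) and 0.103 with it (median 0.24, fry 1.6e-04, 0.419 with the estimated correlation). The macrophage and monocyte list rose with radiation in MC38 cDCs (median 0.27, 0.0228, not past the threshold with fry at 0.492), and was 0.111 without untreated MC38 replicate 1. In Panc02-SIY its median was 0 and its mean -0.26, with the camera direction up (0.906). Monocyte-like cells rose with radiation from 2.47% to 7.16% of barcodes in Panc02-SIY (exact p 0.0286, adjusted p 0.0735), a change that did not pass without irradiated Panc02-SIY replicate 3 (3.99 points), and non-immune cells fell from 2.88% to 1.37% in MC38 (adjusted p 0.0735). Correlations between untreated and irradiated mice of the same replicate number ranged from -0.03 to 0.09 in MC38 and from -0.15 to 0.74 in Panc02-SIY (mean 0.33, against -0.11 for different numbers). The mice were not treated as paired, since not every pair was above 0.1.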
